# Mechanical stretch induced transcriptomic profiles in cardiac myocytes

**DOI:** 10.1038/s41598-018-23042-w

**Published:** 2018-03-16

**Authors:** Jaana Rysä, Heikki Tokola, Heikki Ruskoaho

## Abstract

Mechanical forces are able to activate hypertrophic growth of cardiomyocytes in the overloaded myocardium. However, the transcriptional profiles triggered by mechanical stretch in cardiac myocytes are not fully understood. Here, we performed the first genome-wide time series study of gene expression changes in stretched cultured neonatal rat ventricular myocytes (NRVM)s, resulting in 205, 579, 737, 621, and 1542 differentially expressed (>2-fold, P < 0.05) genes in response to 1, 4, 12, 24, and 48 hours of cyclic mechanical stretch. We used Ingenuity Pathway Analysis to predict functional pathways and upstream regulators of differentially expressed genes in order to identify regulatory networks that may lead to mechanical stretch induced hypertrophic growth of cardiomyocytes. We also performed micro (miRNA) expression profiling of stretched NRVMs, and identified that a total of 8 and 87 miRNAs were significantly (P < 0.05) altered by 1–12 and 24–48 hours of mechanical stretch, respectively. Finally, through integration of miRNA and mRNA data, we predicted the miRNAs that regulate mRNAs potentially leading to the hypertrophic growth induced by mechanical stretch. These analyses predicted nuclear factor-like 2 (Nrf2) and interferon regulatory transcription factors as well as the let-7 family of miRNAs as playing roles in the regulation of stretch-regulated genes in cardiomyocytes.

## Introduction

Cardiac hypertrophy provides an adaptive mechanism to maintain cardiac output in response to increased workload, such as occurs in diseases such as chronic hypertension or myocardial infarction. In the early stages of pathological hypertrophy, changes in cardiac structure compensate for the increased load, whereas in later stages, excessive hypertrophic growth results in decompensation and heart failure^1,2^. As cardiac myocytes are generally considered to be terminally differentiated cells^3^, cardiac hypertrophy has been considered to involve an increase in the size of individual cardiomyocytes. Hypertrophy is associated with alterations in the structure of the heart referred to as myocardial remodeling; in the late-phase, this includes increased extracellular matrix (ECM) deposition, perturbations of cellular calcium homeostasis and an increased rate of cardiac myocyte apoptosis^4,5^.

Hypertrophic growth of cardiac myocytes is triggered by mechanical stimuli as well as the neurohumoral activation produced by cardiac overload. At the level of individual cardiac myocytes, the hypertrophic response is characterized not only by an increase in cell size, but also by an accumulation in the total protein, enhanced sarcomeric reorganization and complex changes in cardiac gene expression^1,6^. The early genetic response to hypertrophic stimulation involves the rapid and transient activation of the so-called immediate-early genes such as proto-oncogenes (*c-fos, c-myc, c-jun* and *Egr-1*) independently of new protein synthesis^7^ and a heat shock protein-70^8^. For example, the activation of c-fos mRNA levels in response to mechanical stretch in cardiomyocytes has been shown to occur within 15 minutes and then to decline to undetectable levels after 4 h^9^. Translated protein products of the c-fos and c-jun genes play an important role as transcriptional regulators of cardiac gene expression^10^. This is followed by an upregulation of fetal genes, initially B-type natriuretic peptide (BNP), and later reactivation of atrial natriuretic peptide (ANP) gene as well as β-myosin heavy chain (β-MHC) and skeletal muscle α-actin (skαA) contractile protein isoforms^11^.

Both cellular components and extracellular structures have been shown to contribute to the transfer of mechanical stretch signals into the nucleus. These mechanotransduction elements include ECM, cell-cell adhesions, ECM–sensing receptors including integrins, cytoskeletal filaments, nuclear scaffolds, and ion channels. Subsequently, mechanical stretch is able to activate a complex network of parallel downstream signal transduction pathways as well as elevating autocrine production and the release of growth factors, resulting in *de novo* synthesis of immediate response genes and total protein synthesis^12,13^. It is still poorly understood whether stretch itself is the direct trigger for the growth process, and furthermore, the mechanisms of altered gene expression are still largely unknown.

Numerous animal models, especially genetically modified animals, have been widely used to elucidate the molecular mechanisms of cardiac hypertrophy^14,15^. Moreover, many *in vitro* and *ex vivo* models have been developed for investigating the different components of hemodynamic overload^16^. However, cell culturing is virtually the only approach that makes it possible to study individually the different cell types and molecular characteristics of distinctive components of cardiac overload (e.g. mechanical stretch, neurohumoral factors) under experimentally controlled conditions for periods long enough to detect changes in gene expression and morphology^17^. The majority of cell culture studies have been conducted with primary neonatal rat ventricular myocytes (NRVMs)^17–19^. Although gene expression changes are crucial for the development of cardiac hypertrophy, virtually nothing is known about genome-wide gene expression response of stretched cardiac myocytes. As far as we are aware, the gene expression patterns have been examined only at one timepoint, 24 hours after the start of biaxial stretching in NRVMs^20^ or cyclic stretching in cardiac myocytes^21^. In addition, there is one report of a DNA microarray analysis of stretched neonatal rat cardiac fibroblasts in response to 24 hours of stretching^21^.

Here, we characterized the comprehensive time course of mechanical stretch activated hypertrophic gene expression response in a well-established *in vitro* model of cultured NRVMs. In addition, we analyzed the functional interaction networks among differentially expressed genes by using Ingenuity pathway analysis (IPA). Finally, we identified mechanical stretch regulated microRNAs (miRNAs) in cardiomyocytes and elucidated their stretch regulated target genes. We believe that this is the first study to fully cover the genome-wide transcriptomic changes in cultured cardiac myocytes from the triggering of the mechanical stretch and to the subsequent stretching of the cells for two days.

## Results

### Mechanical stretch induced cardiac hypertrophic gene program

We validated the *in vitro* mechanical stretch model of cultured NRVMs by measuring gene expression levels of immediately early gene *c-fos*, as well as BNP and ANP mRNA levels, which represent genetic hallmarks of the stretch induced cardiac hypertrophic program^22–24^. 

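On expression arrays of stretched and unstretched neonatal rat ventricular myocytes (n = 5 per group), the c-fos gene (Fos), an immediate early transcription factor, rose 2.34-fold at 1 h (log2 fold change 1.23, standard error 0.068, adjusted p = 3.69e-11 from limma). It was 1.49-fold higher than in unstretched myocytes at 4 h (adjusted p = 1.44e-06) and 1.33-fold higher at 12 h (adjusted p = 6.16e-05). Its log2 fold changes of 0.31 at 24 h and 0.25 at 48 h did not pass the test (adjusted p = 0.252 and 0.299). The ANP gene (Nppa), which encodes a natriuretic peptide secreted by myocytes, was 1.15-fold higher at 1 h (adjusted p = 0.00046), 2.61-fold higher at 24 h (adjusted p = 0.00166) and 2.65-fold higher at 48 h (adjusted p = 0.000584). The BNP gene (Nppb), which encodes a related peptide, was 1.26-fold higher at 1 h (adjusted p = 4.09e-06), 1.5-fold at 24 h (adjusted p = 0.00886) and 1.72-fold at 48 h (adjusted p = 0.000428). Unstretched myocytes of the 24 and 48 h experiment varied in Nppa, at a log2 intensity of 12.49 ± 0.7 (SD, n = 5). Averaged over all of its probe sets, Fos gave a fold change of 1.55 at 1 h, and the Nppb call at 24 h is lost when an ordinary one-way analysis takes control and 24 h arrays alone.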

In agreement with previous studies, the highest induction of c-fos mRNA levels was detected after one hour of mechanical stretch (2.4-fold, P < 0.01) (Supplementary Table S1), whereas cyclic mechanical stretch elevated ANP and BNP mRNA levels significantly after 1 hour, peaking at 24 to 48 hours (5.6 ± 1.0-fold, P < 0.01 and 3.6 ± 0.4, P < 0.001, respectively) (Supplementary Table S2).

### Enhanced kinase activation by mechanical stretch in NRVMs

Previous studies have shown that mechanical stretch activates protein kinase C (PKC)-pathway and all three main mitogen activated protein kinase (MAPK) pathways; extracellular signal regulated kinase (ERK), c-Jun N-terminal kinase (JNK) and p38 MAPK pathways^8,13,24,25^. Consistently with previous studies, mechanical stretch evoked significant activation of p38 MAPK, ERK and JNK–pathways as shown by western blot analyses (Supplementary Fig. 1A). The ratio of phosphorylated to total p38 MAPK increased transiently, peaking at 4 hours (2.4-fold, P < 0.001) and returning near to basal levels by 24 hours (Supplementary Fig. 1A). When compared with p38 MAPK, the activation of ERK and JNK was more rapid, peaking already at 15 to 30 minutes (3.3-fold, P < 0.01, and 3.1-fold, P < 0.001, respectively) (Supplementary Fig. 1B,C).

### Differentially expressed genes after mechanical stretching

We evaluated gene expression profiles at 1, 4, 12, 24, and 48 hours after the start of cyclic mechanical stretching in order to identify those genes that were regulated by mechanical load in cardiac myocytes *in vitro*. 

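Affymetrix Rat Genome 230 2.0 arrays were used, on which a probe set is a group of short probes that reads the RNA of 1 transcript. There were 35 arrays in 7 groups of 5 biological replicates. Set I held unstretched myocytes and myocytes stretched for 1, 4 and 12 h, and set II held its own unstretched myocytes and myocytes stretched for 24 and 48 h, so each time was compared with the control of its own set. The authors normalized the arrays by Robust Multichip Average (RMA) in GeneSpring GX 12.6. The deposited values are RMA intensities on a linear scale, and they were taken to log2 here. The sample labels name the controls of the sets by a letter only. With the first letter read as set I, the log2 values centred on each probe set's median differed by at most 5.1e-06 from the normalized values of Supplementary Dataset 2, of which 252 of 31099 probe sets were available, and with the controls exchanged the median difference was 0.169. The median intensity of an array lay between 91.5 and 93.0 in the controls of set I, 88.8 and 91.6 at 1 h, 89.8 and 91.7 at 4 h, and 88.7 and 91.2 at 12 h. In set II it lay between 92.7 and 95.8 in the controls, 91.4 and 94.3 at 24 h, and 90.4 and 92.6 at 48 h. Upper quartiles ran from 341.3 to 372.0 in set I and from 394.7 to 416.4 in set II, and no value was compared across the sets. The number of arrays limits the precision: the median residual SD between replicates was 0.114 on the log2 scale in set I and 0.12 in set II. Correlations between arrays of a group were 0.9917 to 0.9983 in set I and 0.9898 to 0.998 in set II. Among the 1088465 values, 4 to 33 per array, in 427 probe sets, had been turned by a spreadsheet into day numbers of dates, up to 2945956. These were read back as month and year, or as day and month for 5 of them, which gave intensities of 6.9197 to 22.4. Of the restored values, 413 fell within the range of the other arrays of the set. After 57 control probe sets of the array were left out, 31042 probe sets were compared between stretched and control arrays of each set with limma, in place of the methods' one-way analysis of variance. Calls needed an adjusted p under 0.05 (Benjamini-Hochberg) and, as in the methods, a fold change of at least 2 or 1.5. Of these probe sets, 20826 read 1 gene each (14217 genes in all), 436 read several and 9780 had no gene in the annotation used, and a gene is represented by the brightest of its own probe sets. The rule for the genes named, 28 gene lists, the tests, the thresholds and 15 alternative settings were fixed before the data were examined. Each list was tested against all other genes with camera at a preset correlation between genes of 0.01, over 140 tests (28 lists at 5 times), and again with an estimated correlation.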

We confirmed selected microarray results by their comparison with the corresponding mRNA levels obtained by Northern blot analysis or real-time quantitative RT-PCR. As shown in Supplementary Tables S1 and S2, similar fold changes in mRNA levels were observed as measured by both DNA microarray and Northern/RT-PCR.

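Agtr1a, which encodes the type 1 angiotensin II receptor, fell to 0.2 of control at 12 h (log2 fold change -2.33, standard error 0.075, adjusted p = 2.25e-14), and the paper's RT-PCR value is 0.2. Spp1, the gene of the matrix protein osteopontin, rose 1.7-fold at 12 h (adjusted p = 1.62e-07), and the paper's RT-PCR value is 2. Cacna1c, the pore subunit of the L-type calcium channel, fell to 0.6 of control at 48 h (adjusted p = 6.6e-07), beside the paper's RT-PCR value of 0.4. For Atp2a2, the calcium pump of the sarcoplasmic reticulum, the probe set of the paper's table gave 0.61 at 1 h (adjusted p = 4.98e-05), and the brightest probe set of the gene gave 0.9 (adjusted p = 0.00755), a call that is lost when each array is centred on its median. For Ednra, an endothelin receptor, the fold change of 0.62 at 24 h missed the threshold (adjusted p = 0.0519), and at 48 h it was 0.43 (adjusted p = 0.000657). The tables give 50 values of 16 genes that could be matched to a probe set, and 45 of the array fold changes equal the paper's array values within the rounding of both. The largest difference, 0.491, is that of Bmp2 at 48 h, for which the probe set matched to the table gave 2.11-fold and the brightest probe set of the gene 2.6-fold. All 28 array values that the paper marks as significant had an adjusted p under 0.05, as did 18 of the 22 matched values it does not mark. For each of the 38 matched RNA values that the paper marks as significant, the array fold change was in the same direction with an adjusted p under 0.05. The 2 values that could not be matched are those of endothelin-1 at 24 and 48 h. The paper marks them as significant in RNA but not on its arrays, and they are not in these counts. The paper's RNA fold change divided by the array fold change ran from 0.671 (Cacna1c at 48 h) to 2.15 (Nppa at 24 h), and 8 of the 50 ratios were above 1.5.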

The gene expression profiling of stretched NRVMs identified altogether 76, 113, 140, 136, and 558 different transcripts that were differentially expressed (2-fold, p < 0.05) in response to mechanical stretching of 1, 4, 12, 24, and 48 hours, respectively (Fig. 1A). 

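At least 2-fold changes with an adjusted p under 0.05 were found for 111 probe sets at 1 h (96 higher and 15 lower), 156 at 4 h (83 and 73), 212 at 12 h (86 higher and the rest lower), 160 at 24 h (80 and 80) and 713 at 48 h (247 higher and the rest lower). At 1, 4, 24 and 48 h they read 69, 104, 108 and 463 genes, and at 12 h 62 genes that were higher and 64 that were lower. Uap1, an enzyme that makes the sugar donor UDP-N-acetylglucosamine, was 4.97-fold higher at 4 h (log2 fold change 2.31, standard error 0.080, adjusted p = 9.9e-14). Adm, the gene of the vasodilator adrenomedullin, rose 2.35-fold at 12 h (adjusted p = 2.03e-11), while Xdh, the gene of xanthine dehydrogenase, fell to 0.47 of control (adjusted p = 3.8e-10). Corin, the protease that activates ANP, was at 0.37 of control at 24 h (adjusted p = 1.74e-05) and 0.27 at 48 h (adjusted p = 1.12e-07). Uap1 and Corin are named through Supplementary Dataset 1, since the annotation used has no gene for their probe sets. With 1 probe set per gene, the counts were 68, 88, 107, 100 and 409 genes.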

The numbers of differentially expressed genes were notably higher when we compared 1.5-fold differences in gene expression levels of stretched myocytes with those of unstretched control cells (Fig. 1B). According to these selection criteria, our analysis identified 205, 579, 737, 621, and 1542 differentially expressed genes in response to 1, 4, 12, 24, and 48 hours of mechanical stretching, respectively. 

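With a fold change of at least 1.5 and an adjusted p under 0.05, there were 407 probe sets at 1 h, 953 at 4 h, 1313 at 12 h, 904 at 24 h and 2316 at 48 h. They read 217, 614, 774, 539 and 1435 genes, and 188, 507, 582, 476 and 1293 genes were called when each gene had 1 probe set. Between 1.5-fold and 2-fold lay, for example, Maff at 1 h, a small Maf partner of Nrf2 (1.92-fold higher, adjusted p = 4.15e-07), and Nqo1 at 12 h, a quinone reductase (1.84-fold higher, adjusted p = 5.61e-11). Spp1 belonged to them only at 12 h among the times of set I, with 1.42-fold at 4 h (adjusted p = 3.51e-05). Cacna1c was at 0.66 of control at 24 h (adjusted p = 4.23e-05), and Wdr12, a protein of ribosome assembly, was 1.74-fold higher at 48 h (adjusted p = 5.07e-07). Without a limit on the fold change, 4297, 9121, 10306, 5672 and 10209 probe sets had an adjusted p under 0.05.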

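At 1 h, 233 of the 407 probe sets changed at least 1.5-fold were higher in stretched myocytes, a share of 57.2% (95% interval 52.28 to 62.11, exact Clopper-Pearson, which covers counting error only and takes probe sets as independent). The share was 49.4% (46.2 to 52.65) at 4 h, with 482 lower, 43.1% (40.41 to 45.84) at 12 h, with 566 and 747, and 43.0% (39.78 to 46.33) at 24 h, with 389 and 515. Without a limit on the fold change, 1962 were higher and 2335 lower at 1 h, 4415 and 4706 at 4 h, 5049 and 5257 at 12 h, and 2838 and 2834 at 24 h. Among the probe sets that read 1 gene, the share was 70.6% (64.47 to 76.16) at 1 h, 54.3% (50.54 to 57.98) at 4 h, 51.8% (48.51 to 55.16) at 12 h and 48.7% (44.74 to 52.72) at 24 h. Among those that read several genes or none in the annotation, it was 36.5% (29 to 44.47), 35% (28.98 to 41.4), 24.4% (20.36 to 28.81) and 30.2% (24.87 to 35.98). At 1 h the larger fold changes belonged to induced genes such as Errfi1, a feedback inhibitor of the EGF receptor (3.95-fold, log2 fold change 1.98, standard error 0.056, adjusted p = 3.7e-16), while among the repressed genes Pik3ip1, an inhibitor of phosphatidylinositol 3-kinase, was at 0.56 of control (adjusted p = 1.79e-07). Centring each array on its median moved the share at 12 h to 51.6%, and leaving out replicate 5 of the 4 h group moved that at 4 h to 56.4%. The share at 24 h was 49.15% with this centring. With genes in place of probe sets it was 51.68% at 24 h (246 higher and 230 lower), so its direction depends on how features are counted. At 12 h the same count, with 1 probe set per gene, gave more lower genes (241 higher and 341 lower).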

After one hour, more genes were upregulated than were downregulated, which was followed by approximately similar numbers of up- and down-regulated genes in response to 4, 12, and 24 hours of stretching. Instead, at 48 hours after the start of the stretch, more genes were repressed than upregulated.

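Of the probe sets changed at least 1.5-fold at 48 h, 1439 were lower and 877 higher in stretched myocytes, a share of 37.9% higher (95% interval 35.89 to 39.88, exact Clopper-Pearson). The share was 46.6% with each array centred on its median, and without a limit on the fold change 5238 probe sets were higher and 4971 lower. By genes at 1.5-fold, 842 were lower and 593 higher, and among the probe sets that read 1 gene 40.3% were higher (37.93 to 42.64), against 31.1% (27.49 to 34.99) of those with several genes or none. Among the 10 genes with the largest falls, Dhrs7c, a reductase of the sarcoplasmic reticulum, fell to 0.14 of control (log2 fold change -2.87, standard error 0.20, adjusted p = 3.3e-08). Lrrc10, a heart-restricted actin-binding protein, fell to 0.21 (adjusted p = 8.79e-08), and Pgam2, the muscle form of phosphoglycerate mutase, to 0.21 (log2 fold change -2.23, standard error 0.10, adjusted p = 1.4e-09). Of 20 markers of cardiomyocytes, 10 were lower at 48 h, 4 were higher and 6 did not pass the test (10 lower and 4 higher when adjusted over the list alone). The atrial myosin light chain gene Myl7 was at 0.27 of control (adjusted p = 5.09e-10), and the Z-disc gene Tcap was 1.56-fold higher (adjusted p = 1.43e-06). The list was lower than other genes (adjusted p = 0.0012 from camera), a call that is lost with an adjusted p = 0.0834 with an estimated correlation.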

**Figure 1:**
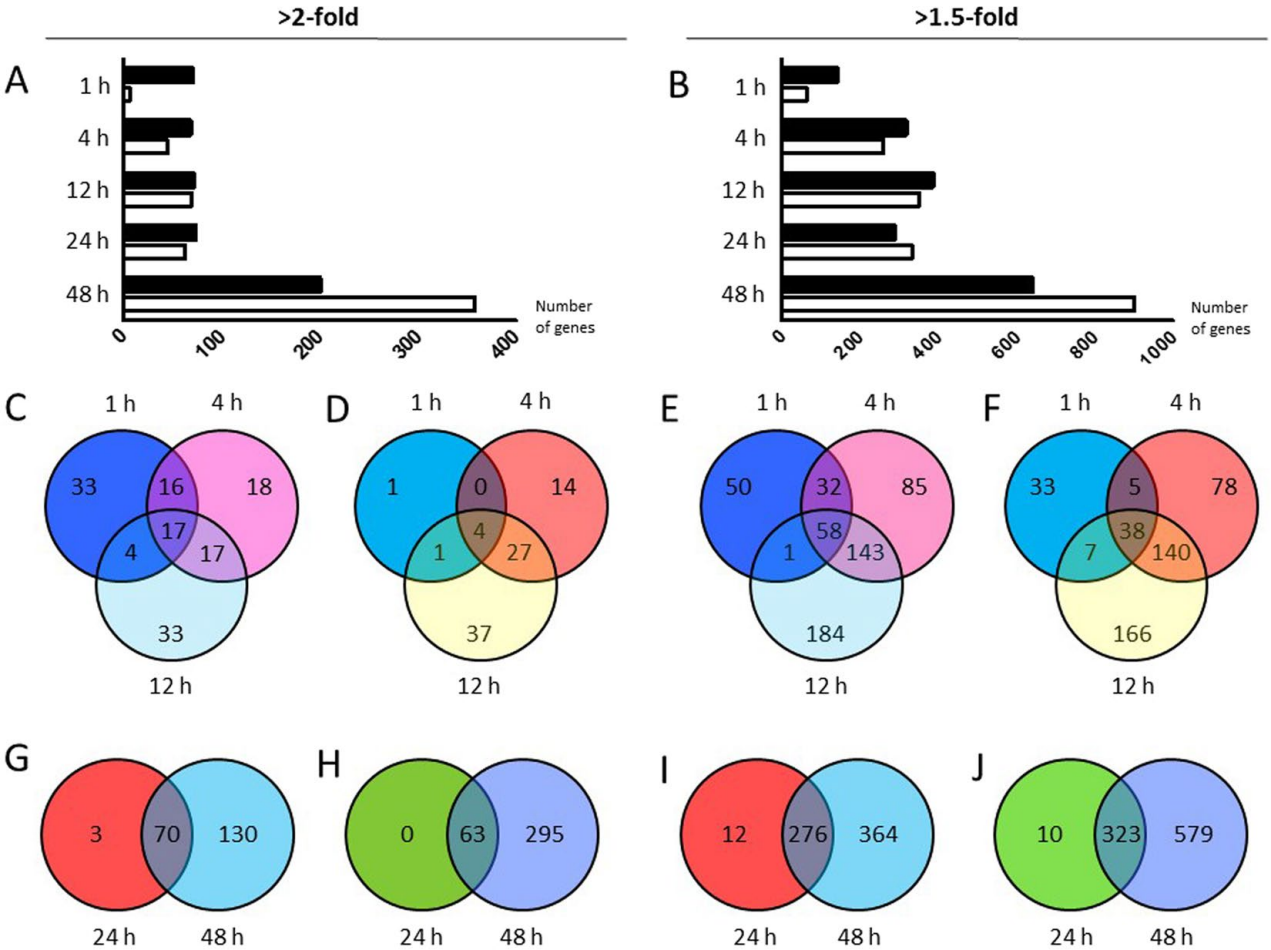
Differentially expressed genes in stretched neonatal rat ventricular myocytes. (**A**,**B**) Numbers of differentially expressed genes in response to 1–48 hours of cyclic mechanical stretch in cultured cardiac myocytes with (**A**) 2-fold difference and (**B**) 1.5 fold difference. Black columns, upregulated genes; white columns downregulated genes, n = 5 in all groups. (**C**–**I**) Venn diagrams indicate the overlap of the genes that were significantly (**C**) upregulated (>2-fold) or (**D**) downregulated (<2-fold) and (**E**) upregulated (>1.5-fold) or (**F**) downregulated (<1.5-fold) after 1, 4 or 12 hours of stretch as compared to controls. A Venn diagram indicating the overlap of the genes that were significantly (**G**) upregulated (>2-fold) or (**H**) downregulated (<2-fold) and (**I**) upregulated (>1.5-fold) or (**J**) downregulated (<1.5-fold) after 24 or 48 hours of stretch compared to controls.

Venn diagrams were produced to describe the overlap of significantly up- or down-regulated genes in stretched myocytes (Fig. 1C–J). At earlier timepoints (1–12 hours), more timepoint specific differences were observed in the expression patterns of differentially expressed genes (Fig. 1C–F), whereas in response to 24 and 48 hours of stretch (Fig. 1G–J), the majority of differentially expressed genes in 24 hours were up- or down-regulated also after 48 hours of mechanical stretching. These trends in the amount of differentially expressed genes were essentially similar whether we evaluated 2-fold (Fig. 1C,D,G,H) or 1.5-fold (Fig. 1E,F,I,J) differences in expression levels of stretched cells in comparison to unstretched control cells. 

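Of the 904 probe sets changed at least 1.5-fold at 24 h, 863 (95.5%, exact 95% interval 93.9 to 96.73) were changed the same way at 48 h, 372 of 389 higher (95.6%) and 491 of 515 lower (95.3%). Reg3g, a secreted lectin, was among those higher at both times, 3.5-fold (log2 fold change 1.81, standard error 0.15, adjusted p = 2.21e-06) and 3.13-fold (adjusted p = 3.58e-07), and Igfbp3, a binding protein of insulin-like growth factors, was among those lower, at 0.48 and 0.26 of control (adjusted p = 5.54e-05 and 2.12e-08). In the other direction, 37.3% of the 2316 probe sets of 48 h were already called at 24 h. At 1, 4 and 12 h together, 1808 probe sets were changed, of which 1108 (61.3%, 58.99 to 63.54) were called at a single time and 165 (9.13%) at all 3 times in the same direction. Among higher probe sets, 101 were called at 1 h alone, 151 at 4 h alone, 296 at 12 h alone and 78 at all 3 times, and among lower probe sets 44, 140, 376 and 87. Egr2, an immediate early zinc finger gene, was 4.97-fold higher at 1 h (adjusted p = 1.33e-18), and Tgfa, a ligand of the EGF receptor, 3.3-fold higher at 12 h (adjusted p = 5.57e-12). Tgfa was not called at 12 h alone, since it was 1.6-fold higher at 1 h (adjusted p = 7.36e-06). Direct comparison of the times called 197 probe sets between 1 and 4 h, 187 between 4 and 12 h and 305 between 24 and 48 h. The times of a set share their control arrays, and the intervals given here do not allow for this. Independent lists of these sizes would share 34.9 probe sets between 24 and 48 h, and data simulated without any change but with a shared control, calling as many probe sets, shared 251 on average. Such simulated data shared 79 between 1 and 4 h, beside 224 on the arrays, and 182 between 4 and 12 h, beside 603. With the control arrays divided between the times in 20 ways, 76.7% to 94.2% of the probe sets called at 24 h were called at 48 h (median 86.6%), 46.1% to 56.1% of those at 1 h were called at 4 h and 51.4% to 63.6% of those at 4 h at 12 h.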

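At the 2-fold limit, 158 of the 160 probe sets changed at 24 h (98.8%, exact 95% interval 95.56 to 99.85) were changed the same way at 48 h, 78 of 80 higher and 80 of 80 lower. Creb5, a transcription factor of the CREB family, was 2.98-fold higher at 24 h and 4.89-fold at 48 h in the probe set of the paper (adjusted p = 0.00136 and 1.51e-05), and Efhd1, a mitochondrial calcium-binding protein, was at 0.2 of control at 48 h (adjusted p = 4.01e-09). Of 346 probe sets changed at 1, 4 or 12 h, 238 (68.8%, 63.61 to 73.63) were called at a single time and 25 (7.22%, 4.73 to 10.48) at all 3. Olr1, the receptor of oxidized low-density lipoprotein, was past 2-fold at 1 h and 4 h (4.75-fold and 3.23-fold, adjusted p = 2.43e-11 and 1.76e-09). Of the probe sets called at 1 h, 39.6% (30.48 to 49.37) were also called at 4 h, and of those called at 4 h 50.6% (42.53 to 58.73) at 12 h. At the 1.5-fold limit these shares were 55% (50.06 to 59.94) and 63.3% (60.12 to 66.34). The overlaps at the 2-fold limit also rest on shared control arrays, and how much of them this sharing gives was not tested.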

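Among the 10 genes with the largest rises at 1 h were Serpinb2, a protease inhibitor (6.61-fold, log2 fold change 2.72, standard error 0.13, adjusted p = 2.17e-12), Noct, a circadian phosphatase (6.21-fold, adjusted p = 4.94e-18), and Ptgs2, the inducible cyclooxygenase (5.26-fold, adjusted p = 1.51e-14). Among the 10 with the largest falls were Cxcl13, a chemokine of B cells (to 0.4 of control, adjusted p = 3.25e-06), Ccbe1, a protein of lymphatic growth (0.44, adjusted p = 9.48e-10), and Klf15, a repressor of cardiac growth (0.46, adjusted p = 2.27e-09). At 4 h Serpinb2 stood at 8.77-fold (adjusted p = 4.5e-13), and among the 10 largest rises were also Rgs2, a regulator of G protein signaling (3.45-fold, adjusted p = 2.69e-13), and Aldh1a3, an enzyme of retinoic acid synthesis (3.38-fold, adjusted p = 1.11e-13). Lower were Steap4, a metalloreductase (to 0.39 of control, adjusted p = 2.84e-07), and Cdkn1c, an inhibitor of the cell cycle (0.41, adjusted p = 5.16e-10). At 12 h Akr1b8, an aldo-keto reductase that the paper names AKR1B10, was 6.87-fold higher (log2 fold change 2.78, standard error 0.082, adjusted p = 6.83e-15), and Gdf15, a stress-induced cytokine, 4.51-fold (adjusted p = 1.42e-11). Grem1, an antagonist of bone morphogenetic proteins, fell to 0.3 (adjusted p = 1.06e-11). At 24 h Ereg, an EGF receptor ligand, was 4.21-fold higher (adjusted p = 3.6e-06), and Fmo2, a flavin monooxygenase, was at 0.3 of control (log2 fold change -1.73, standard error 0.14, adjusted p = 2.21e-06). At 48 h the largest rises among genes represented by their brightest probe set were in Cnn1, a calponin of smooth muscle (7.44-fold, adjusted p = 1.59e-05), Ildr2 (7.1-fold, adjusted p = 6.35e-06), Mybl1, a transcription factor of the Myb family (6.57-fold, log2 fold change 2.71, standard error 0.13, adjusted p = 1.97e-09), and Bdkrb2, a bradykinin receptor (5.52-fold, adjusted p = 6.28e-08). Cyp26b1 was 5.88-fold higher at 48 h in the probe set of the paper, and 1.18-fold in its brightest. Cxcl13 was lowest at 48 h as well, at 0.08 of control (log2 fold change -3.59, standard error 0.17, adjusted p = 1.97e-09). Averaged over all of a gene's probe sets, the fold change was 0.707 for Klf15 at 1 h, 4.46 for Ildr2 at 48 h and 2.7 for Bdkrb2 at 48 h.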

The ten most up- and down-regulated genes in stretched myocytes at each time point are shown in Fig. 2. The total lists of differentially expressed genes by mechanical stretch in NRVMs are provided in Supplementary Dataset 1 and the data with normalized values in Supplementary Dataset 2.

**Figure 2:**
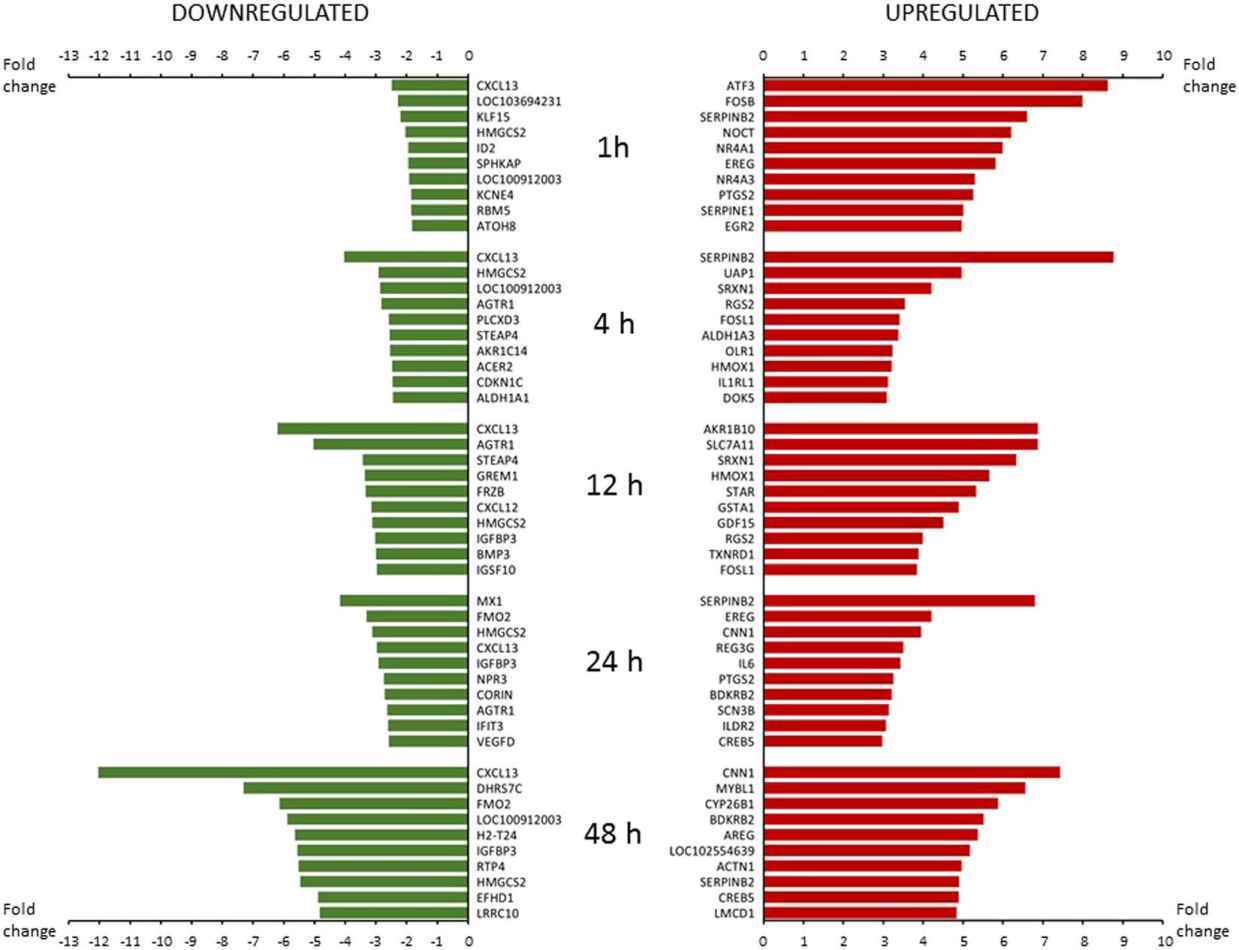
The ten most up- and down-regulated genes in stretched myocytes at 1–48 hours after the initiation of the mechanical stretch. Fold change indicates statistically significant (P < 0.05) difference in gene expression between stretched and unstretched neonatal rat ventricular myocytes. Green columns, downregulated genes; red columns upregulated genes.

### Functional and pathway analysis of differentially expressed genes

By using the datasets of differentially expressed genes in response to mechanical stretch at each timepoint, it was possible to conduct an IPA functional analysis and generate predictions for significantly increased or decreased (z-score >2 or <−2, respectively) activity in various cellular processes. The most evidently altered biological functions are summarized in Fig. 3. 

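Areg, an EGF receptor ligand, was 3.56-fold higher at 1 h (log2 fold change 1.83, standard error 0.089, adjusted p = 4.53e-12) and 2.87-fold higher at 24 h (adjusted p = 4.56e-06). Ccnd1, the cyclin of the G1 phase, was 1.76-fold higher at 12 h (adjusted p = 9.55e-11) and 1.71-fold higher at 24 h (adjusted p = 0.000228). Of 38 measured cell cycle genes, 3 were higher and 1 lower at 1 h, 7 and 7 at 4 h, 5 and 14 at 12 h, and 9 and 1 at 24 h (when adjusted over the list alone 3 and 1, 7 and 9, 5 and 15, and 11 and 1). As a list they were lower than other genes at 12 h (adjusted p = 0.0354 from camera, but adjusted p = 0.503 with an estimated correlation) and higher at 24 h (adjusted p = 0.0313, but adjusted p = 0.675 with an estimated correlation), with no call at 1 and 4 h (adjusted p = 0.58 and 0.918). Among 26 regulators of apoptosis, 3 were higher and 2 lower at 1 h, 5 and 7 at 4 h, 9 and 5 at 12 h, and 5 and 4 at 24 h (adjusted over the list alone 3 and 2, 5 and 7, 10 and 6, and 6 and 5), and the list did not differ from other genes at any of these times (adjusted p = 0.951, 0.658, 0.29 and 0.594). Bcl2l11, which encodes the death-promoting protein BIM, was at 0.54 of control at 1 h (adjusted p = 5.59e-07), or 0.82 averaged over all of its probe sets. The list tests cover genes of the function only and are not the IPA scores of Fig. 3.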

In response to 1–24 hours of mechanical stretch, more biological pathways were activated than inactivated, and the activated functions were mostly related to cellular growth and proliferation whereas cell death and necrosis were among the functions predicted as being decreased by IPA-analysis (Fig. 3A–D). At 48 hours, more biological pathways were inactivated than activated, although pathways related to cell growth remained active (Fig. 3E). 

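At 48 h, 8 of the measured cell cycle genes were higher, 3 lower and 27 did not pass the test (7 higher and 3 lower when adjusted over the list alone), and as a list they did not differ from other genes (adjusted p = 0.425 from camera). Ccnd1 was 2.23-fold higher (log2 fold change 1.16, standard error 0.12, adjusted p = 1.02e-06), and so was Cdkn1a, the p21 inhibitor of the cell cycle (2.18-fold, adjusted p = 3.52e-06), while the p57 inhibitor Cdkn1c was at 0.41 of control (adjusted p = 3.79e-08). Of the regulators of apoptosis, 7 were higher, 7 lower and 12 did not pass the test (10 higher and 7 lower when adjusted over the list alone, and adjusted p = 0.906 for the list). Tnfrsf12a, the receptor Fn14, was 3.89-fold higher (adjusted p = 4.9e-07), and Bcl2l11 was at 0.35 of control (adjusted p = 2.21e-08), or 0.648 averaged over all of its probe sets.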

All significantly altered biological pathways are described in Supplementary Dataset 3.

**Figure 3:**
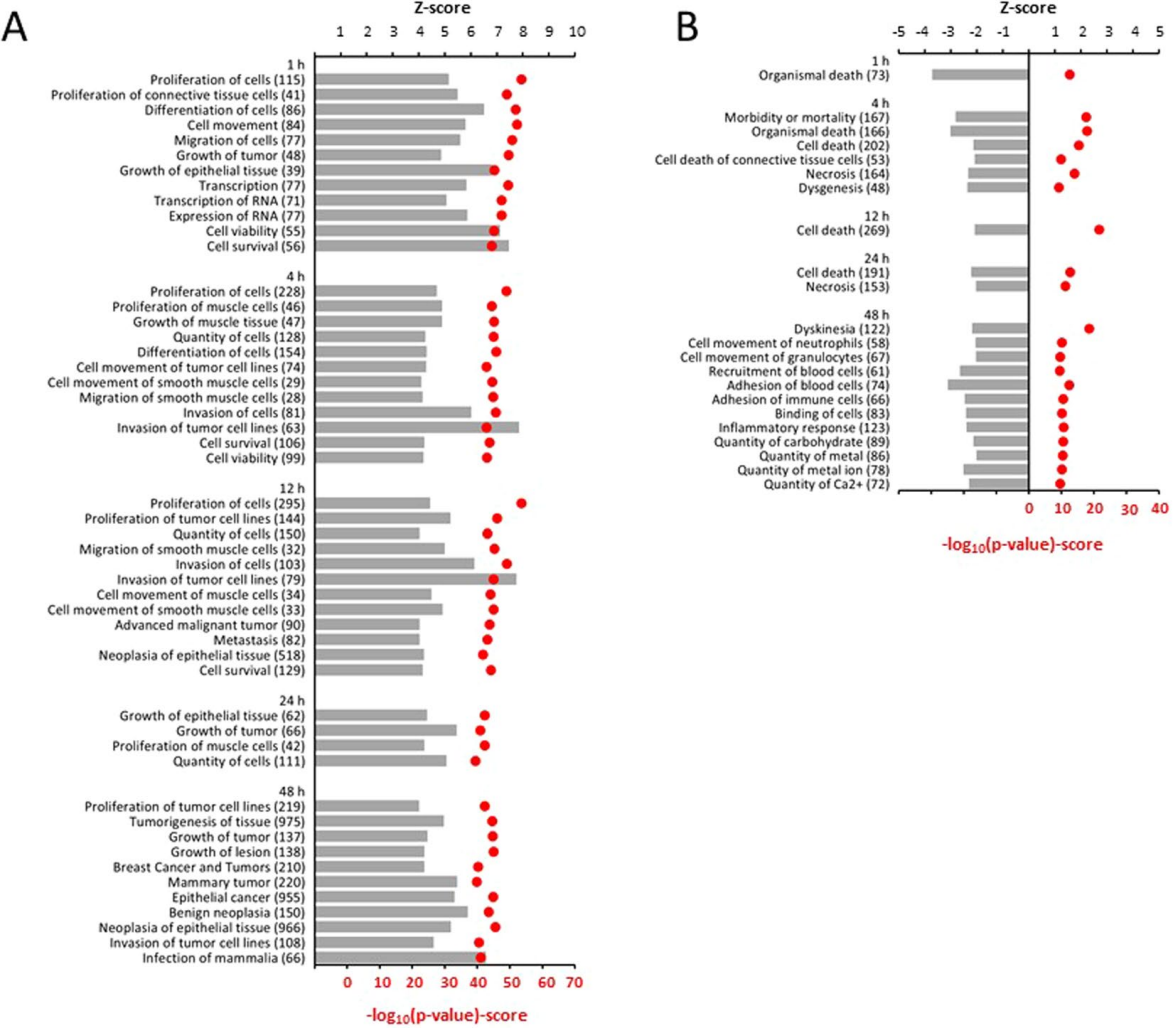
Functional analysis of differentially expressed genes in stretched neonatal rat ventricular myocytes. Differentially expressed genes (1.5-fold upregulation or downregulation compared to controls; P < 0.05) were used in the functional analysis in the IPA-software. A positive or negative z-score value (columns) indicates that a function would be predicted to be either increased (**A**) or decreased (**B**) in stretched myocytes. Only those functional annotations that obtained a significant regulation z-score (>2) are presented. The p-value (red dots) reflects the likelihood that the association between a set of genes in our dataset and a related biological function would be significant [p-value < 0.05 (i.e., −log10 ≥ 1.3), Fisher’s Exact test]. A maximum 10 genes per activation/inactivation-route and P < 1.00E-9 are shown per timepoint. Numbers of differentially expressed genes in each functional class are shown in parentheses.

### Canonical pathways

Next, specific changes in canonical biological pathways related to differentially expressed genes at each timepoint (Supplementary Dataset 1) were examined (Fig. 4). Our canonical pathway analysis revealed that in the acute phase, all of the significantly modulated pathways, such as the proinflammatory interleukin-1 (IL-6) and IL-8 signaling pathways, had become activated. 

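Interleukin-6 (Il6), a cytokine made by stretched myocytes, rose 4.1-fold at 1 h (log2 fold change 2.04, standard error 0.14, adjusted p = 8.36e-10), and was 1.86-fold higher at 4 h (adjusted p = 3.39e-05) and 3.05-fold higher at 12 h (adjusted p = 1.62e-08). The chemokine genes Cxcl1 and Cxcl2, ligands of the receptor that interleukin-8 binds, were 1.67-fold and 1.66-fold higher at 12 h (adjusted p = 4.29e-09 and 2.43e-08), and they were looked up for this statement. Il1rl1, the receptor of interleukin-33, was 3.12-fold higher at 4 h (adjusted p = 4.63e-14). Inflammation did not move one way in all of its genes. Of 39 measured genes of NF-kB and inflammation, 16 were higher and 8 lower at 4 h (19 and 8 when adjusted over the list alone), with the list higher than other genes (adjusted p = 0.0141 from camera, but adjusted p = 0.388 with an estimated correlation). At 12 h, 12 were higher and 12 lower (13 and 12 over the list alone), and the list had no call (adjusted p = 0.491). Vcam1, an adhesion molecule of leukocytes, and Cxcl12, a chemokine, were at 0.36 and 0.35 of control at 12 h (adjusted p = 9.55e-11 and 1.42e-11).

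**Figure D1:**
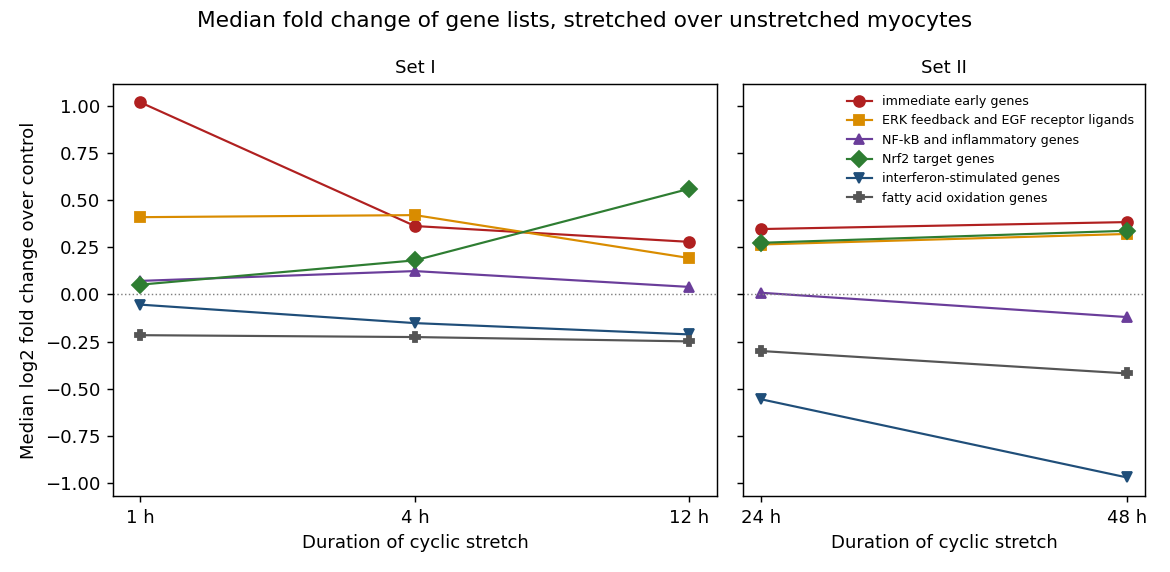
Median log2 fold change over control (vertical axis) of 6 gene lists against the hours of cyclic stretch (horizontal axis), for set I on the left and set II on the right. Each point is the median over the measured genes of a list, 1 probe set per gene. Immediate early genes stand highest at 1 h, with a median fold change of 2.03, and interferon-stimulated genes lowest at 48 h, with 0.51.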

In the late phase response (48 hours), the majority of signaling pathways were repressed, including the Nf-kB and endothelial nitric oxide synthase (eNOS) signaling pathways. 

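At 48 h, 15 of 39 measured genes of NF-kB and inflammation were lower, 9 were higher and 15 did not pass the test (16 lower and 11 higher when adjusted over the list alone). Vcam1 fell to 0.31 of control (log2 fold change -1.70, standard error 0.11, adjusted p = 1.75e-08) and Cxcl12 to 0.35 (adjusted p = 2.06e-06), while Il6 was 2.51-fold higher (adjusted p = 0.0173) and Il1rl1 3.96-fold (adjusted p = 3.13e-08), or 2.37-fold averaged over all of its probe sets. As a list these genes were lower than other genes (adjusted p = 0.0313 from camera). The call is lost with an estimated correlation (adjusted p = 0.386 with an estimated correlation) and without 48 h replicate 4 (adjusted p = 0.0507). At 24 h, 6 were lower and 5 higher (6 and 5 when adjusted over the list alone, adjusted p = 0.573). Markers of macrophages were lower at 48 h too, 14 of 20 with none higher (14 when adjusted over the list alone, adjusted p = 2.99e-07 from camera, but adjusted p = 0.0605 with an estimated correlation). Genes marking endothelial cells, in which endothelial nitric oxide synthase is found, were lower as well. At 48 h 15 of 18 were, with 1 higher (16 and 1 when adjusted over the list alone) and a median of 0.64 of control (adjusted p = 1.82e-07 from camera, but adjusted p = 0.135 with an estimated correlation). Cldn5, a tight junction protein, was at 0.5 (adjusted p = 4.05e-06) and Emcn, a mucin of the endothelial surface, at 0.53 (adjusted p = 1.24e-07). Eng, a coreceptor of TGFβ, was 1.3-fold higher (adjusted p = 0.000753).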

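Genes that Nrf2, a transcription factor of the oxidative stress response, is known to switch on rose together at 12 h. Of 36 measured, 30 were higher, 2 lower and 4 did not pass the test (30 and 2 when adjusted over the list alone), 17 of them at least 1.5-fold, with a median fold change of 1.48. The list was higher than other genes (adjusted p = 1.37e-20 from camera, and adjusted p = 0.0169 with an estimated correlation). Slc7a11, the cystine transporter, was 6.87-fold higher at 12 h (log2 fold change 2.78, standard error 0.11, adjusted p = 4.95e-13), and Srxn1, a reductase of peroxiredoxins, 3.8-fold (adjusted p = 2.17e-13), or 6.33-fold in the probe set of the paper. Lower were Aox1, an aldehyde oxidase (0.75 of control, adjusted p = 0.000537), and Gstm2, a glutathione transferase (0.88, adjusted p = 0.0218). The Gstm2 call is lost when each array is centred on its median or when any of 5 arrays is left out. At 1 h 12 were higher and 4 lower, at 4 h 19 and 5, at 24 h 23 and 2, and at 48 h 24 and 6 (when adjusted over the list alone 14 and 6, 19 and 6, 27 and 4, and 24 and 6). The list's calls at these times (adjusted p = 0.00338, 2.29e-05, 1.01e-08 and 0.000116) are lost with an estimated correlation (adjusted p = 0.378, 0.206, 0.0966 and 0.255 with an estimated correlation). Nfe2l2, the gene of Nrf2 itself, had a fold change of 1 at 12 h (adjusted p = 0.952). Of the retinoid X receptors, Rxrg fell to 0.21 of control at 48 h (log2 fold change -2.25, standard error 0.15, adjusted p = 2.12e-08), or 0.488 averaged over all of its probe sets, and Rxra had a fold change of 1 (adjusted p = 0.965).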

The nuclear factor-like 2 (Nrf2) mediated oxidative stress response signaling was the pathway having the highest activation (a −log [p-value] and an absolute z-score >2) in stretched myocytes during the acute phase (i.e. at 12 hours), whereas in the late phase, it was lipopolysaccharide (LPS)/IL-1 mediated inhibition of retinoid X receptor (RXR) function –signaling (at 48 hours). The transcriptional response regulated by Nrf2 in the nucleus of stretched NRVMs is shown in Fig. 5 with the whole pathway illustrated in Supplementary Fig. 2. 

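Heme oxygenase 1 (Hmox1), the enzyme that degrades heme, rose 5.66-fold at 12 h (log2 fold change 2.50, standard error 0.082, adjusted p = 2.25e-14). Thioredoxin reductase 1 (Txnrd1) was 2.56-fold higher (adjusted p = 1.42e-11), or 3.88-fold in the probe set of the paper. Sqstm1, an adaptor that competes with Nrf2 for its inhibitor Keap1, was 1.88-fold higher (adjusted p = 3.09e-10), Fosl1 3.84-fold (adjusted p = 4.95e-13) and Mafg, a small Maf partner of Nrf2, 1.45-fold (adjusted p = 2.61e-07). Superoxide dismutase 2 (Sod2) had a fold change of 1.05 and did not pass the test (adjusted p = 0.337). Of 12 measured genes of the pathway that the study names, 10 were higher, 1 lower and 1 did not pass the test at 12 h (10 and 1 when adjusted over the list alone), with 10 at least 1.5-fold higher. At 1 h 5 were higher and 1 lower, and at 4 h 8 and 1 (5 and 2, and 8 and 1 over the list alone). The study chose these genes on these arrays, so the counts are not independent evidence of their direction.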

LPS/IL-1 mediated inhibition of RXR function –signaling pathway is shown in Supplementary Fig. 3. In addition to known pathobiological pathways, it is likely that other molecular mechanisms are involved in mediating hypertrophic growth of cardiomyocytes. IPA-analysis was used to determine the biological relationships among the differentially expressed genes at each timepoint. The top five molecular networks underlying stretch-activated gene expression changes at each timepoint based on Fisher’s exact test and full annotations for genes and molecules in these networks are shown in Supplementary File 2.

**Figure 4:**
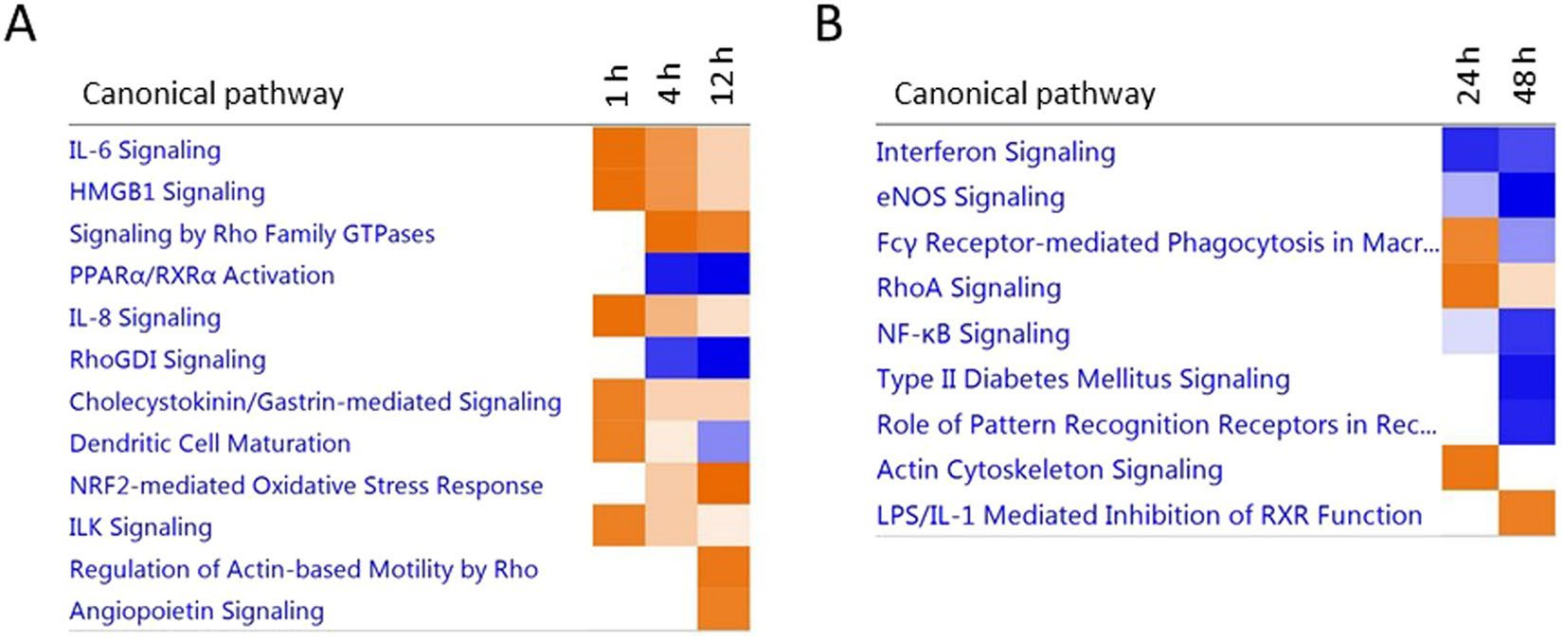
Significant canonical pathways associated with differentially expressed genes in stretched neonatal ventricular myocytes. Ingenuity pathway analysis showing the canonical pathways that were most significant in the data sets of differentially expressed genes after (**A**) 1–12 and (**B**) 24–48 hours of mechanical stretch in cardiac myocytes. The entries that have a −log (p-value) greater than 1.3 and an absolute z-score value greater than 2 are displayed. Colors of the bars in the chart indicate their activation z-scores: orange, overall increase in the activity of the pathway; blue, decrease in activity. The intensity of the color indicates the degree of increase or decrease.

**Figure 5:**
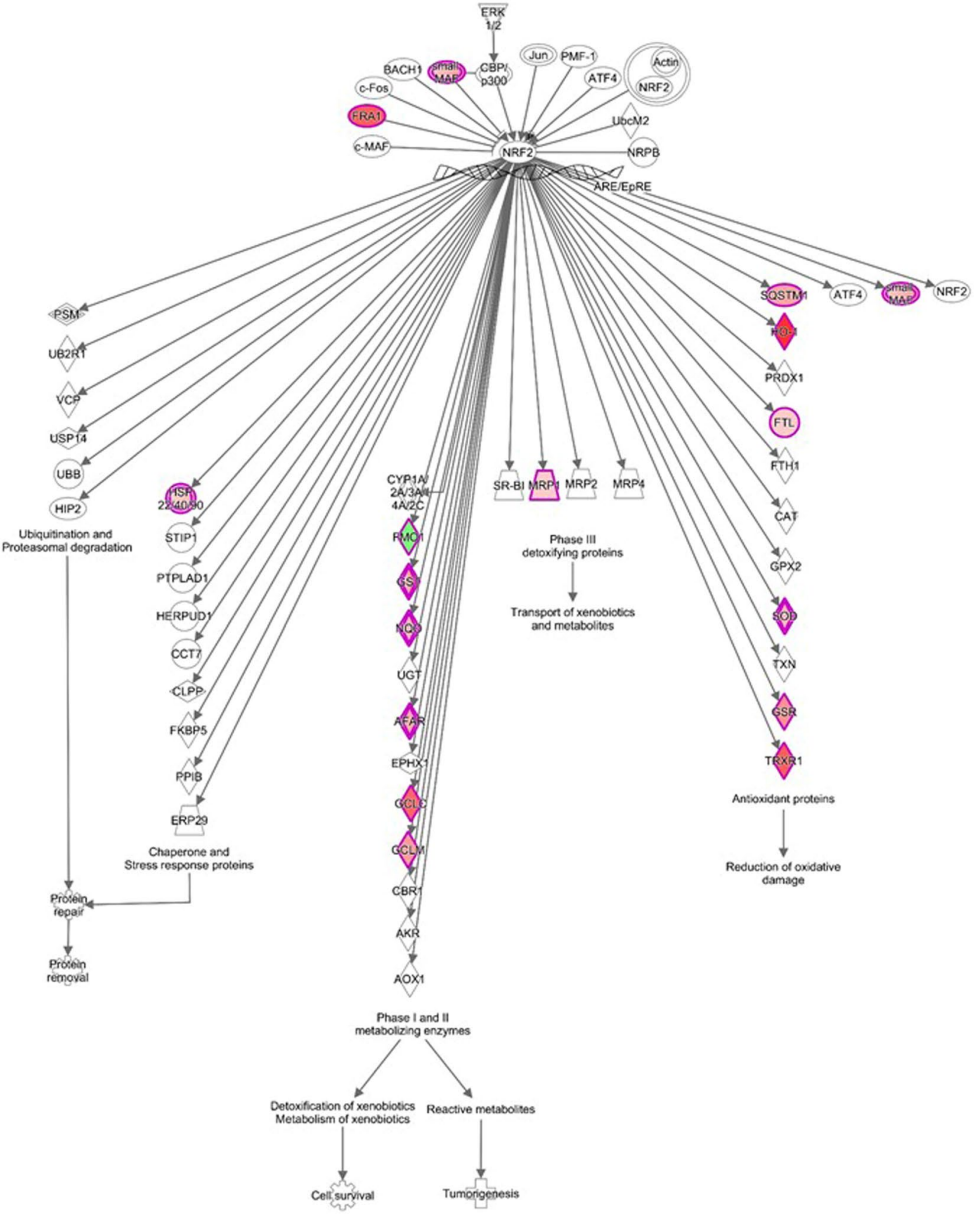
NRF2-mediated oxidative stress response –signaling in the nucleus. Significant canonical pathways associated with differentially expressed genes in response to 12 hours of mechanical stretch in neonatal rat ventricular myocytes are shown. Up- and down-regulated genes are displayed in red and green, respectively. The intensity of the color indicates the degree of up-regulation or downregulation. Genes are represented as various shapes that represent the functional class of the gene product. Full annotations for genes and molecules in this canonical pathway and whole figure of this canonical pathway are provided in Supplementary Datafile 1and Fig. S2, respectively.

### Upstream analysis

Next we performed an upstream analysis to identify potential upstream regulators that could explain the observed changes in gene expression patterns in stretched myocytes. The top five upstream regulators that were predicted to be activated or inhibited in stretched NRVMs are shown in Fig. 6. In the acute phase, tumor necrosis factor (TNF), epidermal growth factor (EGF) and phorbol myristate acetate (PMA, an activator of PKC) were the most relevant upstream regulators predicted to be in an activated state at several timepoints (Fig. 6A–E). 

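Tnf, the gene of tumor necrosis factor, did not pass the test at 1, 4 or 12 h, with fold changes of 1.08 at 1 h (adjusted p = 0.245), 1.02 at 4 h (0.827) and 1.03 at 12 h (0.677), nor did Egf (0.9, 0.84 and 0.93, adjusted p = 0.453, 0.0943 and 0.517). Genes that such signals are known to induce did change. At 1 h, 17 of 39 genes of NF-kB and inflammation were higher, 4 lower and 18 did not pass the test (18 higher and 6 lower when adjusted over the list alone), and the list was higher than other genes (adjusted p = 2.62e-06 from camera, but adjusted p = 0.109 with an estimated correlation). Tnfaip6, a matrix-binding protein induced by TNF, was 2.41-fold higher (log2 fold change 1.27, standard error 0.093, adjusted p = 3.14e-09), Csf2, a growth factor of myeloid cells, 2.07-fold (adjusted p = 1.63e-07) and Tnfaip3, an inhibitor of NF-kB, 2.02-fold (adjusted p = 6.37e-11). Lower at 1 h were Vcam1 (0.7 of control, adjusted p = 0.000369), Cxcl12 (0.7, adjusted p = 9.8e-05), the complement gene C3 (0.78, adjusted p = 7e-04) and Nfkbia, another inhibitor of NF-kB (0.88, adjusted p = 0.0115).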

The top upstream regulators predicted to be inhibited at the 1 hour timepoint included five kinase inhibitors (LY294002, Phosphatidylinositol-4,5-bisphosphate 3-kinase [P13K] inhibitor; PD98059, MAPK of ERK kinase [MEK]-inhibitor, SB203580, MAPK-inhibitor, SP600125, JNK-inhibitor; U0126, MEK1 and MEK2 inhibitor), and many of them were among the top predicted inhibited regulators throughout the acute phase (until 12 hours of stretching). 

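Genes that extracellular signal-regulated kinase (ERK) signaling switches on, among them its own feedback inhibitors and ligands of the EGF receptor, rose at 1 h: 16 of 23 measured were higher, 1 was lower and 6 did not pass the test (16 and 1 when adjusted over the list alone), 11 of them at least 1.5-fold. Ereg was 5.82-fold higher (log2 fold change 2.54, standard error 0.10, adjusted p = 1.79e-13) and Hbegf, another ligand of the EGF receptor, 2.99-fold (adjusted p = 1e-10). The exception was Spry1, an inhibitor of receptor tyrosine kinase signaling, at 0.79 of control (adjusted p = 0.000397). The list was higher than other genes (adjusted p = 4.15e-17 from camera, and adjusted p = 0.000646 with an estimated correlation). At 4 h 13 were higher and 2 lower (16 and 2 over the list alone, adjusted p = 1.26e-06, and adjusted p = 0.0255 with an estimated correlation), and at 12 h 13 and 3 (14 and 3 over the list alone, adjusted p = 0.000183, but adjusted p = 0.0556 with an estimated correlation). Hbegf stood at 2.15-fold at 4 h (adjusted p = 1.75e-08) and 1.54-fold at 12 h (adjusted p = 2.4e-05).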

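Genes induced by interferons, most of them antiviral effectors, were lower in stretched myocytes at 24 and 48 h. Of 46 measured, 40 were lower at 24 h, 0 higher and 6 did not pass the test, and at 48 h 42 were lower, 1 higher and 3 did not pass it (when adjusted over the list alone 41 lower at 24 h, and 43 lower and 2 higher at 48 h). Mx1, a GTPase that blocks viruses, fell to 0.24 of control at 24 h (log2 fold change -2.06, standard error 0.31, adjusted p = 0.000259). Ddx60, an RNA helicase, fell to 0.17 at 48 h (log2 fold change -2.53, standard error 0.25, adjusted p = 9.35e-07). Ifit3, a protein that binds viral RNA complexes, was at 0.38 at 24 h (adjusted p = 0.000119), and Usp18, an inhibitor of interferon signaling, at 0.23 at 48 h (adjusted p = 7.48e-08), while Isg20, an exonuclease, was 1.83-fold higher at 48 h (adjusted p = 1.06e-05). The list was lower than other genes at 24 h (adjusted p = 7.69e-24 from camera, but adjusted p = 0.0518 with an estimated correlation) and at 48 h (adjusted p = 1.62e-23, but adjusted p = 0.0523 with an estimated correlation). In the control group of set II, replicate 5 stood apart from the other 4 arrays, with a lower mean log2 intensity of these genes (8.85 against 9.05 to 9.09) and of Ddx60 (7.58 against 8.3 to 8.58). Without any single array, this one among them, the adjusted p from camera was at most 1.31e-21 at 24 h and 6.16e-22 at 48 h. Markers of macrophages were lower too, 8 of 20 at 24 h and 14 at 48 h, with none higher (10 and 14 when adjusted over the list alone, adjusted p = 1.34e-05 and 2.99e-07 from camera, but adjusted p = 0.1 and 0.0605 with an estimated correlation). Cd74, a chaperone of antigen presentation, was at 0.23 of control at 48 h (adjusted p = 1.09e-08), and Mrc1, the mannose receptor of macrophages, at 0.46 (adjusted p = 6.35e-08). Of the endothelial markers, 7 of 18 were lower and 1 higher at 24 h (9 and 1 when adjusted over the list alone, adjusted p = 0.000173, but adjusted p = 0.293 with an estimated correlation). Ppargc1a, a coactivator of mitochondrial genes, was at 0.66 of control at 24 h (adjusted p = 0.000208) and 0.51 at 48 h (adjusted p = 4.04e-07). The transcription factor gene Creb1 gave 1.06 and 1 (adjusted p = 0.658 and 0.97), and Trim24, a coregulator of nuclear receptors, 0.98 and 1.11 (adjusted p = 0.868 and 0.0972).

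**Figure D2:**
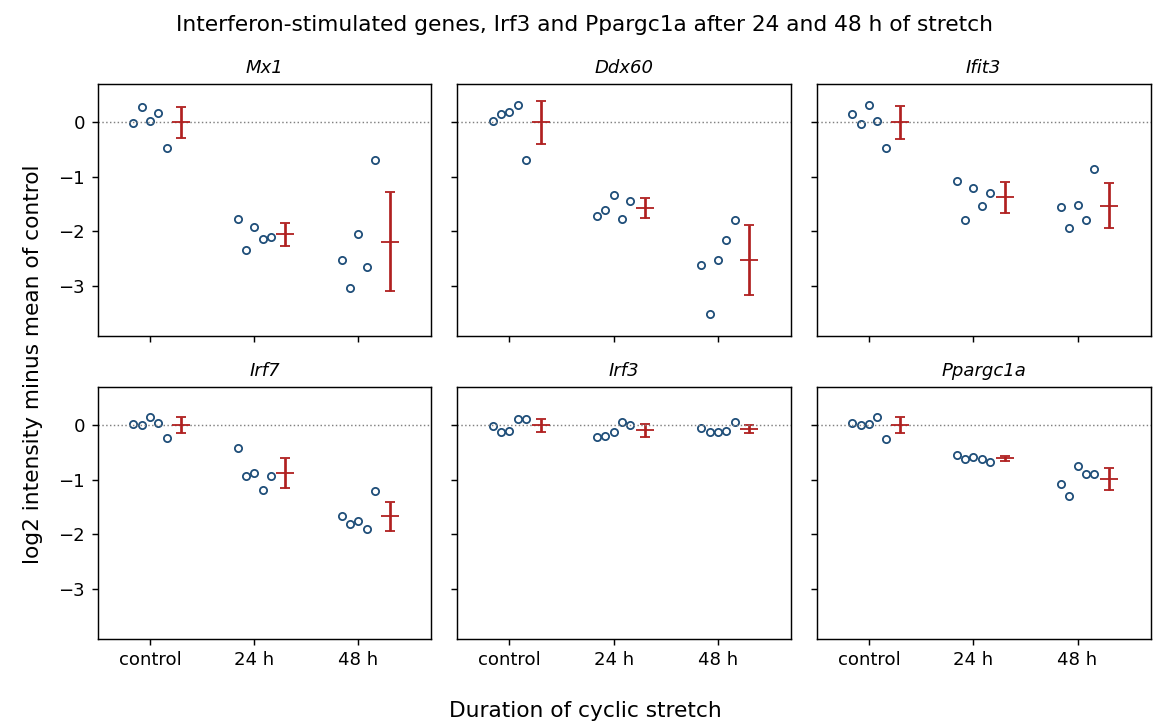
Log2 intensity minus the mean of the unstretched controls of set II (vertical axis) of Mx1, Ddx60, Ifit3, Irf7, Irf3 and Ppargc1a, in the controls and after 24 and 48 h of cyclic stretch (horizontal axis). Open circles are arrays (n = 5 per group), and the red dash with its bar is the mean with the SD. All stretched arrays of Mx1 and Ppargc1a lie below the control mean, and those of Irf3 lie close to it.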

In the late phase, several transcription factors were among the predicted upstream regulators: activated regulators included cAMP responsive element binding protein 1 (CREB1) and tripartite Motif-Containing Protein 24 (TRIM24); the inhibited regulators included interferon (IFN) regulatory transcription factor (IRF) family (IRF)7, IRF3, and Peroxisome proliferator-activated receptor gamma coactivator 1α (PPARGC1A) (Fig. 6D–E). All significant upstream regulators at each timepoint are detailed in Supplementary Dataset 4.

**Figure 6:**
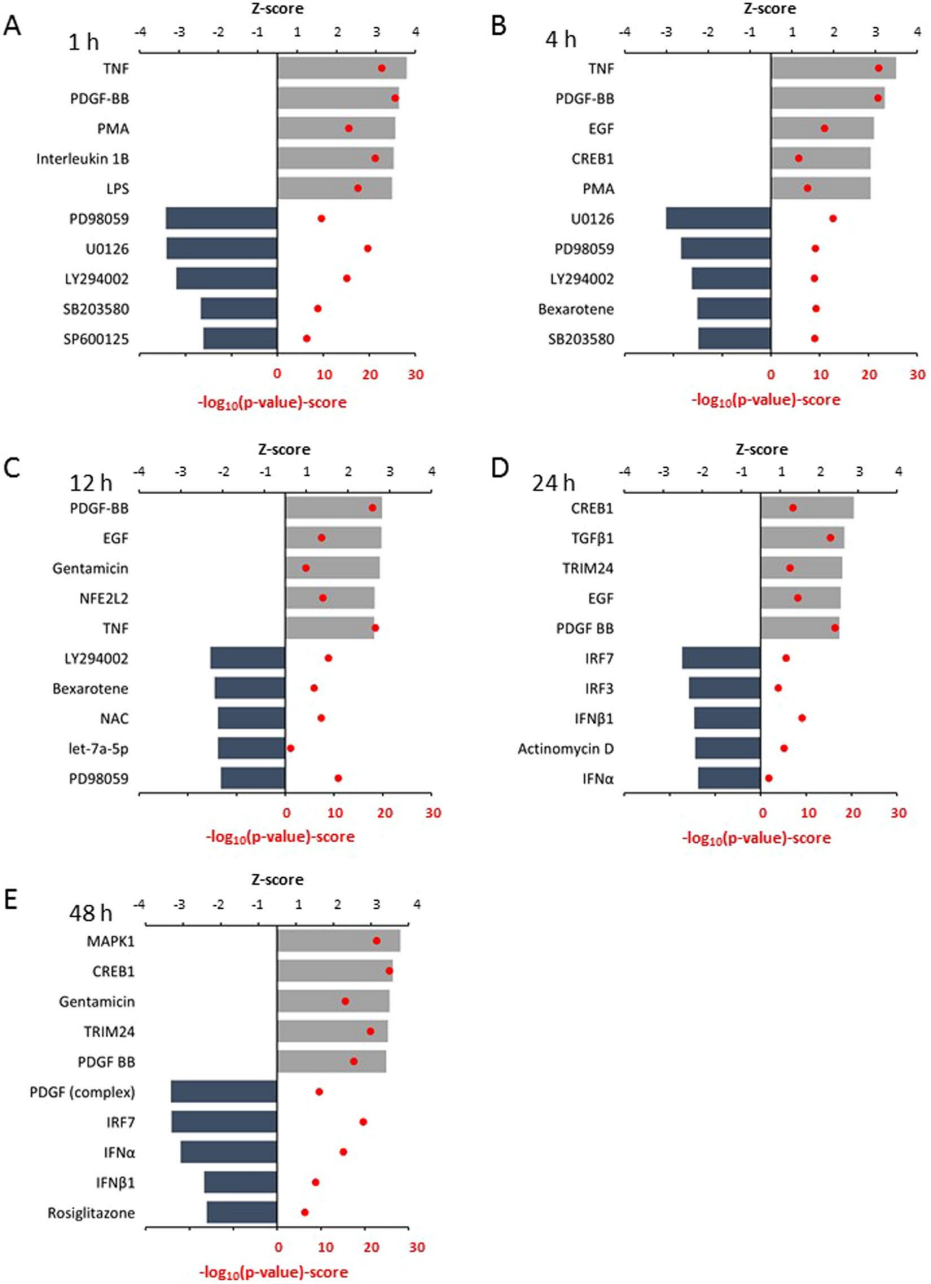
Upstream analysis of mechanical stretch regulated genes. The top five upstream regulators that were predicted to be activated and inhibited in response to (**A**) 1 hour, (**B**) 4 hours (**C**), 12 hours (**D**), 24 hours and (**E**) 48 hours of mechanical stretch in neonatal rat ventricular myocytes are shown. Z-scores ≥2 or ≤−2 indicate that the upstream regulator was predicted to be activated or inhibited, respectively. The p-value (red dots) calculated by a Fisher’s Exact Test was used to determine the significance of the overlap [p-value < 0.05 (i.e., −log10 ≥ 1.3) between the regulator and stretch-responsive genes. Only functional annotations that obtained a significant regulation z-score (>2) are presented. CREB1, cAMP-responsive element binding protein 1; LPS, lipopolysaccharide; EGF, epidermal growth factor; IFNB1, interferon beta 1; IRF3, interferon regulatory factor 3; IRF7, interferon regulatory factor 7; PDGF-BB, platelet-derived growth factor BB-isoform; PMA, phorbol myristate acetate (activator of protein kinase C, PKC); NAC, N-acetyl-L-cysteine; NFE2L2, NRF2 transcription factor; TGFβ1, transforming Growth Factor β1, TNF, tumor necrosis factor; TRIM24, tripartite motif-containing 24. The targets of the inhibitors are LY294002, P13K inhibitor; PD98059, MEK-inhibitor, SB203580, MAPK-inhibitor, SP600125, JNK-inhibitor; U0126, MEK1 and MEK2 inhibitor.

### Differentially expressed miRNAs in stretched cardiac myocytes

MicroRNA expression profiling was performed by using commercial miRCURY LNA^TM^ Arrays (v.10.0) to determine differentially expressed miRNA molecules in stretched NRVMs. The analysis indicated that a total of 8 and 87 miRNAs had been significantly altered (P < 0.05) in samples of 1–12 h and 24–48 h, respectively, when compared to unstretched control samples (n = 3 in all groups, except n = 2 in samples from the 12 h timepoint). The heat map diagrams show the results of the two-way unsupervised hierarchical clustering of miRNAs and samples of 1–12 h (P < 0.05; Fig. 7A and Supplementary Dataset 5) and 24–48 h (P < 0.001; Fig. 7B and Supplementary Dataset 5). In response to 1 hour of mechanical stretching, only one miRNA, rno-miR-130b showed differential expression compared to controls (P < 0.05), whereas 8 miRNAs (rno-miR-322, rno-let-7f, rno-miR-103, rno-miR-126, rno-miR-494, rno-miR-126*, rno-miR-130b, rno-miR-195; P < 0.05) were dysregulated in response to 4 hours of stretch (Supplemental Dataset 5). At a later time point i.e. 12 hours of mechanical stretching, only rno-miR-126 exhibited any significantly (P < 0.05) dysregulated expression in response to unstretched cells. In the response to 24 and 48 hours of stretching, 51 and 63 miRNAs were significantly (P < 0.05) differentially expressed in stretched myocytes compared to controls (Supplementary Dataset 5). At 24 hours, five miRNAs (rno-miR-214, rno-miR-99a, rno-miR-363*, rno-miR-100 and rno-miR-340–5p) and at 48 hrs 6 miRNAs (rno-miR-34b, rno-miR-500, rno-miR-24-1*, rno-miR-29b, rno-miR-199a-3p, rno-let-7a) showed the most prominent dysregulation (P < 0.001) (Fig. 7B).

**Figure 7:**
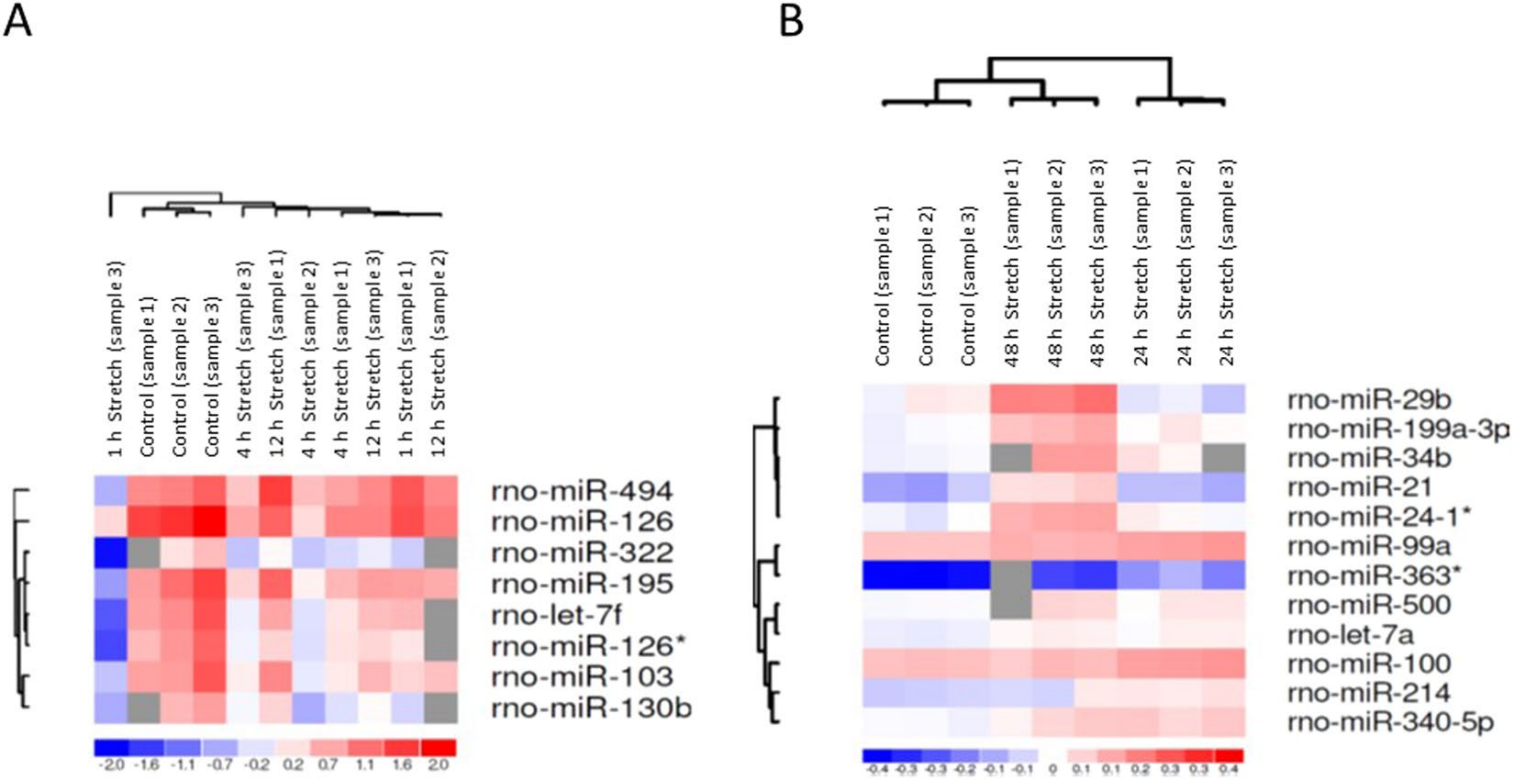
Differentially expressed miRNAs in stretched neonatal rat ventricular myocytes. The heat map diagram shows the results of unsupervised hierarchical clustering of miRNA expression by LNA microarray in cardiac myocytes in response to (**A**) 1, 4 and 12 hrs (P < 0.05) and (**B**) 24 and 48 hrs (P < 0.001) of mechanical stretching (n = 3 in all groups, except n = 2 at 1-hour time point). The clustering was performed on log2(Hy5/Hy3) ratios which passed the filtering criteria by applying a two-tailed t-test between the control and experimental groups. Each row represents a miRNA and each column represents a sample. The miRNA clustering tree is shown on the left. The color scale shown at the bottom illustrates the relative expression level of miRNA across the samples: red color, expression level above mean; blue color, expression lower than the mean; gray color, signal below background.

### Integration of miRNA and mRNA expression data

In an attempt to characterize potential mRNA-miRNA interactions that regulate mechanical stretch activated hypertrophic response in NRVMs, we performed a correlation analysis between dysregulated miRNAs and the mRNA expression data sets. We used the microRNA Target Filter of IPA software to reveal putative relationships between significantly dysregulated miRNAs in each timepoint (Supplementary Dataset 5) and the corresponding stretch-regulated genes at the same or later timepoints (Supplementary Dataset 1). We applied this approach to all significantly up- or down-regulated miRNAs at each time point as follows: For the only dysregulated miRNA at 1 hours (rno-miR-130b), we searched through the IPA database to identify potential mRNA targets among stretch-regulated genes in response to 1, 4, and 12 hours of stretching. In response to 4 hours of mechanical stretch, rno-miR-322, let-7f, miR-103, miR-126, miR-494, miR-126*, miR-130b and miR-195 were significantly dysregulated (Fig. 7A and Supplementary Dataset 5), so we sought potential mRNA targets for these dysregulated miRNAs among the stretch-regulated genes in 4 and 12 hours timepoints. We conducted a similar comparison for each dysregulated miRNAs at each time point. The results of these analysis are shown in Supplementary Dataset 5. 

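MicroRNAs of the let-7 family lower the amount of the messenger RNAs that they target. Of 11 measured genes that the study gives as let-7f targets, 11 were higher at 4 h, 7 of them at least 1.5-fold, and 11 were higher at 12 h, 9 of them at least 1.5-fold, with none lower at either time (the same counts when adjusted over the list alone). The study chose these genes among those changed on these arrays, so the counts are not independent evidence of their direction. Hmox1 was 3.21-fold higher at 4 h (log2 fold change 1.68, standard error 0.082, adjusted p = 8.43e-12), and Ptgs2 2.79-fold at 4 h (adjusted p = 6.06e-11) and 2.11-fold at 12 h (adjusted p = 4.1e-09). Myc, a regulator of growth, was 2.81-fold higher at 12 h (adjusted p = 2.17e-13), and Hmga1, a chromatin protein, 1.54-fold at 4 h (adjusted p = 4.63e-08). The microRNAs themselves were measured on other arrays and have no value here.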

Based on this IPA interrogation analysis, let-7f was considered to have the highest amount of experimentally validated targets among the stretch-activated genes in response to 4 and 12 hours of stretch (7 and 11 mRNAs, respectively) (Fig. 8A). 

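Ptgs2 was 3.25-fold higher at 24 h (log2 fold change 1.70, standard error 0.20, adjusted p = 3.33e-05) and 3.37-fold higher at 48 h (adjusted p = 3.55e-06). Myc was 2.33-fold higher at 24 h (adjusted p = 5.02e-06), and Tagln, an actin-binding protein of smooth muscle, 2.01-fold (adjusted p = 0.0011). Of 17 measured genes that the study gives as targets of let-7c and let-7a, 12 were higher and 3 lower at 24 h, with 7 at least 1.5-fold higher (13 and 3 when adjusted over the list alone). Because the study drew them from its calls on these arrays, this is not independent evidence of their direction. Lower at 24 h were Dsp, the desmosome protein desmoplakin (0.81 of control, adjusted p = 0.0017), Prdm1, a transcriptional repressor (0.81, adjusted p = 0.00357), and Bcl7a, a subunit of chromatin remodelers (0.78, adjusted p = 0.0419). The Bcl7a call at 24 h is lost when any of 8 arrays is left out or each array is centred on its median, and that of Dsp when its probe sets are averaged.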

With respect to the miRNAs that were differentially regulated in response to 24 hours of stretch, let-7c had 8 mRNA targets of stretch-regulated genes at 24 hours, and 18 mRNA targets among stretch-regulated genes of 48 hours (Fig. 8B). In contrast, the dysregulated miRNA, let-7a, had 18 target mRNAs among the stretch-regulated genes at the 48 hours timepoint (Fig. 8C).

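At 48 h, 14 of the same 17 genes were higher and 3 lower, with 12 and 3 changed at least 1.5-fold (14 and 3 when adjusted over the list alone). They were chosen by the study among the genes called on these arrays, which makes the count not independent evidence. Myc was 2.55-fold higher (log2 fold change 1.35, standard error 0.11, adjusted p = 1.48e-07) and Dock5, an activator of small GTPases, 2-fold (adjusted p = 2.33e-06). Slc1a4, a transporter of neutral amino acids, was 1.51-fold higher (adjusted p = 8.16e-05). Bcl7a was at 0.59 of control (adjusted p = 8.11e-05), Prdm1 at 0.6 (adjusted p = 2.72e-07) and Dsp at 0.66 (adjusted p = 1.07e-06).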

**Figure 8:**
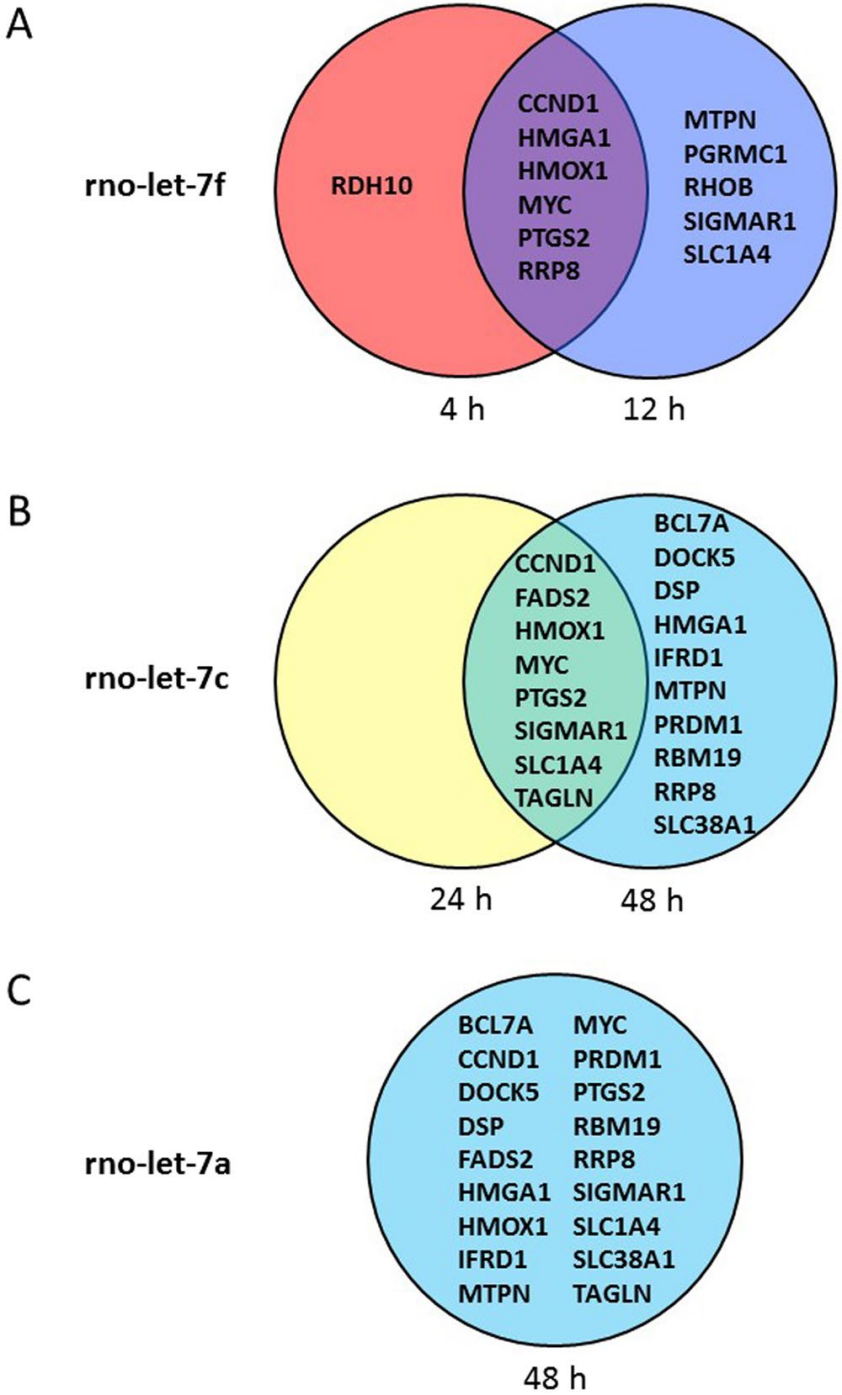
Differentially expressed targets shared by relevant miRNAs. Putative stretch regulated targets for (**A**) let-7f, (**B**) let-7c and (**C**) let-7a were obtained from the IPA-analysis.

## Discussion

Cell culture is virtually the only possible approach for elucidating separately the biochemical and molecular characteristics of different components of cardiac overload under experimentally controlled conditions for long enough periods that one can detect changes in morphology and gene expression^17^. The most common *in vitro* model of hypertrophy employs primary cultures of neonatal rat ventricular cardiomyocytes^19^. The use of immortal, transformed cells has limitations since the transformation process changes the basic properties of cardiomyocytes and these might well be very relevant to cardiac biology^26^; the utilization of neonatal mouse ventricular cell cultures is limited because a phenotypic change occurs in which the cells develop autonomous hypertrophy^27^. Here, we performed the first genome-wide time series study of mechanical stretch induced gene expression changes in cardiomyocytes. We also analyzed temporal microRNA expression patterns in stretched NRVMs, and conducted an IPA analysis to predict functional pathways and upstream regulators of differentially expressed genes in order to identify regulatory networks that may lead to mechanical stretch induced hypertrophic growth of cardiomyocytes.

Our analysis identified many novel mechanical stretch responsive genes in cardiomyocytes. For example, we and others have subsequently revealed activating transcription factor 3^28^, bone morphogenetic protein 2^29^, regenerating islet-derived 3γ^30^, dyxin/LMCD1^31,32^, Fn14 (or TNFrsf12a)^33,34^, Wdr12^35^, myeloid leukemia factor-1^36^, Myomasp/LRRC39^37^ and phosphatase and actin regulator 1 (PHACTR1)^38^ to be a part of stretch activated hypertrophic gene program in NRVMs. 

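Of these 9 genes, 6 were higher and 3 lower than in unstretched myocytes at 48 h, with all 9 changed at least 1.5-fold (6 and 3 when adjusted over the list alone). They were chosen by the study, so the count is not independent evidence. Lmcd1, a LIM protein that activates calcineurin signaling, was 4.84-fold higher (log2 fold change 2.27, standard error 0.32, adjusted p = 3.07e-05). Bmp2, a growth factor of the TGFβ family, was 2.6-fold higher in its brightest probe set (adjusted p = 1.6e-06; 2.11-fold in the probe set matched to the paper's table) and Atf3 2.2-fold (adjusted p = 7.09e-05). Tnfrsf12a was 2.25-fold higher already at 1 h (adjusted p = 3.84e-11). Lower at 48 h were Mlf1 (0.52 of control, adjusted p = 2.27e-08), Lrrc39, a protein of the sarcomeric M-band (0.57, adjusted p = 2.45e-06), and Phactr1, a regulator of actin (0.31, log2 fold change -1.69, standard error 0.10, adjusted p = 1.09e-08). These 3 were lower at 4 h as well, at 0.68, 0.65 and 0.49 of control (adjusted p = 1.79e-06, 3.26e-06 and 3.56e-07).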

We validated the reliability of our data by undertaking a DNA microarray analysis; this identified well-established changes of hypertrophic gene expression programme in mechanically stretched cardiomyocytes. In agreement with previous studies^39^, the increased expressions of several immediate early genes such as the fos family (FosB, c-fos, fra-1), JunB, c-myc, Egr-1 and nur77 were seen already after 1 hour of mechanical stretch. 

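FosB (Fosb) rose from a log2 intensity of 5.55 ± 0.28 in unstretched myocytes to 8.54 ± 0.12 at 1 h (SD, n = 5 each), a 7.99-fold change (log2 fold change 3.00, standard error 0.10, adjusted p = 8.3e-15). Nur77 (Nr4a1), an orphan nuclear receptor, was 5.99-fold higher (adjusted p = 1.33e-18), fra-1 (Fosl1) 4.66-fold (adjusted p = 2.45e-14), c-myc (Myc) 3.35-fold (adjusted p = 7.72e-15), Egr-1 (Egr1), a zinc finger transcription factor, 2.6-fold (adjusted p = 8.25e-14), and JunB (Junb) 2.13-fold (adjusted p = 4.63e-11). Atf3, a transcription factor of the stress response, had the largest rise at 1 h among genes represented by their brightest probe set, 8.63-fold (log2 fold change 3.11, standard error 0.073, adjusted p = 1.48e-17). Nr4a3 was 17.5-fold higher at 1 h in the probe set of the paper (adjusted p = 1.66e-16), and 5.3-fold in its brightest. Of 33 measured immediate early genes, 30 were higher at 1 h, 0 lower and 3 did not pass the test (31 higher and 1 lower when adjusted over the list alone), 25 of them at least 1.5-fold. The list was higher than other genes (adjusted p = 1.81e-53 from camera, and adjusted p = 3.09e-06 with an estimated correlation). At 4 h 24 were higher and 0 lower (26 over the list alone, adjusted p = 1.31e-13, and adjusted p = 0.00662 with an estimated correlation), and at 12 h 20 and 2 (20 and 2 over the list alone, adjusted p = 1.92e-07, and adjusted p = 0.0297 with an estimated correlation). Nr4a1 and Egr1 did not pass the test at 12 h (1.07-fold and 1.05-fold, adjusted p = 0.158 and 0.376). At 24 and 48 h, 15 and 20 were higher and none lower (20 and 21 over the list alone, adjusted p = 1.25e-06 and 1.6e-05, but adjusted p = 0.299 and 0.344 with an estimated correlation).

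**Figure D3:**
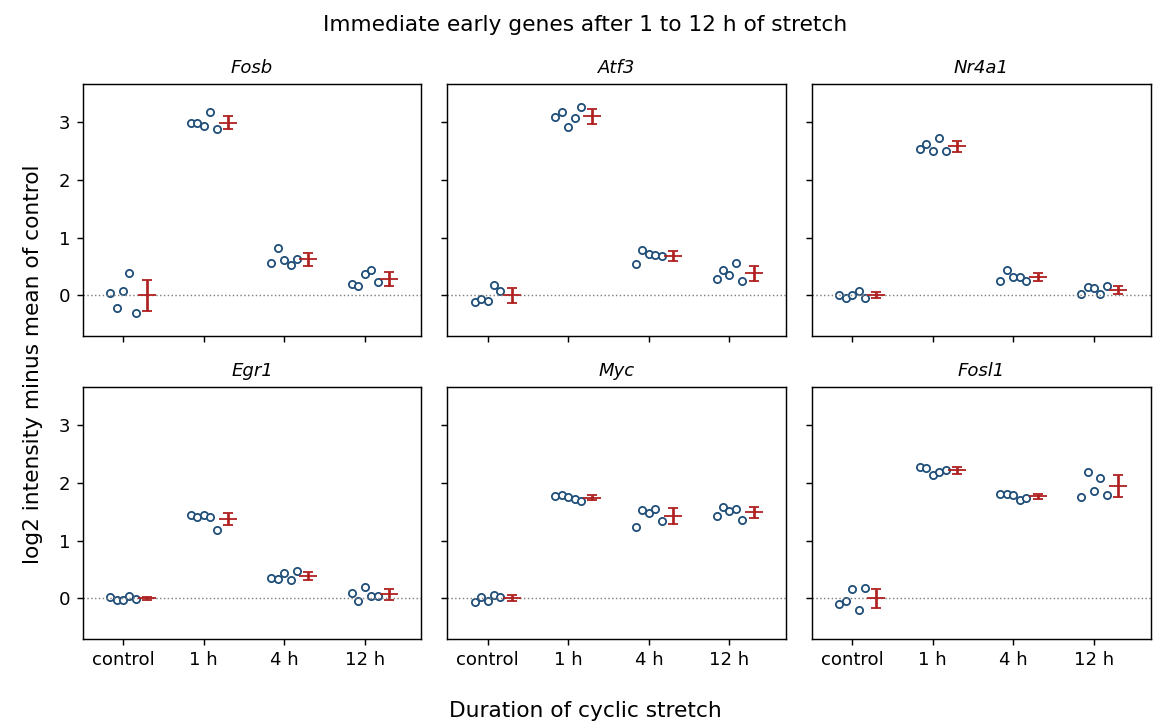
Log2 intensity minus the mean of the unstretched controls of set I (vertical axis) of Fosb, Atf3, Nr4a1, Egr1, Myc and Fosl1, in the controls and after 1, 4 and 12 h of cyclic stretch (horizontal axis). Open circles are arrays (n = 5 per group), and the red dash with its bar is the mean with the SD. At 1 h all arrays of the 6 genes lie above all controls.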

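TGFβ1 (Tgfb1), a growth factor of fibrosis and growth, was 1.58-fold higher at 4 h (log2 fold change 0.66, standard error 0.070, adjusted p = 4.17e-07), 1.52-fold at 12 h (adjusted p = 1.06e-06) and 1.21-fold at 48 h (adjusted p = 0.00817). TGFβ2 (Tgfb2) was 1.39-fold higher at 1 h (adjusted p = 5.29e-05), 1.84-fold at 4 h (adjusted p = 4.82e-09), 2.37-fold at 24 h (adjusted p = 0.000399) and 3.76-fold at 48 h (log2 fold change 1.91, standard error 0.20, adjusted p = 1.75e-06). For ANP (Nppa), the log2 fold change was 1.38 (standard error 0.27) at 24 h and 1.41 (standard error 0.27) at 48 h. Of 22 measured markers of hypertrophy, 20 were higher at 48 h, 0 lower and 2 did not pass the test (21 higher when adjusted over the list alone), 16 of them at least 1.5-fold. Gdf15 was 3.24-fold higher at 48 h (adjusted p = 3.22e-05). The list was higher than other genes (adjusted p = 4.59e-09 from camera, but adjusted p = 0.14 with an estimated correlation). At 1 h 19 were higher (19 over the list alone, adjusted p = 8.67e-23, and adjusted p = 0.0169 with an estimated correlation), at 4 h 20 (20 over the list alone, adjusted p = 2.83e-16, and adjusted p = 0.0342 with an estimated correlation), at 12 h 15 (16 over the list alone, adjusted p = 1.6e-07, but adjusted p = 0.133 with an estimated correlation) and at 24 h 19 (20 over the list alone, adjusted p = 6.77e-10, but adjusted p = 0.125 with an estimated correlation), and none was lower.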

Upregulated gene expression of ANP^40^ as well as the two growth factors, TGFβ1 and TGFβ2^13^, observed in this study, are also well recognized transcriptional changes occurring during the development of cardiac hypertrophy. Moreover, there were blunted expressions of muscle creatine kinase (creatine kinase, M-type, CKM) and pyruvate dehydrokinase 4 (PDK4) and myoglobin gene expression, reflecting a switch in cardiac substrate selection from fatty acid to glucose utilization, a phenomenon associated with altered metabolism of the heart in cardiac hypertrophy and failure^41,42^.

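Ckm, the muscle creatine kinase that buffers ATP, fell to 0.45 of control at 48 h (log2 fold change -1.14, standard error 0.042, adjusted p = 1.44e-10). It was at 0.74 at 12 h (adjusted p = 1.97e-06). Myoglobin (Mb), the oxygen store of muscle, fell to 0.34 at 48 h (log2 fold change -1.56, standard error 0.090, adjusted p = 6.5e-09). Its fold changes of 0.91, 0.99, 0.94 and 0.9 at 1, 4, 12 and 24 h did not pass the test (adjusted p = 0.259, 0.924, 0.404 and 0.28). Pdk4, a kinase that blocks the entry of pyruvate into the mitochondrial oxidation of glucose, was at 0.6 at 1 h (adjusted p = 0.00112) and 0.55 at 48 h (adjusted p = 0.000193). Of 32 measured genes of fatty acid oxidation, 27 were lower at 48 h, 1 higher and 4 did not pass the test (27 and 1 when adjusted over the list alone), with a median of 0.75 of control (adjusted p = 4.69e-12 from camera, but adjusted p = 0.114 with an estimated correlation). Hadh, a dehydrogenase of the pathway, fell to 0.33 of control (adjusted p = 4.81e-08), or 0.53 averaged over its probe sets, and Cd36, the fatty acid transporter, to 0.45 (adjusted p = 0.00134), while Esrra, a nuclear receptor that regulates the pathway, was 1.19-fold higher (adjusted p = 0.0029). Markers of cardiomyocytes were lower at 48 h as well, 10 of 20 with 4 higher (10 and 4 when adjusted over the list alone, adjusted p = 0.0012 from camera, but adjusted p = 0.0834 with an estimated correlation). Of the 32 fatty acid oxidation genes, 23 were lower and 0 higher at 1 h (27 over the list alone, adjusted p = 3.45e-15, and adjusted p = 0.0435 with an estimated correlation). At 4, 12 and 24 h, 23, 23 and 24 of these fatty acid oxidation genes were lower (23, 26 and 26 over the list alone, adjusted p = 1.68e-08, 4.85e-08 and 4.14e-14), calls that are lost with an adjusted p = 0.114, 0.125 and 0.0932 with an estimated correlation. From the lower expression of Ckm, Pdk4 and Mb, the paper reasons that the myocytes switched from fatty acids to glucose as a substrate.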

There were distinct canonical pathways that were affected in the acute and late phase of mechanical stretch induced hypertrophic response in NRVMs. Nrf2-mediated oxidative stress response –signaling was the most significantly induced canonical pathway in response to mechanical stretch in the acute phase. Nrf2 activation has been shown to reduce myocardial infarct size and cardiac hypertrophy in mice exposed to myocardial infarction and pressure overload, respectively^43,44^. In cultured cells, Nrf2 conferred protection against increased ROS production and growth of NRVMs and cardiac fibroblasts in response to hypertrophic stimuli^44^. Our pathway analysis identified several well-known members of Nrf2 antioxidant signaling in cardiac hypertrophy, such as glutamate cysteine ligase subunits (GCLM and GCLC) and glutathione-disulfide reductase (GSR)^45,46^, but we also detected several Nrf2 targets not previously associated with myocyte hypertrophy, including flavin-containing monooxygenase 1 (FMO1), ferritin light chain (FTL) and aflatoxin B1-aldehyde reductase (AFAR/AKR7A2). 

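The subunits of glutamate cysteine ligase, the rate-limiting enzyme of glutathione synthesis, rose at 12 h, Gclm 2.28-fold (log2 fold change 1.19, standard error 0.069, adjusted p = 7.43e-11) and Gclc 3.11-fold (log2 fold change 1.64, standard error 0.068, adjusted p = 5.71e-13). Glutathione-disulfide reductase (Gsr), which regenerates glutathione, was 2.48-fold higher (log2 fold change 1.31, standard error 0.11, adjusted p = 1.37e-08). Ferritin light chain (Ftl, named through Supplementary Dataset 1), a subunit of the iron store, was 1.56-fold higher (adjusted p = 2.27e-10). Fmo1, a flavin-containing monooxygenase, fell to 0.49 of control (log2 fold change -1.03, standard error 0.10, adjusted p = 1.45e-07), after 0.5 at 4 h (adjusted p = 3.14e-07). Akr7a3, an aldehyde reductase that Supplementary Dataset 1 lists at 12 h, was 2-fold higher (log2 fold change 1.00, standard error 0.14, adjusted p = 1.19e-05). Akr7a2, which that table does not list, had a fold change of 0.99 and did not pass the test (adjusted p = 0.844). At 4 h Gclm was 1.38-fold higher (adjusted p = 2.58e-05) and Gclc 1.93-fold (adjusted p = 1.92e-09), and Gclc was 2.07-fold higher at 1 h (adjusted p = 4.42e-10).

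**Figure D4:**
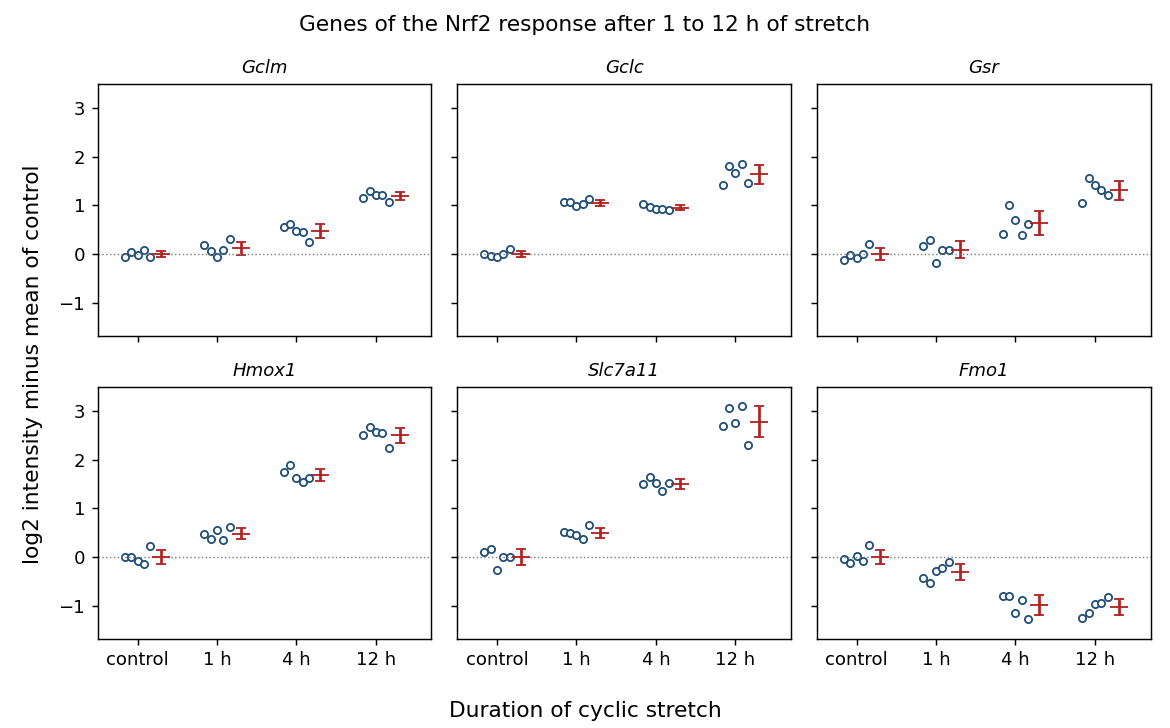
Log2 intensity minus the mean of the unstretched controls of set I (vertical axis) of Gclm, Gclc, Gsr, Hmox1, Slc7a11 and Fmo1, in the controls and after 1, 4 and 12 h of cyclic stretch (horizontal axis). Open circles are arrays (n = 5 per group), and the red dash with its bar is the mean with the SD. At 12 h all arrays of Gclm, Gclc, Gsr, Hmox1 and Slc7a11 lie above all controls, and all arrays of Fmo1 lie below them.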

In the late phase, the majority of the significantly altered pathways were downregulated including Nf-kB, eNOS and LPS/IL-1 mediated inhibition of RXR function signaling pathways. The interactions between dysregulated genes were further elucidated using networks analysis. Well-established transcriptional regulators of hypertrophic gene response such as MYC proto-oncogene^7^ and TGFβ1^13^ were central regulator molecules in many of these networks.

Our upstream regulator analysis highlighted the importance of mitogen-activated protein kinases as regulators of the hypertrophic gene response. We demonstrated that mechanical stretch activates all three MAPKs (ERK, JNK and p38 MAPK), and in the IPA analysis, MEK, MAPK, JNK, MEK1 and MEK2 inhibitors were found among the predicted inhibited upstream regulators at 1, 4, and 48 hours after the start of mechanical stretch, reflecting a multiple peak activation of these kinases^11^. In addition, TNF and the PKC activator PMA, well-known inducers of hypertrophic gene expression^47,48^, were among the anticipated activated upstream regulators^12,49^. Another novel finding was that two members of IRF family of transcription factors, IRF3 and IRF7 were among the top five predicted inhibited upstream regulators at 24 hours, and IRF7 also at 48 hours. 

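Irf7, the transcription factor that amplifies type I interferon responses, was itself lower in stretched myocytes, at 0.55 of control at 24 h (log2 fold change -0.87, standard error 0.14, adjusted p = 0.000344). At 48 h it was at 0.31 (log2 fold change -1.67, standard error 0.14, adjusted p = 1.37e-07). Irf3, which is switched on by phosphorylation of its protein, had fold changes of 0.94 and 0.95 that did not pass the test (adjusted p = 0.404 and 0.492). Irf9, a subunit of the complex that interferon receptors activate, was at 0.8 of control at 24 h (adjusted p = 0.00321) and 0.58 at 48 h (adjusted p = 3e-07). Further genes that interferons induce fell in parallel. Mx2 was at 0.4 of control at 24 h (adjusted p = 0.000444) and Rtp4 at 0.18 at 48 h (log2 fold change -2.46, standard error 0.16, adjusted p = 1.55e-08). In both genes control replicate 5 lay below the other 4 controls (9.85 against 10.32 to 10.49, and 9.65 against 9.96 to 10.01, log2). The macrophage marker Adgre1 was at 0.51 at 48 h (adjusted p = 5.18e-06), and the endothelial marker Ptprb at 0.71 at 24 h and 0.52 at 48 h (adjusted p = 0.00229 and 1.87e-06). Among the times of set I, 9 interferon-stimulated genes were lower and 1 higher at 1 h, 17 and 1 at 4 h, and 17 and 2 at 12 h (when adjusted over the list alone 10 and 3, 19 and 1, and 17 and 2). The list's calls there (adjusted p = 0.0313, 0.000351 and 0.000904 from camera) are lost with an adjusted p = 0.659, 0.4 and 0.428 with an estimated correlation.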

IRF3 and IRF7 have been reported to act as negative regulators of pathological cardiac hypertrophy by inhibiting ERK1/2^50^ and nuclear factor-κB signaling^51^, respectively, although in another study, IRF3 was claimed to regulate cardiac fibrosis but not hypertrophy in mice subjected to angiotensin II-induced hypertension^52^. IRF3 and IRF7 have a role in regulating the transcriptional activity of IFNα and IFNβ^53,54^, i.e. these are other members of the IFN-signaling pathway that were among activated upstream regulators in response to 48 hours of stretching. Binding of IFNβ to its receptor is known to activate the JAK-STAT signaling pathway that has a significant role also in controlling the expression of hypertrophic gene response^11,55^. Interestingly, three other members of the IRF-family, IRF1, IRF4 and IRF9, have also been shown to regulate pathological cardiac hypertrophy^56–58^, making this family of transcription factors a potentially important regulatory mechanism mediating the load responsive genetic response in cardiac hypertrophy.

Our study is the first to identify temporal miRNA expression profiles in response to mechanical stretch in cardiac myocytes. MicroRNA profiling identified several miRNAs that have been previously associated with cardiac hypertrophy such as miR-214, miR-23b, miR-15b, rno-miR-26b, rno-miR-221, rno-miR-222, rno-miR-107^59^, miR-23a, miR-208, rno-miR-133b, miR-19a and mi-r133a^60^. We integrated miRNA and gene expression profiles and by using miRNA target prediction program of IPA software, we could identify miRNAs that were highly correlated with differentially expressed predicted gene targets. In our miRNA-analysis, let-7a, let 7c and let-7f had the greatest amount of experimentally verified target mRNAs among the dysregulated genes supporting the role of Let-7 family of miRNAs as a putatively important regulator of cardiac hypertrophic response through their gene target^59^. At present, little is known about the role of Let-7 family of miRNAs in stretched cardiomyocytes but analyses of mechanosensitive miRNAs associated with muscular dystrophies indicated that the let-7 family was dysregulated in mice with muscular dystrophies with myositis (mdm-mice)^61^.

Although we characterized the mechanical stretch regulated gene response in cardiomyocytes, the *in vivo* mechanical load affects also other cell types present in the heart e.g. connective tissue cells and vascular cells. The important role of MAPKs converting mechanically induced signals into physiological responses has been widely established in several cell types, including fibroblasts^62^, endothelial cells^63^ and vascular smooth muscle cells^64^. Similarly, the role of proto-oncogenes in the stretch-response has been characterized in several cell types in addition to cardiac myocytes^64–66^. With respect to the novel potential regulators identifed in our study, Nrf2 has been shown to exert a protective role against mechanical stretch induced apoptosis in mouse fibroblasts^67^, and mechanical stretch was reported to induce IRF1 binding activity in vascular smooth muscle cells^68^. In conclusion, in addition to cell-type specific factors, there seem to be conserved mechanisms of mechanotransduction.

There are certain limitations to our study. We used neonatal ventricular myocytes that were isolated from neonatal pups of both sexes. It is noteworthy that although the primary cultures derived from an adult rat heart would reflect better the situation in the mature heart, the limitation is that these adult cultured cells either lose their morphology or they lose their ability to undergo spontaneous contractions, when cultured under conditions where the rod-shaped morphology is retained^69,70^. In addition, cardiomyocytes differentiated from human induced pluripotent stem cells (hiPSCs) are relatively immature^71^ but when it becomes possible to culture human cells with a mature adult cardiomyocyte phenotype, it would be interesting to reproduce these stretch experiments in conjunction with next generation sequencing techniques since this would provide a more comprehensive and unbiased analysis of both coding and non-coding RNAs. Recently, Trexler *et al*. (2017) observed sex-specific differences in gene expression along with functional differences in isolated adult rat ventricular myocytes (ARVMs)^72^. Although not analyzed in this study, the mechanical stretch induced gene response most probably occurs in a sexually dimorphic manner. Furthermore, we did not confirm the miRNA profiling results with another method and all the effects on miRNAs on gene targets are only predicted; the validation of miRNA-mRNA regulation in stretched myocytes will have to be the subject of future work. Finally, all the results reflect the situation in isolated cardiomyocytes and do not take into account the contribution of other cell types in the development of cardiac hypertrophy.

In conclusion, our study reveals temporal gene and miRNA expression profiles in response to mechanical stretch in cardiac myocytes and represents a valuable resource of transcriptional responses. In addition, the analysis of regulatory pathways as well as miRNA-mRNA interactions predict that Nrf2 and IRF transcription factors as well as the let-7 family of miRNAs are playing roles in the regulation of mechanical stretch induced gene expression response in cardiomyocytes and these may help in elucidating the genes and regulatory pathways underlying cardiac hypertrophy.

## Methods

### Cell culture

Neonatal rat ventricular myocytes were prepared from 2–4 day old Sprague-Dawley rats from the colony of the Center for Experimental Animals in the University of Oulu as previously described^73^. The experimental design was approved by the Animal Use and Care Committee of the University of Oulu or the National Animal Experiment Board and all experiments were performed in accordance with relevant guidelines and regulations. Briefly, after digestion of ventricular tissue with collagenase (2 mg/ml), the cell suspension was pre-plated for 30–45 minutes in Dulbecco’s modification of Eagle’s medium/Ham’s F12 medium (DMEM/F12) containing 10% of fetal bovine serum (FBS). The non-attached myocyte-enriched cell fraction was plated at a density of 2 × 10^5^/cm^2^ on flexible bottomed collagen I-coated 6-well elastomere plates (Bioflex, Flexcell International Corporation, Hillsborough, NC, USA.), and cultured overnight with DMEM/F12 10% FBS, and thereafter in complete serum free medium (CSFM). The cells were exposed for 15 minutes to 48 hours to cyclic mechanical stretch as previously described^73^. Stretch was introduced onto the cells by applying a cyclic vacuum suction under the flexible bottomed plates by computer-controlled equipment (Flexercell Strain Unit FX-3000, Flexcell). The vacuum varied in two-second cycles at a level sufficient to promote cyclic 10 to 25% elongation of the cardiomyocytes at the point of maximal distension of the culture surface. Within each culture, the stretch was started stepwise in the experimetal groups and finished simultaneously to avoid the effect of “ageing” of the cells in culture. In the microarray analysis, the experiments were carried out in two separate sets, each having their own control; I) 1, 4 and 12 hours, and II) 24 and 48 hours of stretch. After the experiments, the cells were washed twice with PBS and quickly frozen at −70 °C or lysed in protein lysis buffer.

### Protein extraction

For the total protein extracts, the cells were lysed in ice-cold lysis buffer (20 mM Tris-HCl, 150 mM NaCl, 1 mM ethylene diaminetetraacetate (EDTA), 1 mM ethylene glycol tetraacetic acid (EGTA), 1% (vol/vol) Triton-X100, 2.5 mM sodium pyrophosphate, 1 mM β-glycerophosphate, 1 mM Na_3_VO_4_) supplemented with 20 μg/ml leupeptin, 2 μg/ml pepstatin, 20 μg/ml aprotinin, 1 mM phenylmethylsulfonyl fluoride (PMSF), 50 mM NaF, 1 mM dithiothreitol (DTT), 6 μg/ml 1-chloro-3-tosylamido-7-phenyl-2-butanone (TPCK), and 6 μg/ml L-1-tosylamido-2-phenylethyl chloromethyl ketone (TLCK)). The lysate was cleared by 10 min centrifugation at +4 °C and the supernatant was transferred into a new tube as the total protein extract. The protein concentration of each sample was determined with a colorimetric assay (Bio-Rad Laboratories).

### Western Blot Analysis

Samples containing 18–25 µg of total protein (n = 5–6 biological replicates at each time point) were boiled in Laemmli buffer, resolved by sodium dodecyl sulphate polyacrylamide gel electrophoresis (SDS-PAGE), and transferred to Optitran BA-S 85 nitrocellulose membranes (Schleicher & Schuell). The membranes were blocked in 5% nonfat milk and then incubated with primary antibody p38 MAPK [#9212], p44/42 (ERK1/2) [#9102], Thr202/Tyr204 phosphorylated ERK (p-ERK1/2) [#9106] and SAPK/JNK (JNK1/2) [#9252] from Cell Signalling Technology (San Diego, CA, USA); Thr180/Tyr182 phosphorylated p38 MAPK (p-p38 MAPK) [AB3828] from Millipore, Thr183/Tyr185 phosphorylated JNK (p-JNK1/2) [sc-6254] from Santa Cruz Biotechnology (Santa Cruz, CA, USA) in 0, 5–1% milk in Tris-buffered saline −0.05% Tween 20 overnight at 4 °C. The antibody concentration in the dilution varied from 1:1000 to 1:2000, depending on the signal strength. On the following day, antibody binding was detected with horseradish peroxidase -linked anti-rabbit or anti-mouse IgG (Cell Signalling Technology) at a 1:2000 dilution and revealed using ECL Plus™ Western Blotting Detection Reagents as described by the manufacturer (GE Healthcare Bio-Sciences Corp. Piscataway, NJ, USA). The chemiluminescence was detected using a Fuji LAS-3000 luminescent image analyzer (Fujifilm, Tokyo, Japan) and bands were quantified with Quantity One software (Bio-Rad).

### Analysis of RNA

Total RNA from cultured myocytes was isolated with TRIzol Reagent according to the manufacturer’s protocol (Invitrogen) by using the Phase Lock Gel system (Eppendorf). In the Northern blot analyzes, 5 μg of RNA were separated by agarose-formaldehyde gel electrophoresis and transferred to a MAGNA nylon membrane (Osmonics Inc.). PCR-amplified probes corresponding to rat genes for BNP and ribosomal 18 S RNA and full-length ANP were random prime-labeled with [α^32^P]dCTP, and the northern blot membranes were hybridized and washed as described previously^74^ and exposed to Phosphor screens (GE Healthcare Life Sciences). The signal was detected with Molecular Imager FX Pro Plus (Bio-Rad) equipment and measured using Quantity One software. The signals of mRNA were normalized to 18 S in each sample to correct for potential differences in loading and/or transfer.

Adrenomedullin (AM), angiotensin Receptor 1 (AT1-R), bone morphogenetic protein-2 (BMP-2), *c-fos*, corin, ET-1, endothelin Receptor Type A (EDNRA), interleukin 6 (IL6), L-type calcium channel α1c-subunit, osteopontin, sarco/endoplasmic reticulum Ca^2+^-ATPase 2a (Serca2a), transforming growth factor β_1_ (TGFβ_1_), TGFβ_2_, xanthine dehydrogenase and 18 S mRNA levels were measured by RT-PCR using TaqMan chemistry on an ABI 7700 Sequence Detection System (Applied Biosystems) as previously described^75^. The sequences of the forward (F) and reverse (R) primers as well as the fluorogenic probes (P) for RNA detection are shown in Supplementary Tables S3. The results were normalized to 18S RNA quantified from the same samples.

### Statistical analysis

Statistical analysis for RNA and protein measurements was performed by One-way Analysis of variance (ANOVA) followed by LSD (least significant difference) post hoc for multiple comparisons. A value of P < 0.05 was considered statistically significant. The results are expressed as mean±SEM.

### DNA microarray analysis

The quality and integrity of the isolated RNA was monitored by gel electrophoresis. Total RNA (n = 5 biological replicates in each group) was used as a template for synthesizing cDNA and for making biotinylated cRNA according to the manufacturer’s instructions (Affymetrix, Santa Clara, CA) as previously described^76^. Briefly, cDNA was reverse-transcripted from 2 μg of total RNA with a T7-(dT)24-primer by means of the One-cycle cDNA synthesis kit (Affymetrix). The DNA was purified using the GeneChip Sample Cleanup Module (Qiagen). The cRNA was prepared and biotin-labeled with *in vitro* transcription (Affymetrix) and fragmented before hybridization. The biotinylated cRNA was hybridized to the GeneChip Rat Expression Set 230_2.0 Arrays, which represents approximately 30,000 rat transcripts. After hybridization, GeneChips were washed and stained with streptavidin-phycoerythrin (Molecular Probes). Staining signal was amplified by biotinylated anti-streptavidin (Vector Laboratories) and the second staining with streptavidin-phycoerythrin was conducted using the Affymetrix Fluidics station according to the standard protocol. A GeneChip Scanner 3000 with GeneChip Operating Software (GCOS) v. 1.2 (Affymetrix) was used in scanning. Affymetrix CEL files were imported into GeneSpring^TM^ GX 12.6 software (Agilent Technologies) and Robust Multichip Average (RMA) normalization was performed. Genes were defined as differentially expressed if the fold change was at least 2.0-fold and statistically significant (*P* < 0.05, One-way ANOVA and Benjamini and Hochberg false discovery rate).

### IPA pathway analysis of differentially expressed genes

Differentially expressed genes (absolute fold-change >1.5; P < 0.05) and their corresponding expression values were uploaded into the Ingenuity Pathway Analysis (IPA) software (Qiagen, Redwood City, CA, USA), and a core analysis was performed separately for each timepoint. The following parameters were used: core analysis, reference set user-defined (i.e., only the set of differentially expressed genes by GeneSpring-software mapped to the IPA database), direct and indirect relationships included, endogenous chemicals included, confidence = experimentally observed.

Next, IPA-software was used to analyze significant associations of biological functions, diseases and well-documented canonical pathways in the Ingenuity Pathway Knowledge database and the differentially expressed genes (Supplementary Dataset 1). The IPA-analysis calculates whether there is an over-representation of significantly up- or down-regulated genes and a particular functional annotation/canonical pathway compared to what is expected by chance alone measured by using Fischer’s exact test. Benjamini–Hochberg procedure was used for multiple testing corrections. An activation z-score was generated for each functional category. This provides a prediction of activation (a positive z-score) or inhibition (negative z-score) of each function annotation. Z-scores ≥2 or ≤−2 indicate statistically significant activation or inhibition, respectively. The entries that had a -Log(P-value) and an absolute z-score value 2 were considered significant. In addition, an IPA-analysis was performed to identify upstream transcriptional regulators that were involved in the stretch activated response at each time point and the activation Z-score was used to predict whether they were likely to be activated or inhibited in order to obtain the observed changes in gene expression in the datasets.

### MicroRNA analysis

MicroRNA array analysis was done by using miRCURY LNA^TM^ Array microRNA profiling services (Exiqon, Vedbaek, Denmark). The sample quality of total RNAs from three samples of both the controls and the stretched samples at each time point was assessed using Bioanalyser 2100 (Agilent), and those RNA integrity number (RIN) values that were greater than 7.6. Samples (n = 3 biological replicates in all timepoints in all groups except n = 2 at 1-hour time point) were labeled with miRCURY LNA^TM^ Hy3^TM^/Hy5^TM^ Power labeling kit and hybridized on the miRCURY LNA^TM^ Array (v.10.0) probes based on miRBase 11.0 annotation. Quantified signals were normalized using the global Locally WEighted Scatterplot Smoothing (LOWESS) regression algorithm. MicroRNAs were defined as differentially expressed by using two-tailed t-test (P < 0.05) for comparing experimental groups of I) 1, 4 and 12 hours, and II) 24 and 48 hours of stretch against their own control.

### Integration of miRNA and mRNA expression data

To identify potential miRNA-mRNA interactions, we correlated differentially regulated miRNAs at each timepoint (Supplementary Datafile 5) with observed gene expression differences at the same or at a later timepoint (Supplementary Datafile 1), and then these were compared with experimentally demonstrated targets of the miRNA using the microRNA Target Filter of IPA software. This analysis provides experimentally validated interactions from TarBase and miRecords, as well as predicted microRNA-mRNA interactions from TargetScan and a large number of microRNA-related findings from the peer-reviewed literature.

### Data availability

Gene expression and miRNA profiling data are publicly available on Gene Expression Omnibus database GEO, http://www.ncbi.nlm.nih.gov/geo/) under the GEO IDs: GSE107551 (gene expression data) and GSE107380 (miRNA expression data).

## Electronic supplementary material

Supplementary File 1

Supplementary File 2

Dataset 1

Dataset 2

Dataset 3

Dataset 5

Dataset 4

# Supplementary material for: Mechanical stretch induced transcriptomic profiles in cardiac myocytes
**Source:** Sci Rep. 2018 Mar 16;8:4733. doi: 10.1038/s41598-018-23042-w
**Supplement:** Supplementary file 1

## **Supplementary File 1**

Mechanical stretch induced transcriptomic profiles in cardiac myocytes

Jaana Rysä<sup>1,2,\*</sup>, Heikki Tokola<sup>2,3</sup>, Heikki Ruskoaho<sup>2,4</sup>

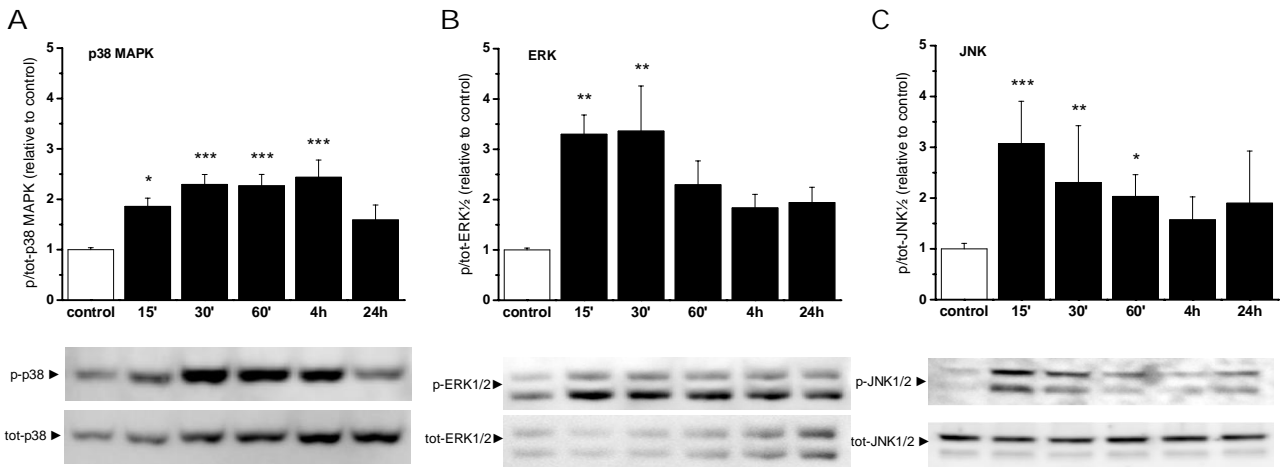

**Supplementary Figure S1.** Mechanical Stretch Activates Phosphorylation of Mitogen Activated Kinases (MAPKs). (A) p38 MAPK (B), ERK1/2 and (C) JNK1/2. Myocytes were subjected to cyclic stretch for up to 24 hours. After extraction, the total cellular protein was boiled in Laemmli buffer, resolved by SDS-PAGE, and blotted on nitrocellulose membranes. The blots were incubated with p-p38 MAPK-, p-ERK1/2-, p-JNK1/2-, total p38 MAPK-, total ERK1/2- and total-JNK1/2-specific antibodies and detected by enhanced chemiluminescence. The results in bar graphs are expressed as the ratio of the phosphorylated protein kinase to total protein kinase. Open bars indicate control and solid bars indicate stretched cells. Results are the mean  $\pm$  SEM, n=5-6 (biological replicates). \*P<0.05; \*\*P<0.01 and \*\*\*P<0.001 vs. non-stretched control (One-way ANOVA followed by LSD post hoc test).

Supplementary Figure S2. Nrf2-mediated oxidative stress response –signalling. Significant canonical pathway associated with differentially expressed genes in response to 12 hours of mechanical stretch in neonatal rat cardiac myocytes. Up- and down-regulated genes in red and green, respectively. The intensity of the color indicates the degree of up-regulation or down regulation. Genes are represented as various shapes that represent the functional class of the gene product.

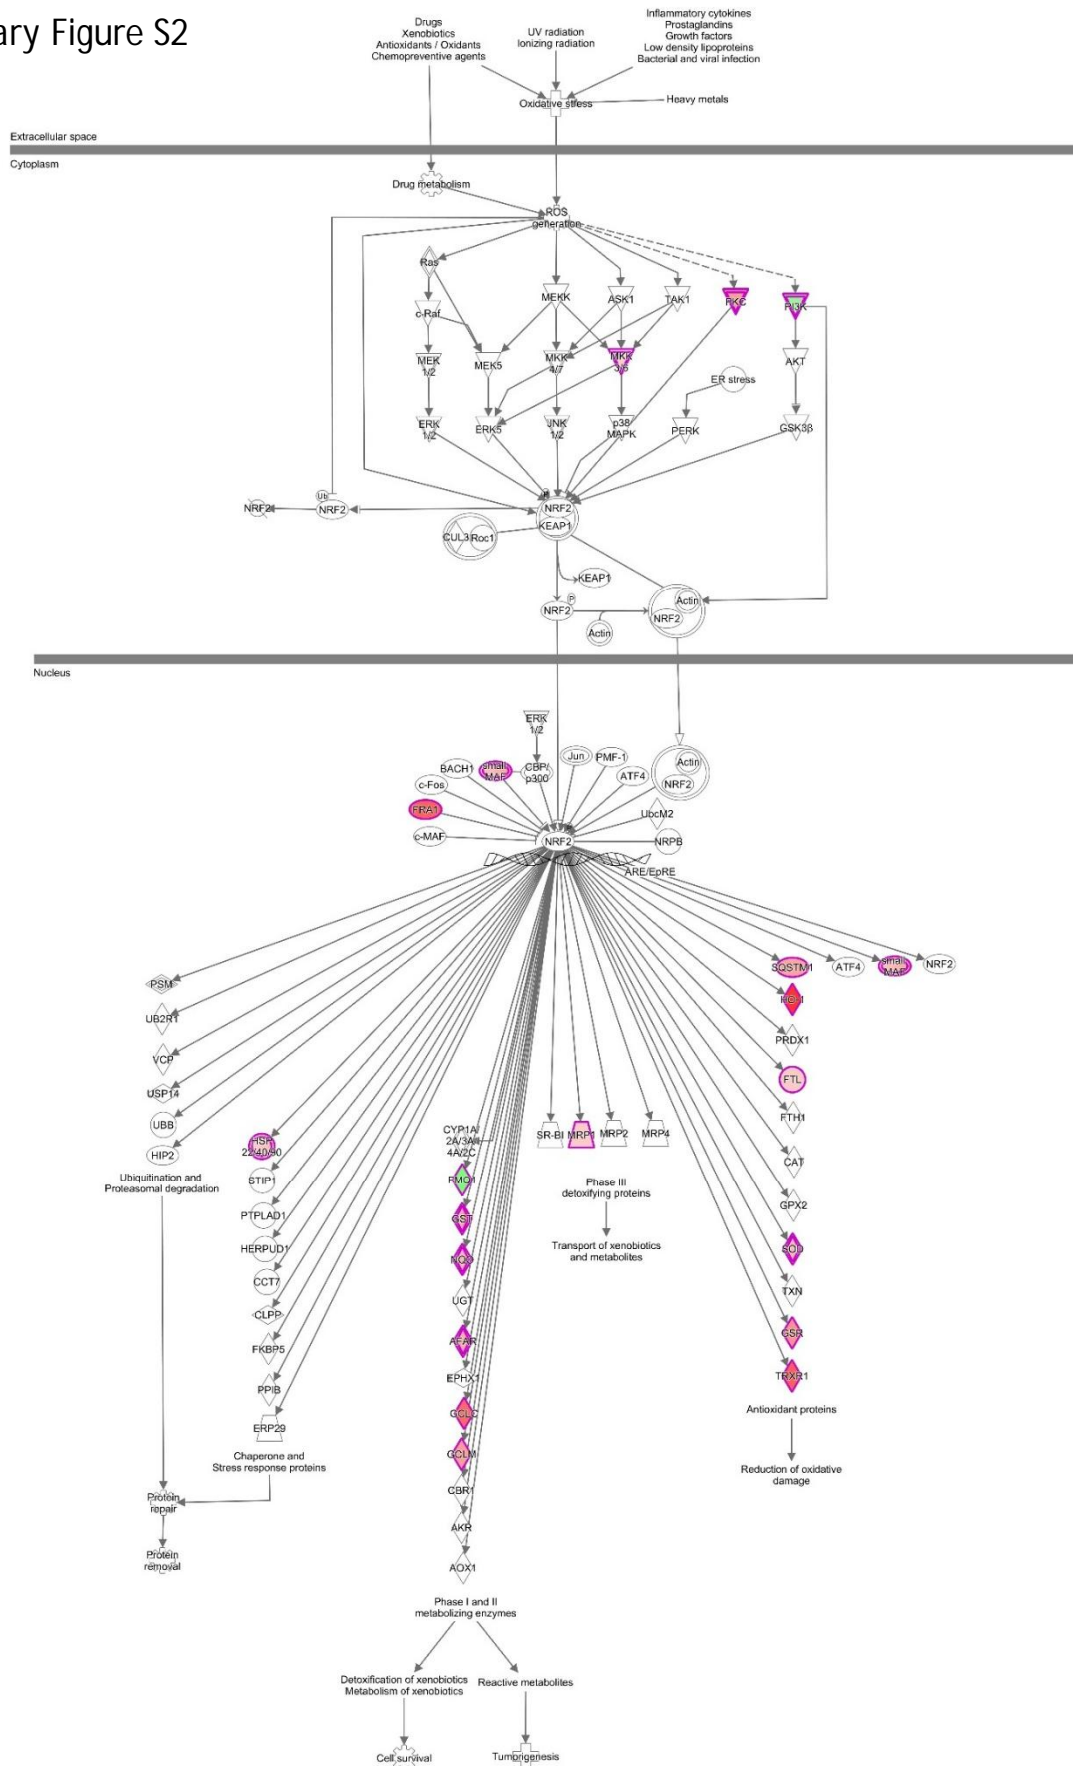

extracellular space

cytoplasm

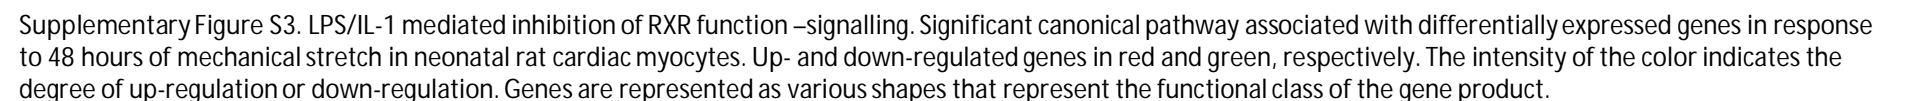

**Table S1.** Comparison of microarray results (1-12 h) with Real-time quantitative RT-PCR.

| GenBank<br>accession number | Description                                             | Fold Change <sup>a</sup> |       |        |         |        |       |
|-----------------------------|---------------------------------------------------------|--------------------------|-------|--------|---------|--------|-------|
|                             |                                                         | Microarray               |       |        | qRT-PCR |        |       |
|                             |                                                         | 1 h                      | 4 h   | 12 h   | 1 h     | 4 h    | 12 h  |
| NM_012715                   | Adrenomedullin                                          | 1.3**                    | 1.8** | 2.4**  | 1.1     | 2.1*** | 2.0** |
| BI290306                    | Angiotensin II type 1 receptor                          | 0.7                      | 0.4** | 0.2*   | 0.7     | 0.6**  | 0.2*  |
| NM_017178                   | Bone morphogenetic protein-2                            | 1.7                      | 2.0*  | 1.8    | 1.5**   | 3.1**  | 1.3*  |
| BF415939                    | c-fos                                                   | 2.4***                   | 1.5   | 1.3    | 2.3**   | 2.0**  | 1.4*  |
| NM_012548                   | Endothelin-1                                            | 0.9                      | 1.0   | 0.6*** | 0.8     | 1.3    | 0.5** |
| AB001382                    | Osteopontin                                             | 1.1                      | 1.4   | 1.7*** | 1.2     | 2.1*** | 2.0** |
| J04024                      | Sarco/endoplasmic reticulum Ca <sup>2+</sup> -ATPase 2a | 0.6                      | 0.7   | 0.6    | 0.7     | 0.9    | 0.7   |
| NM_021578                   | Transforming growth factor $\beta$ 1                    | 1.3                      | 1.6*  | 1.5*   | 1.5***  | 2.2**  | 1.5** |
| AF135598                    | Transforming growth factor $\beta$ 2                    | 1.2                      | 1.9*  | 1.3    | 1.5*    | 2.8**  | 1.4*  |
| NM_017154                   | Xanthine reductase                                      | 0.8**                    | 0.6** | 0.5*** | 0.8     | 0.8**  | 0.5** |

<sup>a</sup>Fold change represents statistically significant increase (\* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ ) in gene expression in stretched cells after 1 hour, 4 hours or 12 hours of mechanical stretch in stretched cells compared with non-stretched control cells. Measurements of mRNA with real time quantitative RT-PCR (qRTPCR). Serca2a; Sarco/endoplasmic reticulum Ca<sup>2+</sup>-ATPase 2a.

**Table S2.** Comparison of microarray results (24-48 h) with Real-time quantitative RT-PCR/Northern blot analysis

| GenBank<br>accession number | Description                                 | Fold Change* |       |                     |                     |
|-----------------------------|---------------------------------------------|--------------|-------|---------------------|---------------------|
|                             |                                             | Microarray   |       | qRT-PCR             |                     |
|                             |                                             | 24 h         | 48 h  | 24 h                | 48 h                |
| NM_030985                   | Angiotensin II type 1 receptor              | 0.4          | 0.2** | 0.4**               | 0.2**               |
| NM_012612                   | Atrial natriuretic peptide                  | 2.6*         | 2.6*  | 5.6*** <sup>n</sup> | 5.2*** <sup>n</sup> |
| NM_017178                   | Bone morfogenetic protein-2                 | 1.5          | 2.6*  | 2.4***              | 3.2***              |
| NM_031545                   | B-type natriuretic peptide                  | 1.5*         | 1.7*  | 2.3* <sup>n</sup>   | 3.6*** <sup>n</sup> |
| AI577630                    | Corin                                       | 0.4          | 0.3*  | 0.4*                | 0.4**               |
| M64711                      | Endothelin-1                                | 1.2          | 1.2   | 1.8*                | 2.0***              |
| NM_012550                   | Endothelin Receptor Type A                  | 0.6          | 0.4*  | 0.6                 | 0.3**               |
| NM_012589                   | Interleukin-6                               | 3.4*         | 2.5*  | 4.5*                | 3.6*                |
| M59786                      | L-type calcium channel $\alpha 1c$ -subunit | 0.7          | 0.6*  | 0.7                 | 0.4**               |
| NM_021578                   | Transforming Growth Factor $\beta 1$        | 1.2          | 1.2   | 1.4                 | 1.3*                |
| NM_031131                   | Transforming Growth Factor $\beta 2$        | 2.4*         | 3.8*  | 2.2**               | 4.7***              |

\*aFold change represents statistically significant increase (\*P<0.05, \*\*P<0.01, \*\*\*P<0.001) in gene expression at 24 or 48 hours of mechanical stretch in stretched cells compared with non-stretched control cells. Measurements of mRNA with real time quantitative RT-PCR (qRT-PCR) or <sup>n</sup>Northern blot.

**Supplementary Table S3.** Oligonucleotide sequences for real time quantitative RT-PCR

| Gene                                                       | Oligonucleotide sequence                                                                                       |
|------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------|
| Adrenomedullin                                             | (F) CATTGAACAGTCGGGCGAGT<br>(R) CAGGGTGCGAAGCTCTCTG                                                            |
| Apelin                                                     | (P) CCCATTGGCGCCTGCGGA<br>(F) CAAGGATCCCTTTGGCCC<br>(R) AGGAGAAGCTGGGTCTCCAAG<br>(P) TCTTCCTGGCCACTCCTTGGACTGC |
| Angiotensin Receptor 1                                     | (F) GTGGCCAAAGTCACCTGCA<br>(R) GTGGATGACAGCTGGCAAAC<br>(P) CATCTGGCTGATGGCTGGCTTGG                             |
| Bone morphogenetic protein-2                               | (F) ACACCGTGCTCAGCTTCCAT<br>(R) GTCGGGAAGTTTTCCCACTCA<br>(P) ACGAAGAAGCCATCGAGGAACCTTTCAGAA                    |
| c-fos                                                      | (F) GGCTGAACCCCTTTGATGACTTC<br>(R) GGGCAGTCTCCGAGCCA<br>(P) TGTTCCTCGGCATCATCTAGGC                             |
| Corin                                                      | (F) CCCAGTGGACATATCTGTGGC<br>(R) TTCAAAGCAATGGGCAACTGT<br>(P) TGTCTCATGCGCAAGAAGTGGGTCC                        |
| Endothelin-1                                               | (F) ATGGACAAGGAGTGTGTCTACTTCTG<br>(R) GGGACGACGCGCTCG<br>(P) CACCTGGACATCATCTGGGTCAACACTC                      |
| Endothelin receptor type A                                 | (F) GGAATGGGAGCTTGCGG<br>(R) TTTGCCACCTCTCGACGC<br>(P) TTGCCCTCAGCGAACACCTCAAGC                                |
| Interleukin-6                                              | (F) ATATGTTCTCAGGGAGATCTTGGA<br>(R) TGCATCATCGCTGTTCATAAA<br>(P) CAGAATTGCCATTGCACAACTCTTTTCTCA                |
| Osteopontin                                                | (F) AATCGCCCCACAGTCG<br>(R) CCTCAGTCCGTAAGCCAAGC<br>(P) TGTCCCTGACGGCCGAGGTGA                                  |
| Sarco/endoplasmic reticulum<br>Ca <sup>2+</sup> -ATPase 2a | (F) CAGCCATGGAGAACGCTCA<br>(R) CGTTGACGCCGAAGTGG<br>(P) ACAAAGACCGTGGAGGAGGTGCTGG                              |
| Transforming growth factor $\beta$ 1                       | (F) CATCGACATGGAGCTGGTGA<br>(R) TTGGACAGGATCTGGCCAC<br>(P) ACGGAAGCGCATCGAAGCCATC                              |
| Transforming growth factor $\beta$ 2                       | (F) ACCTTTTTTGCTCCTGCATCTG<br>(R) GTCGAGGGTGCTGCAGGTA<br>(P) TCCCGGTGGCGCTCAGTCTGT                             |
| Xanthine dehydrogenase                                     | (F) CCTCCAGGGATTCCGGAC<br>(R) TGGGTGTTTCCACTTCCTCC<br>(P) TTTGCCAAGGATGGTGGGTGCTG                              |
| 18S                                                        | (F) TGGTTGCAAAGCTGAAACTTAAAG<br>(R) AGTCAAATTAAGCCGCAGGC<br>(P) CCTGGTGGTGCCCTTCCGTCA                          |

F, forward primer; R, reverse primer; P, fluorogenic probe

# Supplementary material for: Mechanical stretch induced transcriptomic profiles in cardiac myocytes
**Source:** Sci Rep. 2018 Mar 16;8:4733. doi: 10.1038/s41598-018-23042-w
**Supplement:** Supplementary file 2

## Supplementary File 2

Mechanical stretch induced transcriptomic profiles in cardiac myocytes

Jaana Rysä<sup>1,2,\*</sup>, Heikki Tokola<sup>2,3</sup>, Heikki Ruskoaho<sup>2,4</sup>

1 h of stretching, network 2

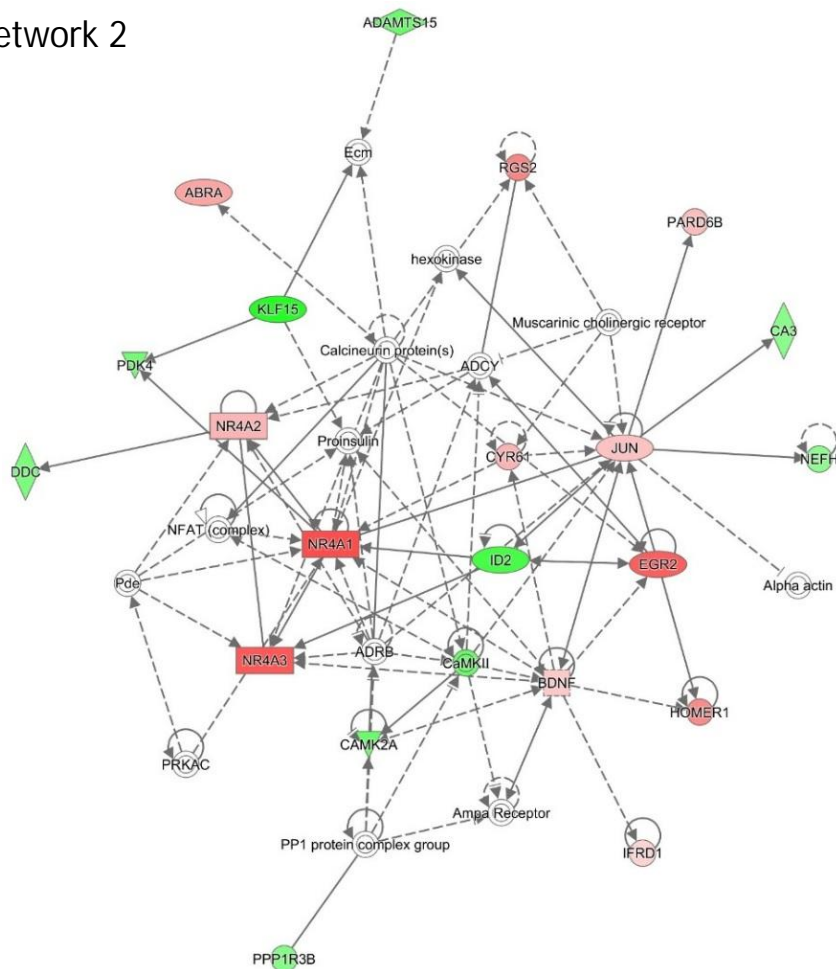

1 h of stretching, network 3

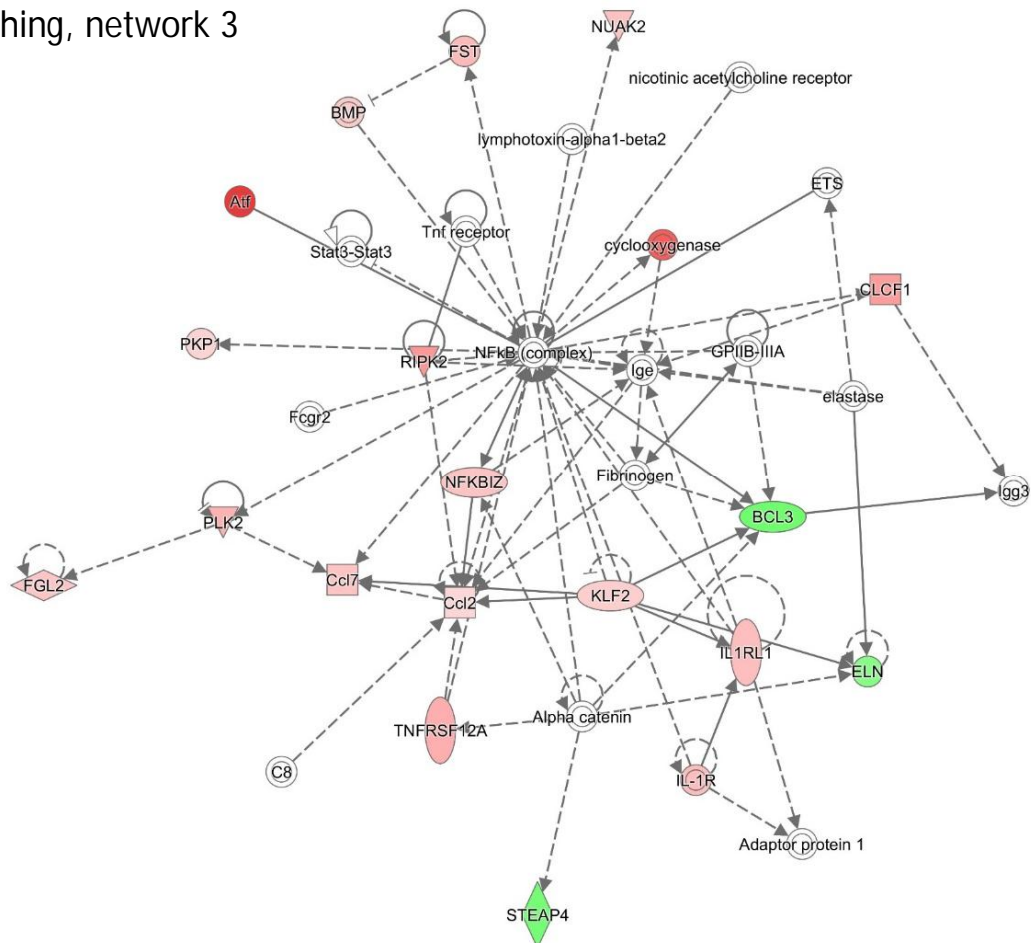

1 h of stretching, network 4

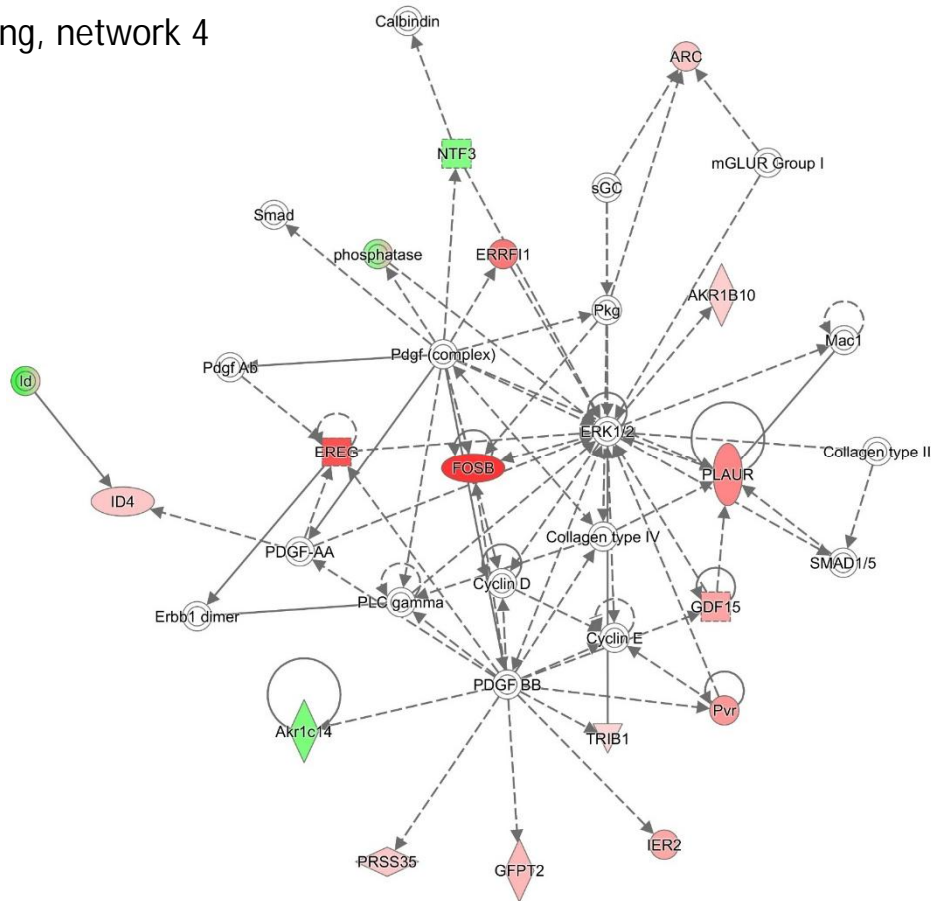

1 h of stretching, network 5

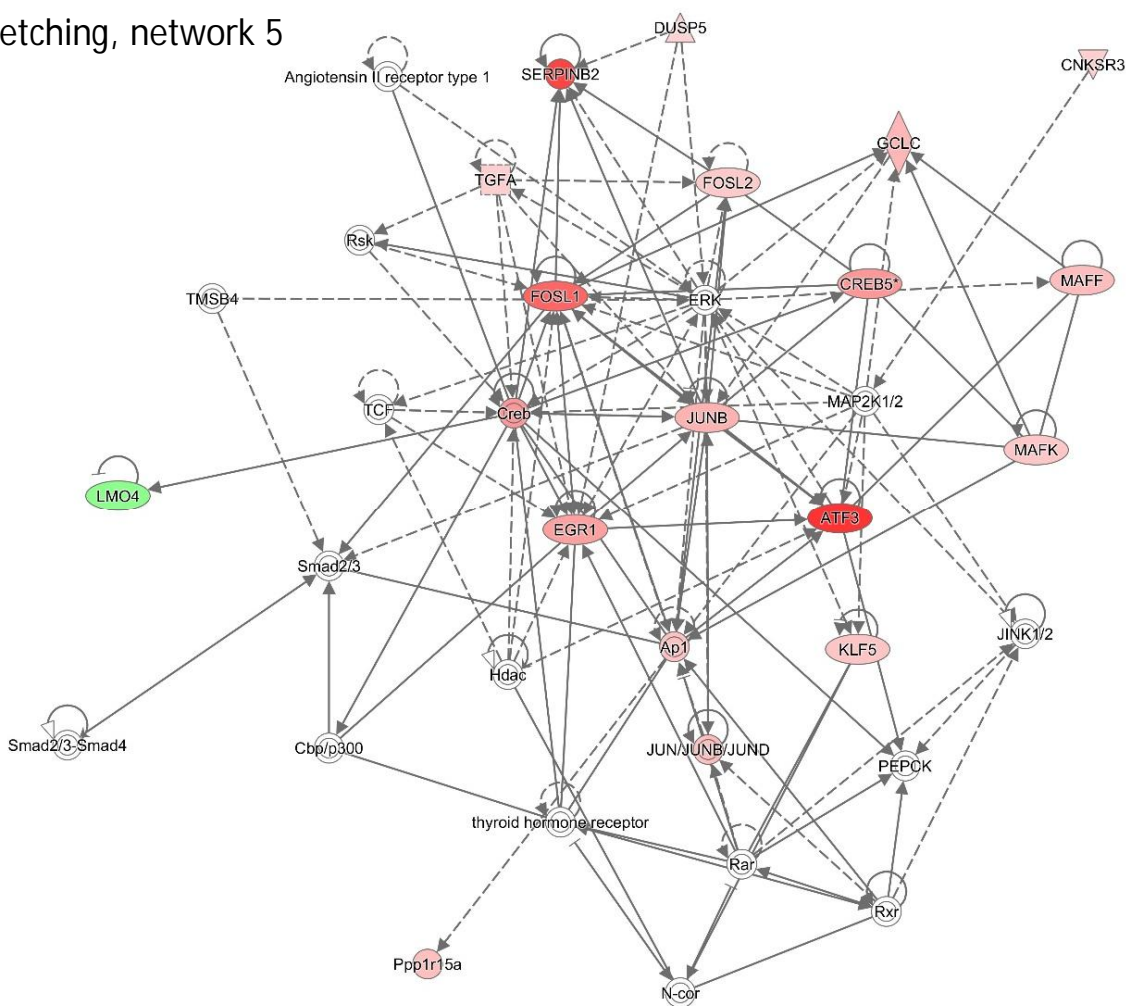

# 4 hrs of stretching, network 1

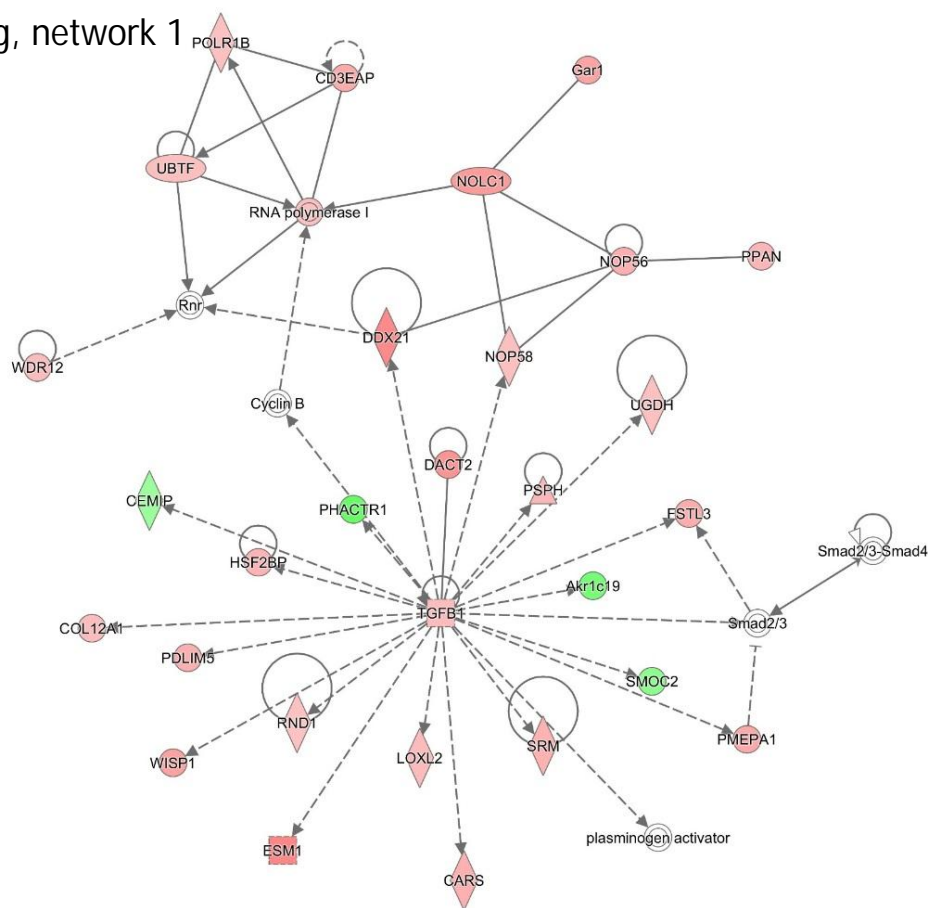

4 hrs of stretching, network 2

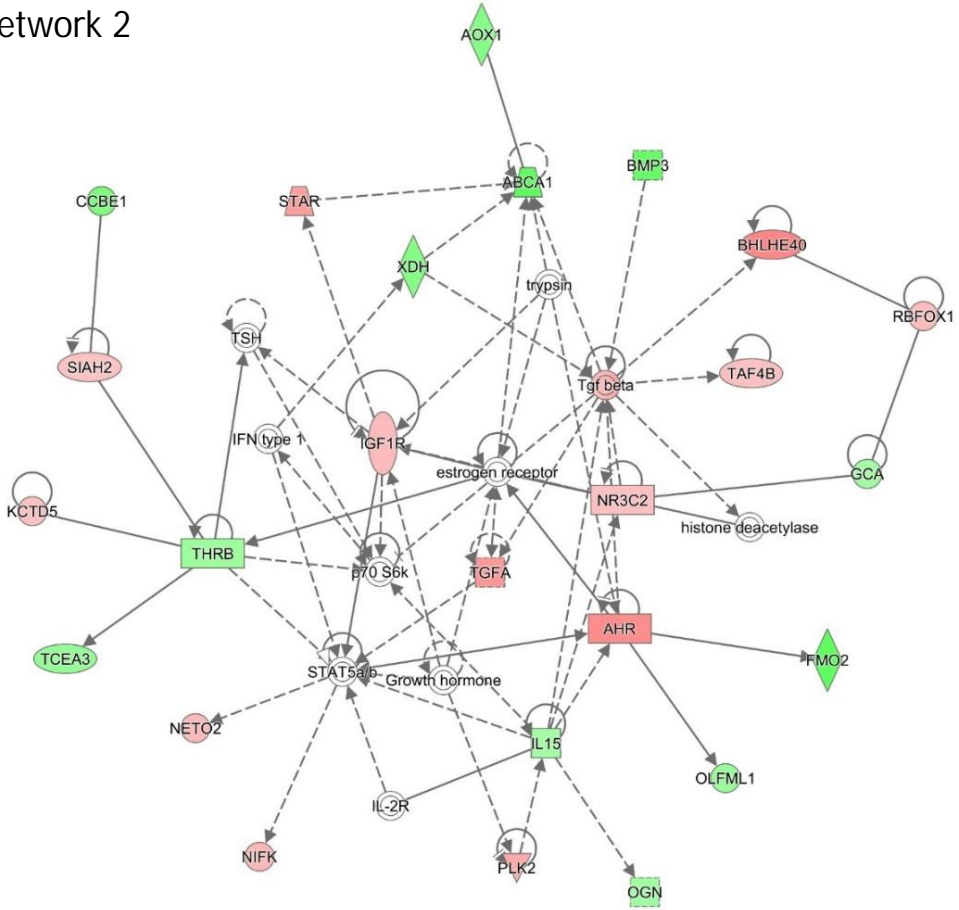

4 hrs of stretching, network 3

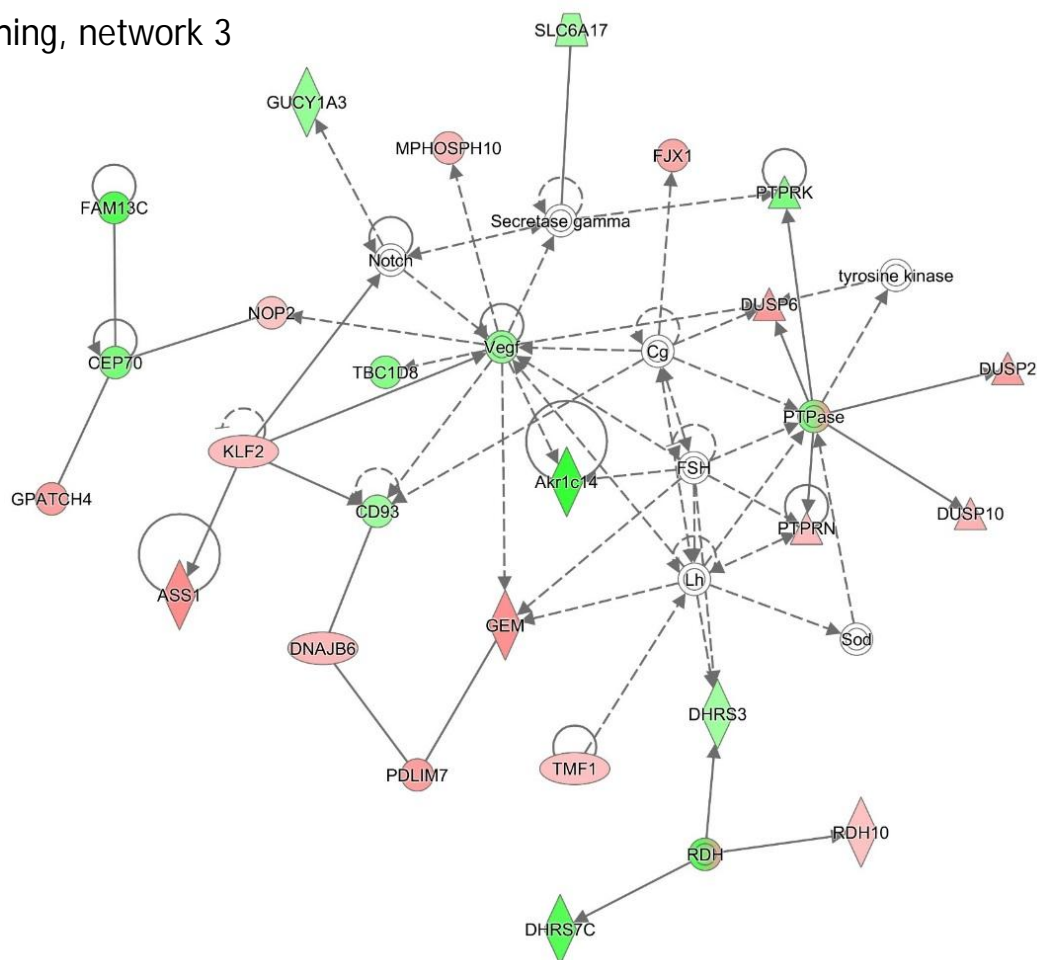

# 4 hrs of stretching, network 4

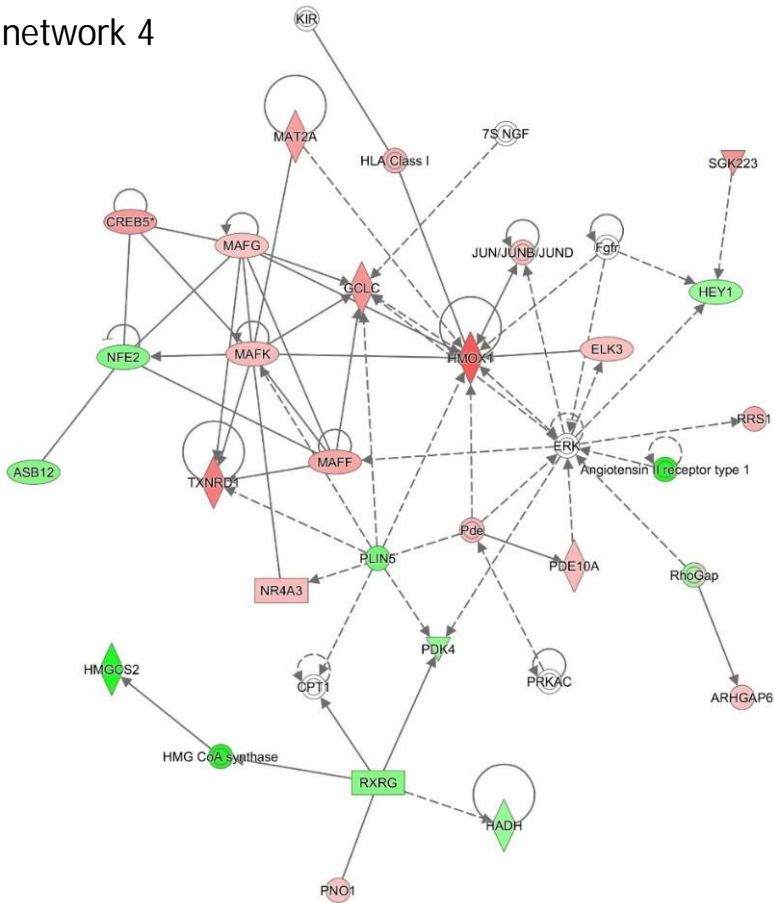

4 hrs of stretching, network 5

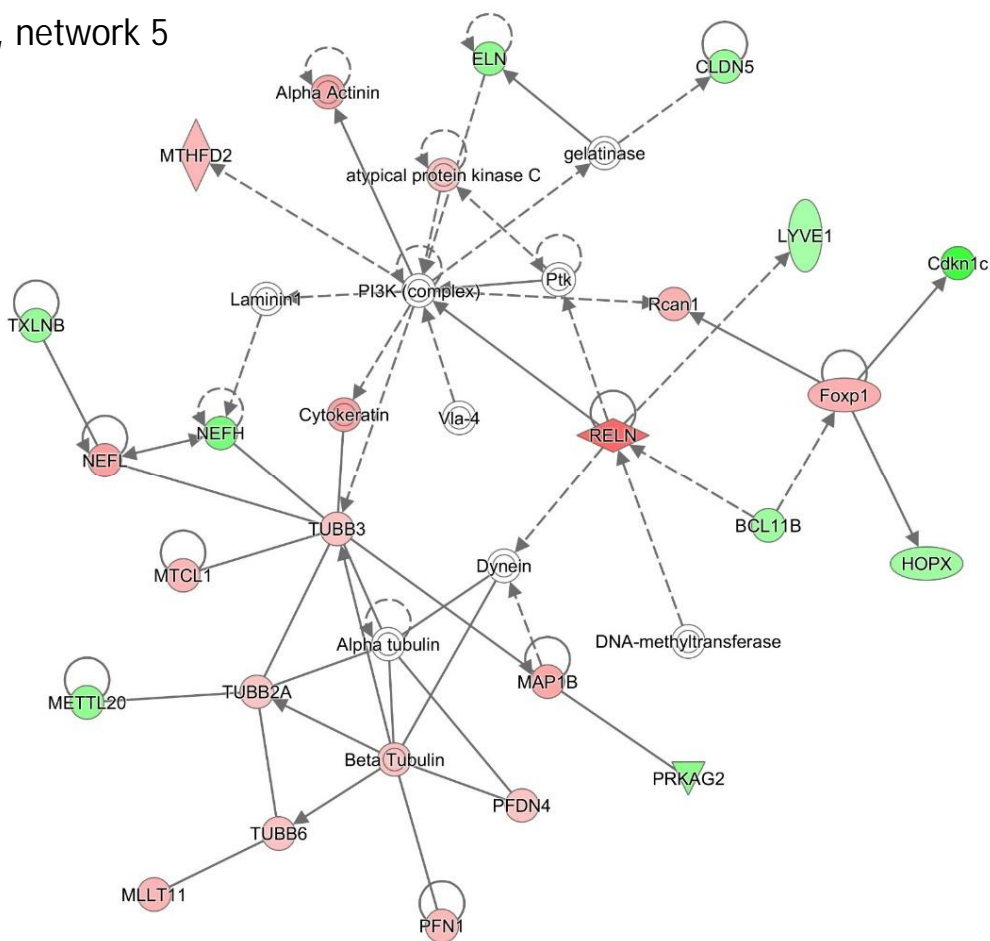

# 12 hrs of stretching, network 1

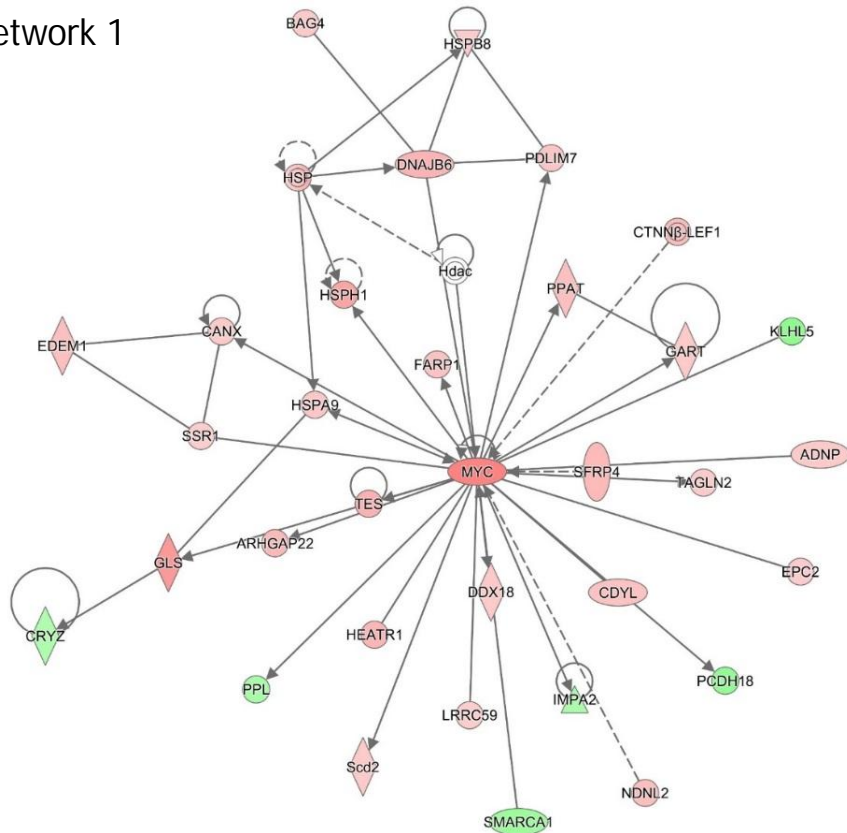

# 12 hrs of stretching, network 2

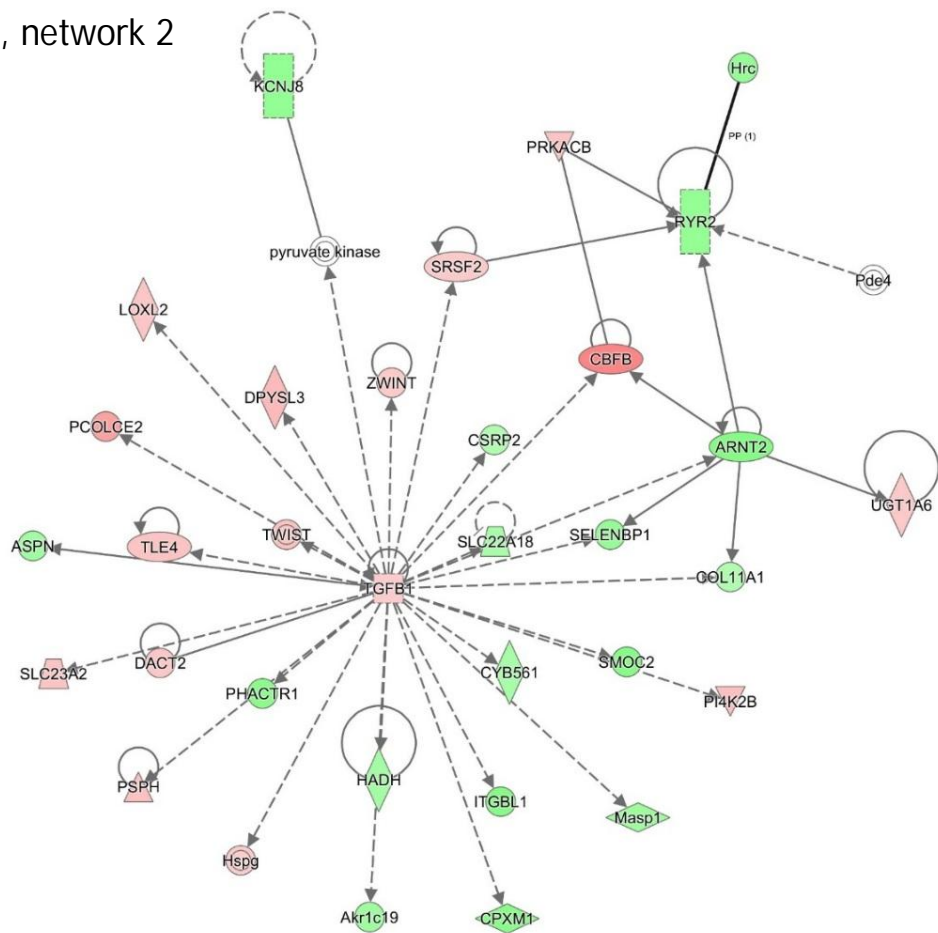

# 12 hrs of stretching, network 3

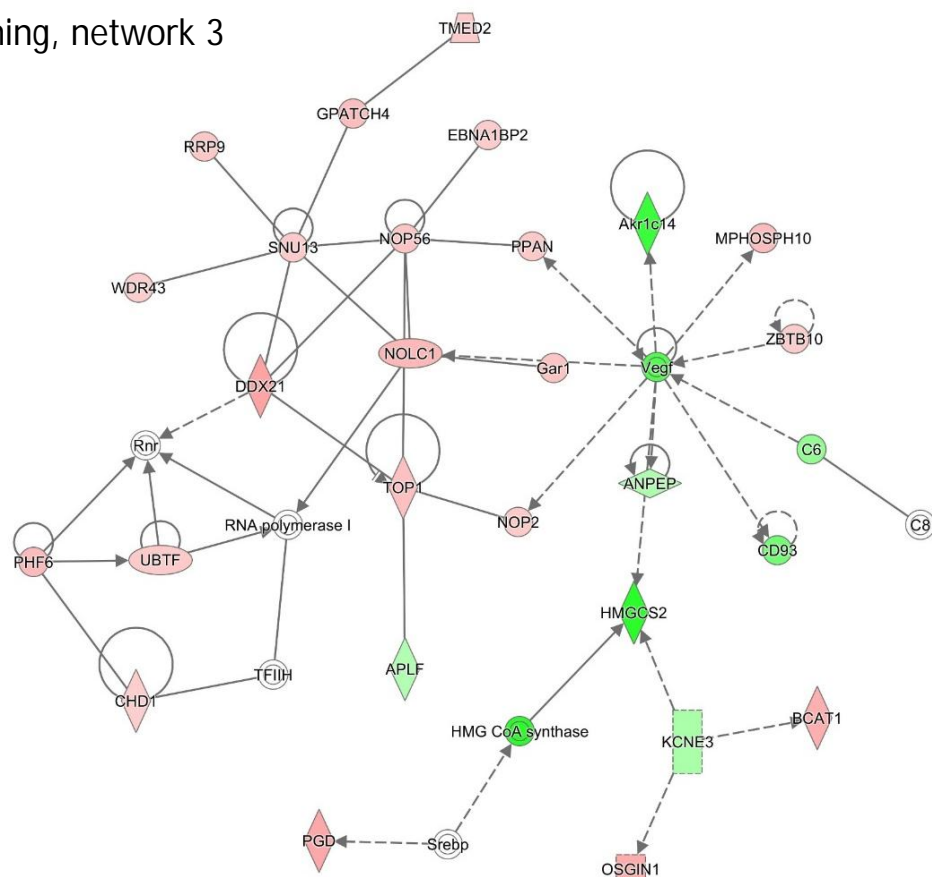

# 12 hrs of stretching, network 4

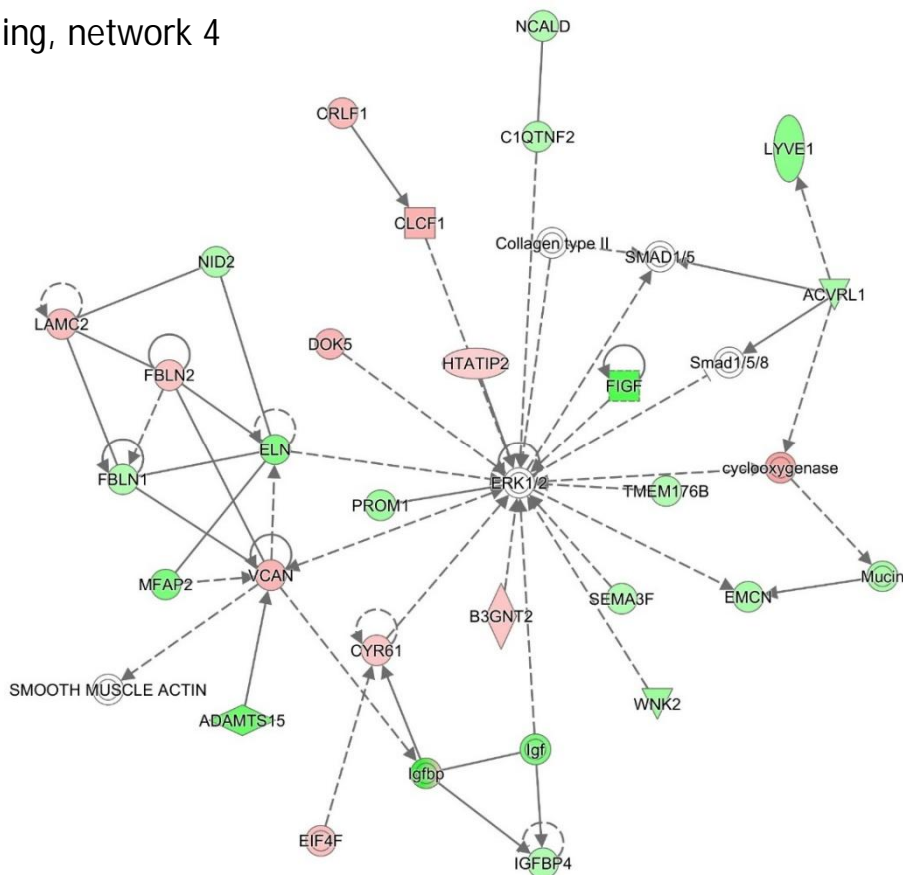

# 12 hrs of stretching, network 5

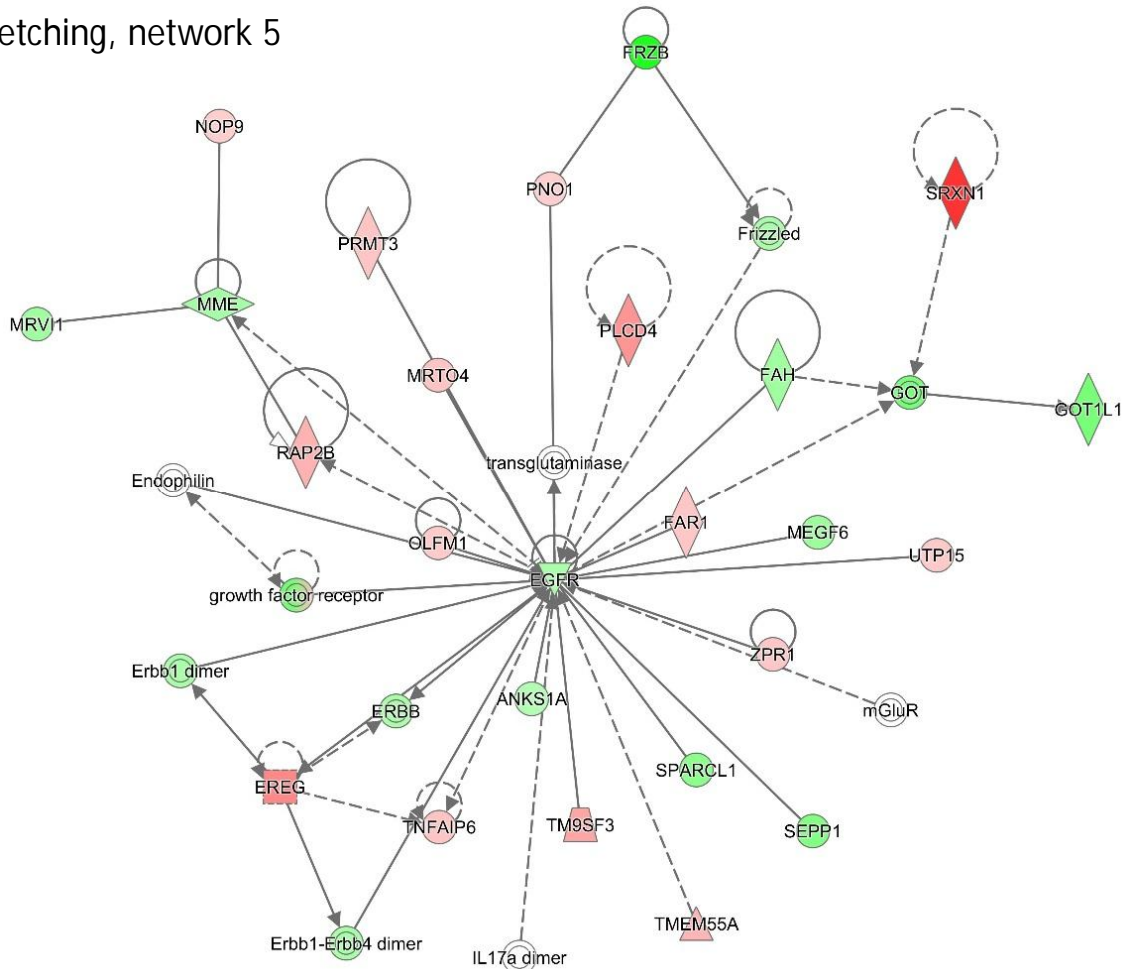

# 24 hrs of stretching, network 1

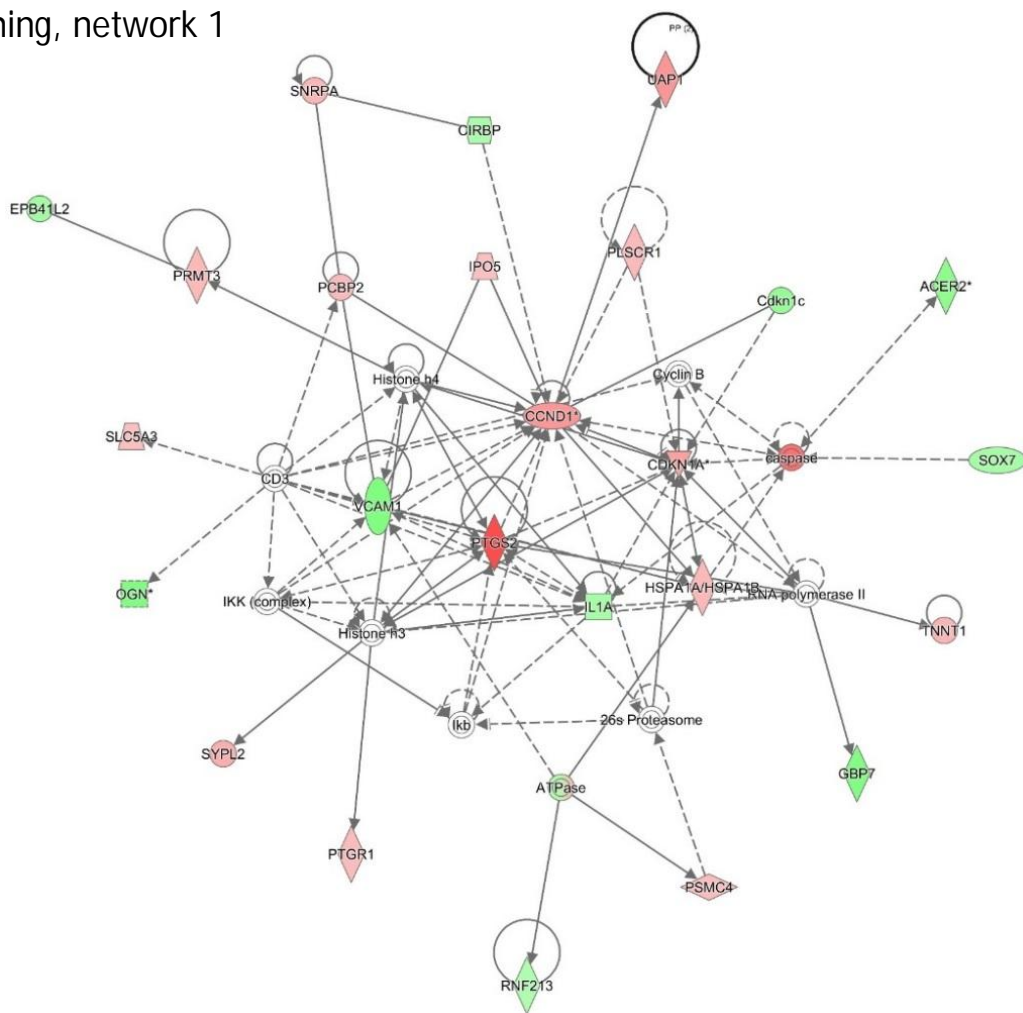

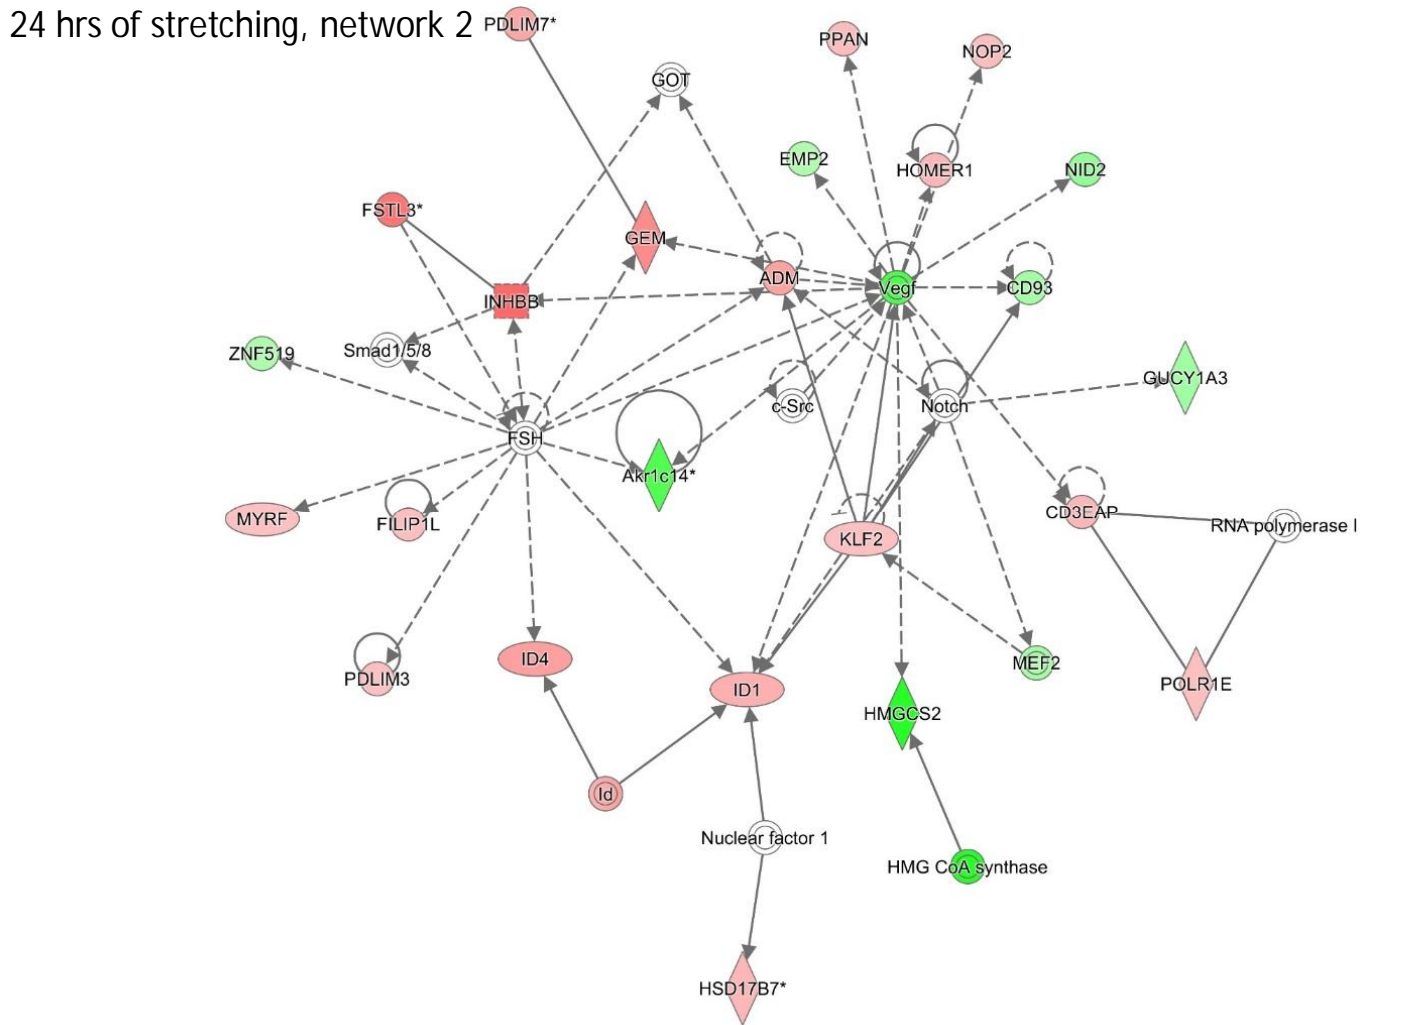

24 hrs of stretching, network 3

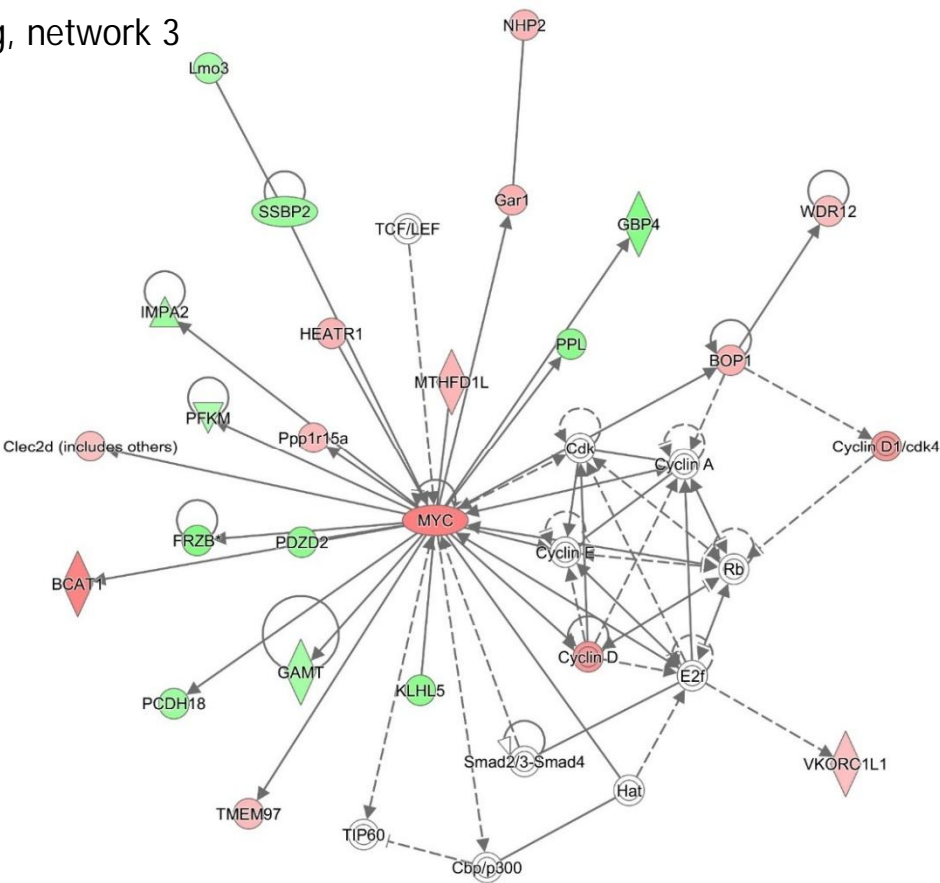

# 24 hrs of stretching, network 4

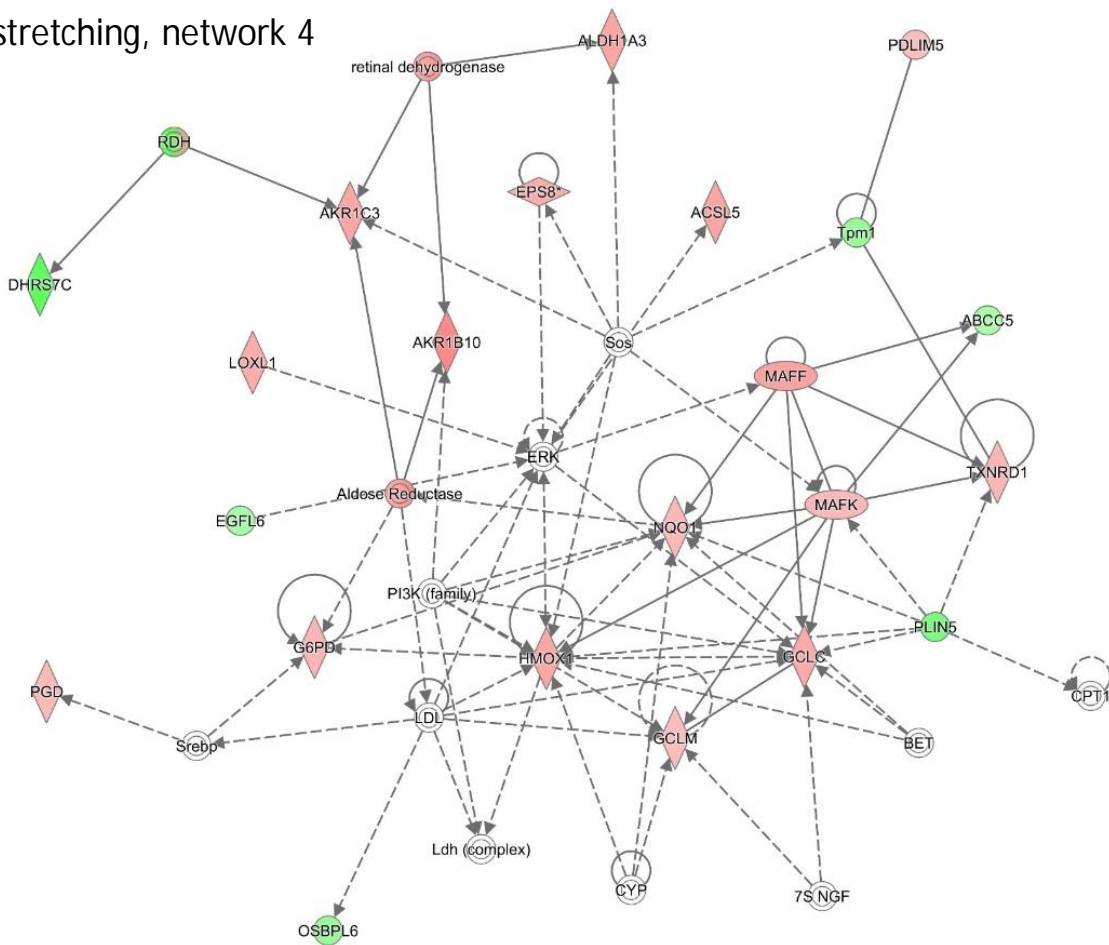

24 hrs of stretching, network 5

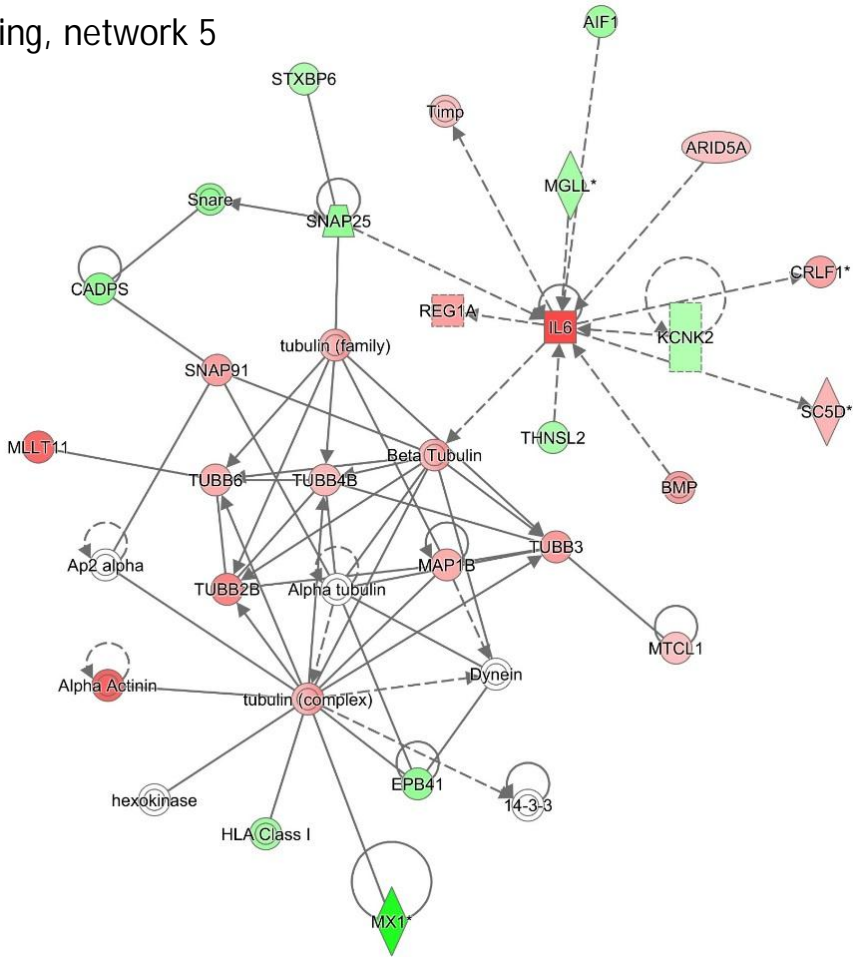

48 hrs of stretching, network 1

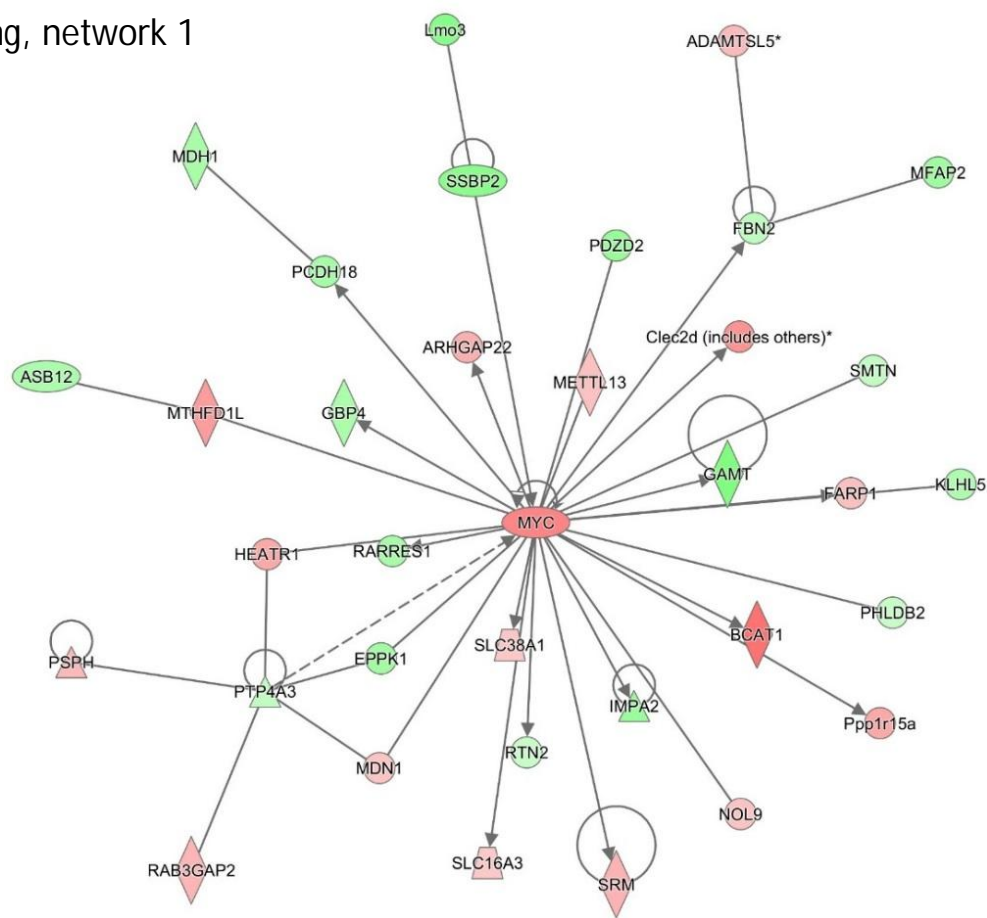

# 48 hrs of stretching, network 2

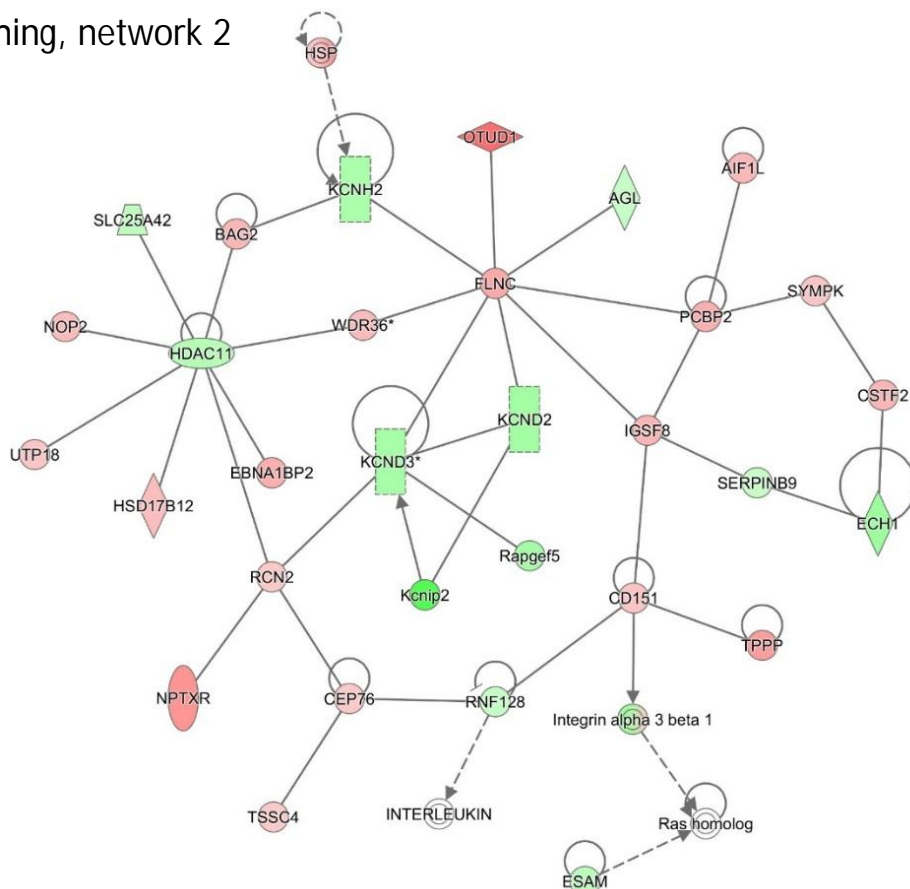

# 48 hrs of stretching, network 3

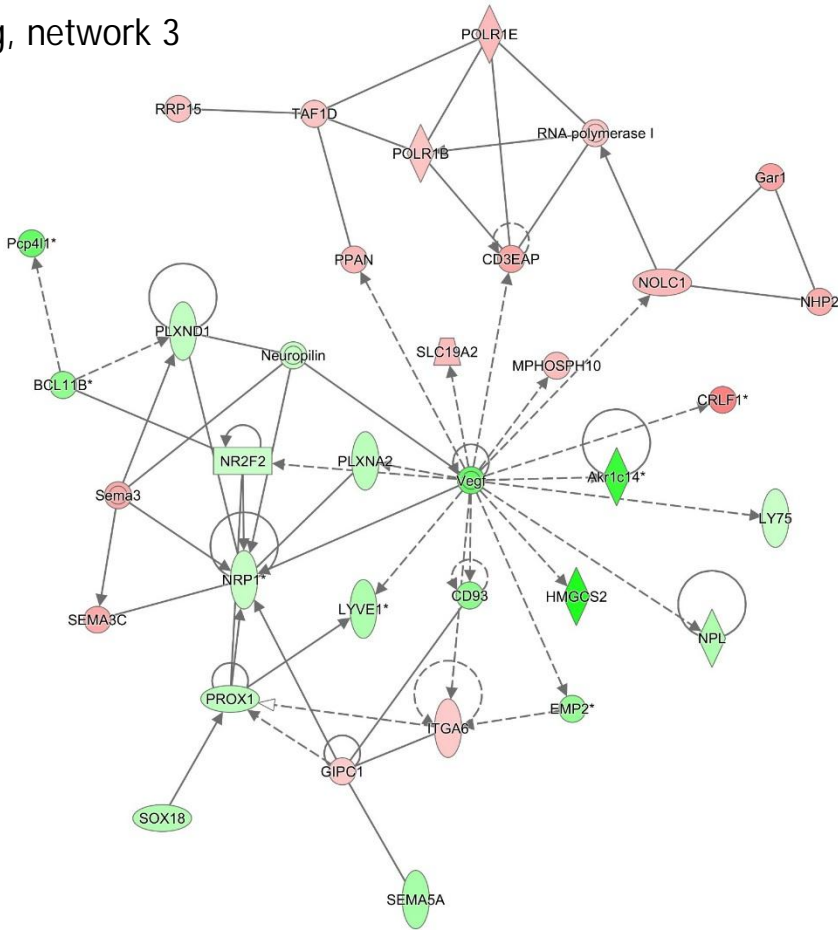

# 48 hrs of stretching, network 4

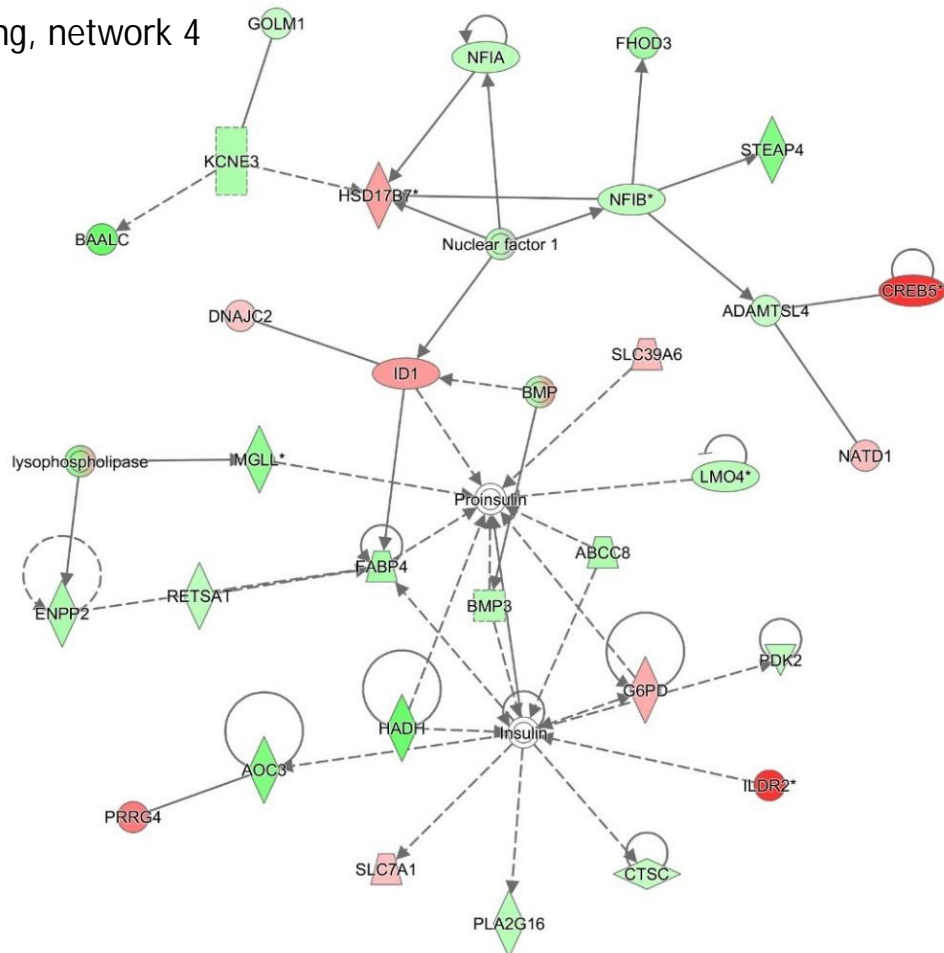

# 48 hrs of stretching, network 5

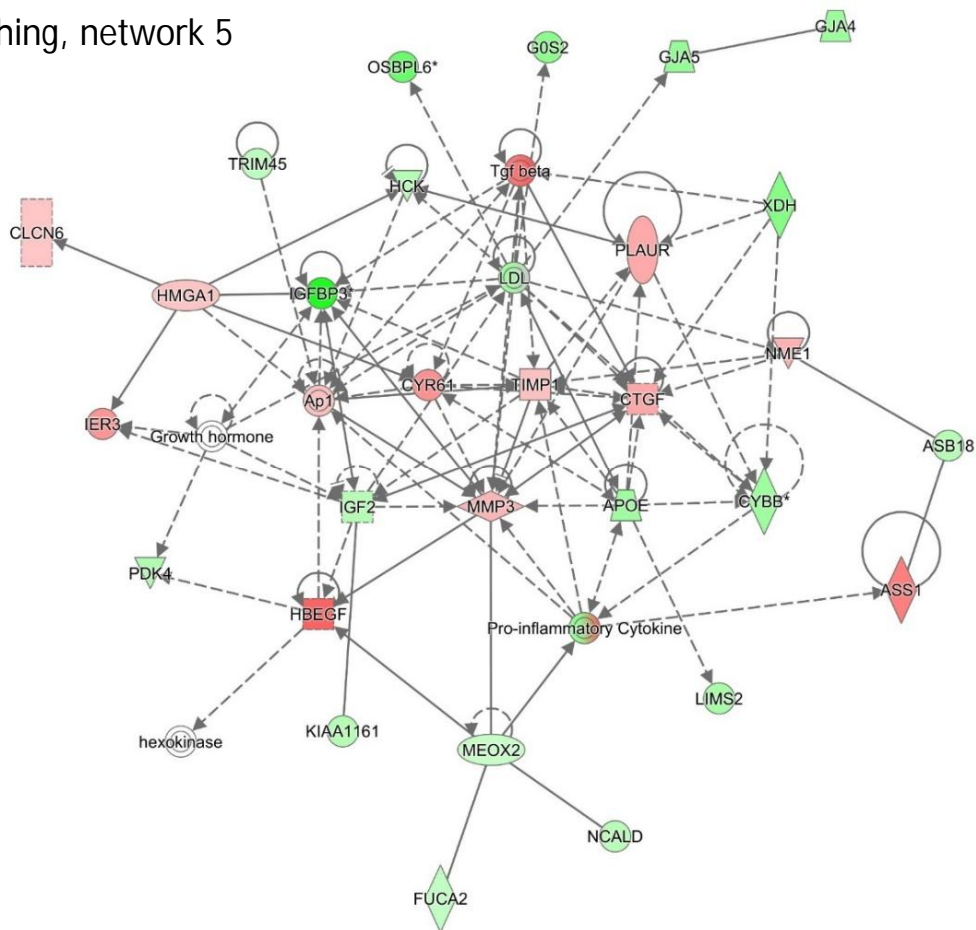

How the deposited data were processed for this re-analysis (not part of the article)

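RNA of neonatal rat ventricular myocytes was measured on Affymetrix Rat Genome 230 2.0 arrays: 35 arrays, 5 biological replicates in each of 7 groups. Set I (20 arrays) held unstretched myocytes and myocytes after 1, 4 and 12 h of cyclic stretch, and set II (15 arrays) its own unstretched myocytes and myocytes after 24 and 48 h. The methods give these sets with their own controls, and the control labels were read as the first and second set. The normalized values that the paper lists for set I were compared with both readings, and only this reading gave them.

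The authors made the intensity values from the scanned arrays with Robust Multichip Average (RMA) in GeneSpring GX 12.6, and deposited them on a linear scale, 1 value per probe set and array. They were taken to log2. The levels of the sets differ, so the sets appear to have been normalized separately, and every comparison stayed within a set. Among the 1088465 values, some in 427 probe sets had been changed into day numbers of dates by a spreadsheet. They were read back as the intensities they stood for, and the 106 untouched values with 4 decimals and a whole part of 1 to 12 include none with a fraction that such a program would read as a year.

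Of 31099 probe sets, 57 array controls were left out, which left 31042. In limma 3.58.1 (R 4.3.3), a linear model with 1 mean per group was fitted to each set, with moderated variances, and each time was compared with the control of its set, and neighboring times of a set with each other. The p-values were adjusted by the Benjamini-Hochberg method over all 31042 probe sets, separately for each comparison. A probe set was called at an adjusted p under 0.05, and counted at a fold change of at least 2 or 1.5. The methods name a one-way analysis of variance with the same limits, and it was run as an alternative. Tables were handled with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6. Confidence intervals of shares are exact binomial (Clopper-Pearson) at 95%.

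The annotation of the array gives 1 gene for 20826 probe sets, several genes for 436 and none for 9780, and 14217 genes in all. A gene is represented by the brightest of the probe sets that read it alone, taken over the arrays of both sets without regard to group. The genes named follow a rule. They are the 10 largest rises and the 10 largest falls at each time among genes past an adjusted p of 0.05 and 1.5-fold whose 5 stretched arrays all lie on one side of the control mean, every gene that the paper's text, Fig. 2, Fig. 5, Fig. 8 and Tables S1 and S2 name (with the paper's probe set where it is another), and of each gene list up to 4 members with the largest change and any that go against the rest. Not all of them are printed, and one gene of the rule is not reported here. The paper's fold changes had been seen when the rule was written, and Cxcl1 and Cxcl2 fall outside it.

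Gene lists were written by hand from general knowledge of the pathways and cell types. Tested were immediate early genes, ERK feedback and EGF receptor ligands, hypertrophy marker genes, Nrf2 target genes, interferon-stimulated genes, NF-kB and inflammatory genes, fatty acid oxidation, oxidative phosphorylation, calcium handling and ion channels, SRF and actin cytoskeleton, YAP target genes, extracellular matrix, ATF4 targets and amino acid response, endoplasmic reticulum chaperones, heat shock genes, cell cycle, ribosome biogenesis, cholesterol synthesis, circadian clock and apoptosis regulators, and markers of cardiomyocytes, cardiac fibroblasts, endothelial cells, smooth muscle and pericytes, macrophages, mesothelial and epicardial cells, erythroid cells, and Schwann and neural crest cells. Together with 4 lists of genes that the study itself names, which were counted and not tested, there were 32 lists with 700 measured genes, 54 of them on more than 1 list. The test was camera of limma with a preset correlation between genes of 0.01, 1 probe set per gene, adjusted over 28 lists at 5 times (140 tests), with camera at an estimated correlation and fry beside it.

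Precision is set by the 5 arrays per group. The median residual SD was 0.114 (log2) in set I with 16 residual degrees of freedom, and 0.12 in set II with 12. The procedure was tested on simulated data with the size and spread of the arrays, in which 50 probe sets per fold change were altered. Of those altered 1.5-fold, 47, 49, 49, 42 and 45 had an adjusted p under 0.05 at the 5 times, and 24, 26, 23, 21 and 23 of these also had an estimated fold change of at least 1.5. Of those altered 1.25-fold, 32, 26, 25, 26 and 25 had an adjusted p under 0.05, and of the unaltered probe sets 9, 9, 4, 1 and 7 did.

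Results were recomputed under 15 alternatives set in advance (among them the methods' one-way analysis, other scalings of the arrays, a filter on dim probe sets, array weights, genes in place of probe sets, and other tests of the lists), under 2 added after the converted values were seen, and without each of the 35 arrays in turn. Replicate numbers were not used to pair arrays, since for each 2 groups of a set the array with the same number was the closest for at most 3 of 5 arrays. The closest link was between the control of set II and 24 h (residual correlations of 0.0352 to 0.539 between arrays of the same number), and the replicate number as a block was among the alternatives. The paper's methods describe experimental groups within each culture. On principal component 2 of set II (18.9%), control and 24 h arrays lay at -0.501 and -0.513 for replicate 4 and 0.294 and 0.283 for replicate 3. They lay at 0.0805 and 0.0882 for replicate 5 and -0.108 and -0.168 for replicate 2, but 0.0634 and 0.241 for replicate 1. The random splits and the main list tests did not allow for shared cultures. The microRNA arrays of the study and its IPA scores were not part of the values analysed here. No genome coordinates are given, because the available reference and the array annotation belong to different assemblies.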

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

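Chosen only after the result was seen were the 3 patterns weighed in this part and their tests (for the brightness test of the ribosome genes, after the list but not its own result), the groups examined for single arrays, the choice of 20 lists, and the demand that a list pass with both correlations.

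Between 1 and 4 h the immediate early genes fell back, 26 of 33 lower at 4 h than at 1 h and none higher (0 higher and 26 lower when adjusted over the list alone, median 0.7, adjusted p = 4.82e-29, and adjusted p = 0.000125 with an estimated correlation). Genes of ribosome biogenesis went the other way, with 43 of 47 higher at 4 h than at 1 h (45 over the list alone, median fold change 1.24, adjusted p = 1.3e-37, and adjusted p = 0.00341 with an estimated correlation). Between 4 and 12 h the Nrf2 target genes rose further, 30 of 36 higher and 1 lower (31 and 1 over the list alone, median 1.39, adjusted p = 3.01e-35, and adjusted p = 0.0032 with an estimated correlation). Between 24 and 48 h, 10 of 33 genes of calcium handling and ion channels were lower and none higher (13 lower over the list alone, median 0.92, adjusted p = 0.000343, and adjusted p = 0.0456 with an estimated correlation), as were 7 of 20 cardiomyocyte markers (9 lower and 1 higher over the list alone, median 0.94, adjusted p = 4.15e-06, and adjusted p = 0.0456 with an estimated correlation). Over all probe sets, 197 differed at least 1.5-fold between 1 and 4 h (71 higher), 187 between 4 and 12 h (69 higher, 118 lower) and 305 between 24 and 48 h (55 higher, 250 lower).

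Of 20 gene lists outside the paper's discussion, 5 passed the threshold with both the preset and the estimated correlation at some time, and each is given at the one of these times with its smallest adjusted p. Ribosome biogenesis genes were higher at 4 h, all 47 of them (also over the list alone), with a median fold change of 1.48 (adjusted p = 2.64e-34, and adjusted p = 0.00682 with an estimated correlation). Heatr1 and Rrp12, which process ribosomal RNA, were 2.03-fold and 2.01-fold higher. Heat shock genes were higher at 4 h (14 of 19 higher and 0 lower, 15 and 0 when adjusted over the list alone, adjusted p = 1.25e-06, and adjusted p = 0.0297 with an estimated correlation), with the chaperone Hspa1a at 1.57-fold. Genes of SRF and the actin cytoskeleton were higher at 1 h (20 of 34 higher and 1 lower, 22 and 2 when adjusted over the list alone, adjusted p = 9.55e-11, and adjusted p = 0.0342 with an estimated correlation), with Abra, an activator of SRF, at 2.46-fold. The one lower gene was Mylk, a kinase of myosin light chain (0.86 of control, adjusted p = 0.0219), a call that is lost when any of 4 arrays is left out, when arrays are centred on their medians, when its probe sets are averaged or in a one-way analysis of the 2 groups. Oxidative phosphorylation genes were lower at 48 h (0 of 30 higher and 23 lower, 0 and 26 when adjusted over the list alone, median 0.85, adjusted p = 6.27e-10, and adjusted p = 0.0474 with an estimated correlation), with the oxidase subunit Cox8b at 0.45 of control. Calcium handling and ion channel genes were lower at 48 h (2 of 33 higher and 20 lower, 2 and 20 when adjusted over the list alone, adjusted p = 9.65e-06, and adjusted p = 0.0169 with an estimated correlation), with Hrc, a calcium-binding protein of the sarcoplasmic reticulum, at 0.39 of control and the sodium channel subunit Scn3b at 4.22-fold. The other higher gene was the calcium pump Atp2b1 (1.34-fold, adjusted p = 0.014), a call that is lost in either one-way analysis. Cardiomyocyte markers were lower as a list at 48 h too (adjusted p = 0.0012 from camera), a call that is lost with an estimated correlation. Whether the oxidative phosphorylation and calcium handling genes fell more than these markers was not tested.

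Single arrays stood apart from the other 4 of their group in 12 of 216 groups examined (array medians, upper quartiles and correlations, list means, and the 10 largest rises and falls of each time), and chance does so in about 1 in 20 groups. The measure is the gap to the nearest array over the whole range of the group. It was 0.737 for the mean correlation of 1 h replicate 5 with its group (0.9965 against 0.9974 to 0.9977), 0.722 for the median log2 intensity of set II control replicate 4 (6.53 against 6.57 to 6.58) and 0.846 for the mean of the interferon-stimulated genes in set II control replicate 5 (8.85 against 9.05 to 9.09). The same control replicate 5 stood apart in Ddx60 (0.721, 7.58 against 8.3 to 8.58), Mx2 (0.731, 9.85 against 10.32 to 10.49) and Rtp4 (0.861, 9.65 against 9.96 to 10.01). The others were Nr4a3 in set I control replicate 4 (0.824, 5.36 against 5.59 to 5.64), Ptgs2 in 1 h replicate 1 (0.774, 11.15 against 10.98 to 11.02), Rgs2 in 4 h replicate 5 (0.751, 12.18 against 11.86 to 11.94), Il1rl1 in 4 h replicate 1 (0.834, 11.65 against 11.75 to 11.77), and Cnn1 and Ildr2 in 24 h replicate 1 (0.825, 6.8 against 8.66 to 9.05, and 0.756, 8.02 against 9.4 to 9.84).

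The fall of interferon-stimulated genes at 24 and 48 h came with lower markers of macrophages and endothelial cells. If fewer such cells were the whole cause, these genes would fall no more than the markers. They fell more than the average of 13 bright macrophage markers, by a log2 difference of -0.277 at 24 h (exact permutation p = 0.00794, median fold change 0.68 against 0.84) and -0.298 at 48 h (exact permutation p = 0.0159, 0.51 against 0.63). They also fell more than 16 bright endothelial markers (-0.392 and -0.455, exact permutation p = 0.00794 each). This argues against a loss of these cells as the whole cause only if every marker follows the number of cells, which was not tested. The lowest macrophage marker was at 0.49 of control at 24 h and 0.23 at 48 h, and the lowest endothelial marker at 0.68 and 0.5. These values reach the medians of the interferon-stimulated genes, so a loss of these cells is left open, as a part or the whole. Whether longer stretch deepens the fall cannot be told apart from the correlation between these genes (adjusted p = 1.34e-19 from 24 to 48 h, but adjusted p = 0.112 with an estimated correlation).

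Of the probe sets changed at least 1.5-fold at 48 h, more were lower than higher, while without a limit on the fold change 5238 were higher and 4971 lower. Among probe sets with 1 gene the share of higher ones was 40.27% (upper 95% limit 42.57, from leaving out each array of set II in turn, as for the limits below), which argues against unannotated probe sets as the whole cause. Quantile normalization of all arrays moved the share from 37.87% to 40.67% (upper limit 44.08). It cannot decide about array scaling, because the arrays had already been normalized by RMA. Scaling is left open as a part or the whole of the cause, since centring each array on its median gave 46.6% (upper limit 52.83). Centring adds a constant to every fold change, and moved the median log2 fold change of all probe sets from 0.0313 to 0.082. Before centring, this median had limits of 0.0129 and 0.0497, and it was 0.00633 among the brighter probe sets (-0.0172 to 0.0299). The median cannot decide about scaling, because the authors had already normalized the arrays. Of the probe sets that changed from 24 to 48 h, 18.03% were higher (upper limit 37.03; 11.84% without 24 h replicate 1), so longer stretch is also a candidate explanation.

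Ribosome biogenesis genes rose at 4 h more than their brightness would give: the highest median fold change among 10000 random lists matched on brightness was 1.11, and 100% of them were lower than the list, which argues against brightness. The list rose from 1 to 4 h (adjusted p = 1.3e-37, and adjusted p = 0.00341 with an estimated correlation), so longer stretch between these times is a candidate explanation, found and tested on the same arrays. It did not rise further from 4 to 12 h (median 0.97, lower with an adjusted p = 0.00395, but adjusted p = 0.457 with an estimated correlation), and a rise from 24 to 48 h (median 1.12, adjusted p = 1.91e-11) is lost with an adjusted p = 0.308 with an estimated correlation.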

How the results depend on the processing

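The 2 settings for the converted values (left as deposited, or as missing) were chosen after seeing the data. Redoing the background correction with the slide as a block was not run, since no scanner files or slide labels were available. The 30 summary results had 380 values under 17 alternatives. Of these values, 345 kept their direction and their side of the threshold or lay within the limits for counts and shares. Another 28 moved, 7 no longer passed the threshold, and no list call reversed. The limits for counts were wide: 209 probe sets in place of 305 between 24 and 48 h did not count as moved. Among the values that moved, some shares went from more lower to more higher. With each array centred on its median, this held at 4 h (534 higher and 417 lower) and 12 h (673 and 631). It also held at 4 h with array weights (522 and 467) and with only probe sets above the median (389 and 349). With genes in place of probe sets it held at 24 h (246 and 230). Without single arrays, 312 of 315 stayed, 2 moved and 1 no longer passed.

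The share of higher probe sets at 1, 4, 12, 24 and 48 h was 63.99%, 56.15%, 51.61%, 49.15% and 46.6% with each array centred on its median, after which the median log2 fold change of all probe sets at 48 h was 0.082 in place of 0.0313. It was 40.67% at 48 h with quantile normalization, 52.78% at 4 h with array weights, and 65.67%, 52.71%, 46.21% and 47.85% at 1, 4, 12 and 24 h with only probe sets above the median (15521 per set), where 96.85% of those called at 24 h were called at 48 h. With genes in place of probe sets, fewer features are counted: 68, 88, 107, 100 and 409 at 2-fold, 188, 507, 582, 476 and 1293 at 1.5-fold, 108 between 1 and 4 h and 86 between 4 and 12 h, with shares of 75.53%, 51.68% and 42.15% at 1, 24 and 48 h, and 58.46% called at 1 time only. Of the genes counted in this way at 1.5-fold, 250 were higher and 257 lower at 4 h, and 241 higher and 341 lower at 12 h. Replicate number as a block gave 217, 614, 773, 541 and 1435 genes at 1.5-fold.

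With an estimated correlation, the list calls were lost for hypertrophy markers at 48 h (adjusted p = 0.14, over all alternatives 3.08e-09 to 0.14), interferon-stimulated genes at 24 h (0.0518, 6.21e-27 to 0.0518) and 48 h (0.0523, 2.79e-27 to 0.0523), NF-kB at 1 h (0.109, 2.28e-07 to 0.109) and 48 h (0.386, 0.00116 to 0.386), and fatty acid oxidation at 12 h (0.125, 8.46e-09 to 0.125) and 48 h (0.114, 1.3e-13 to 0.114). Those of immediate early genes and ERK feedback at 1 h and of Nrf2 targets at 12 h passed under every alternative (highest adjusted p = 3.09e-06, 0.000646 and 0.0169). Apart from the estimated correlation, which allows for genes that vary together, the cause was not tested.

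Without single arrays, the 2-fold counts ran 107 to 115, 136 to 182, 198 to 229, 143 to 204 and 683 to 777, and the 1.5-fold counts 394 to 443, 906 to 1151, 1209 to 1423, 819 to 1022 and 2243 to 2452. The share at 4 h ran from 46.51% to 56.4% (without 4 h replicate 5), the overlap of 24 h with 48 h from 92.63% (without 24 h replicate 5) to 96.12%, and the adjusted p of NF-kB at 48 h from 0.0168 to 0.0507 (without 48 h replicate 4).

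For 219 genes, 16056 of 16622 values under alternatives kept their direction and side of the threshold, 202 no longer passed, 357 newly passed and 7 reversed. Without single arrays, 12549 of 13000 stayed, 379 no longer passed and 72 newly passed. Reversed were the log2 fold changes of Ddx60 at 4 h with the converted values left as deposited (2.746, from the day numbers themselves), of Cyp26b1 at 1 and 4 h averaged over its probe sets (0.24 and 0.554) and in the paper's probe set (0.596 and 1.112), of Id2 at 12 h (0.216) and of Tnf at 48 h (-0.188), both averaged over their probe sets. Arrays limit what can be seen in dim probe sets, and no background level was available to measure it.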

Differences from the paper's values

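At the paper's stated thresholds, no count of changed genes differs from the paper's by more than 1.5 times. At 1.5-fold the paper gives 205, 579, 737, 621 and 1542 genes at 1, 4, 12, 24 and 48 h, and the changed probe sets read 217, 614, 774, 539 and 1435 genes here. At 2-fold it gives 76, 113, 136 and 558 at 1, 4, 24 and 48 h, beside 69, 104, 108 and 463 genes here, and at 12 h 140, beside 62 higher and 64 lower genes. Of the alternatives set before the data were examined, one gave a count further from the paper's than that, only probe sets above the median at 2-fold and 24 h (88 genes).

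Counted as probe sets, more are changed here (407, 953, 1313, 904 and 2316 at 1.5-fold), of which 159, 240, 418, 278 and 610 read several genes or none and are not in the counts of genes. Supplementary Dataset 1 has 1 probe set for nearly every gene, with 204 genes in 204 probe sets at 1 h, 578 in 578 at 4 h, 736 in 736 at 12 h, 618 in 619 at 24 h and 1538 in 1539 at 48 h. Of these probe sets, 203, 577, 736, 605 and 1539 were called here, with fold changes within 0.0501 of the paper's.

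The paper's text names AKR7A2 among Nrf2 targets that it detected. Akr7a2 had a fold change of 0.99 at 12 h (adjusted p = 0.844), while Akr7a3, which Supplementary Dataset 1 lists at 12 h, was 2-fold higher. The paper's text places members of the interferon family among the activated regulators at 48 h, while its Fig. 6E draws interferon alpha, interferon beta 1 and IRF7 as inhibited. Of 46 interferon-stimulated genes, 42 were lower at 48 h and Irf7 was at 0.31 of control.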

Other observations

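Chosen only after the result was seen were the times at which lists are given in this part, the splits for the 2-fold counts, for differences between times and for the lists, and the choice of ribosome biogenesis among these lists. Cholesterol synthesis genes were higher at 48 h: 19 of 20 were higher and 0 lower (19 and 0 when adjusted over the list alone), adjusted p = 1.29e-08, but adjusted p = 0.198 with an estimated correlation. Hsd17b7 and Idi1, enzymes of the pathway, were 2-fold and 1.95-fold higher (adjusted p = 3.15e-06 and 5.21e-07). Of ATF4 targets and genes of the amino acid response at 24 h, 21 of 29 were higher and 0 lower (21 and 0 when adjusted over the list alone), adjusted p = 8.09e-09, but adjusted p = 0.0834 with an estimated correlation, with Shmt2, an enzyme of serine metabolism, at 1.75-fold and the amino acid transporter Slc7a5 at 1.68-fold (adjusted p = 4.23e-05 and 0.000176). Of the endoplasmic reticulum chaperones at 24 h, 9 of 20 were higher and 0 lower (10 and 0 when adjusted over the list alone), adjusted p = 0.00028, but adjusted p = 0.247 with an estimated correlation, with Sdf2l1 at 1.56-fold (adjusted p = 0.0026). Of the YAP targets at 48 h, 9 of 19 were higher and 1 lower (10 and 2 when adjusted over the list alone), adjusted p = 0.0179, but adjusted p = 0.299 with an estimated correlation, with Ccn1, a matrix protein induced by stretch in many cells, at 2.32-fold, Ccn2 at 1.95-fold and the tissue factor gene F3 at 0.68 of control (adjusted p = 1.26e-05, 1.38e-05 and 0.000366).

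Of extracellular matrix genes at 1 h, 5 of 40 were higher and 4 lower (5 and 4 when adjusted over the list alone), adjusted p = 0.558, and adjusted p = 0.882 with an estimated correlation, with Has2, which makes hyaluronan, at 3.39-fold (adjusted p = 2.45e-14). Of the clock genes at 1 h, 7 of 18 were higher and 4 lower (7 and 6 when adjusted over the list alone), adjusted p = 0.0939, and adjusted p = 0.315 with an estimated correlation, with Bhlhe40 and Nfil3 at 2.67-fold and 2.03-fold and Per3 at 0.68 of control (adjusted p = 3.11e-09, 2.48e-11 and 1.15e-05).

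Markers of other cells were counted at 48 h. Of cardiac fibroblast markers, 2 of 16 were higher and 8 lower (2 and 8 when adjusted over the list alone), adjusted p = 0.0313, but adjusted p = 0.344 with an estimated correlation, with the receptor Pdgfra at 0.49 of control and S100a4 at 1.21-fold (adjusted p = 2.93e-08 and 6.72e-05). Of smooth muscle and pericyte markers, 5 of 15 were higher and 4 lower (5 and 4 when adjusted over the list alone), adjusted p = 0.811, and adjusted p = 0.93 with an estimated correlation, with the smooth muscle actin Acta2 at 2.17-fold (adjusted p = 0.00073). Of mesothelial and epicardial markers, 2 of 11 were higher and 1 lower (2 and 1 when adjusted over the list alone), adjusted p = 0.906, and adjusted p = 0.948 with an estimated correlation. Of erythroid markers, 1 of 5 were higher and 0 lower (0 and 0 when adjusted over the list alone), adjusted p = 0.861, and adjusted p = 0.93 with an estimated correlation. Of Schwann and neural crest markers, 2 of 7 were higher and 0 lower (1 and 0 when adjusted over the list alone), adjusted p = 0.319, and adjusted p = 0.41 with an estimated correlation.

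Other splits of the 10 arrays of a comparison into 5 and 5 were drawn, 100 in all with the real split. For the counts, the real split was the only 1 of 100 with a count as large, so chance is excluded: at 2-fold 111, 156, 212, 160 and 713 against at most 0, 18, 49, 55 and 18 in another split, at 1.5-fold 407, 953, 1313, 904 and 2316 against 3, 329, 363, 264 and 146, and between times 197, 187 and 305 against 15, 29 and 64.

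For the lists, the unadjusted p was compared. Chance is excluded for immediate early genes at 1 h (1 of 100 splits with a p as small, 1.29e-55 against 2e-24 in the next), ERK feedback at 1 h (1, 3.26e-18 against 2.86e-12), Nrf2 targets at 12 h (1, 7.8e-22 against 1.87e-15), ribosome biogenesis at 4 h (1, 3.78e-36 against 6.22e-26) and NF-kB at 1 h (1, 7.29e-07 against 2.41e-05), whose call is lost with an estimated correlation (adjusted p = 0.109). For interferon-stimulated genes at 24 h (2, 2.2e-25 against 1.35e-25) and 48 h (4, 5.79e-25 against 1.23e-25) the limit of 5 in 100 splits was met, but other splits gave a smaller p. The limit makes no allowance for the number of results tested, so it does not settle whether chance is excluded for this list. Both calls are lost with an estimated correlation (adjusted p = 0.0518 and 0.0523). Chance is not excluded for hypertrophy markers at 48 h (9, 6.89e-10 against 2.35e-12), NF-kB at 48 h (24, 0.018 against 0.000474), and fatty acid oxidation at 12 h (5, 9.35e-09 against 7.99e-11) and 48 h (7, 5.36e-13 against 7.35e-15).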
